# Differential contribution of bone marrow-derived infiltrating monocytes and resident macrophages to persistent lung inflammation in chronic air pollution exposure

**DOI:** 10.1038/s41598-020-71144-1

**Published:** 2020-09-01

**Authors:** Roopesh Singh Gangwar, Vinesh Vinayachandran, Palanivel Rengasamy, Ricky Chan, Bongsoo Park, Rachel Diamond-Zaluski, Elaine Ann Cara, Anthony Cha, Lopa Das, Courteney Asase, Andrei Maiseyeu, Jeffrey Deiuliis, Jixin Zhong, Wayne Mitzner, Shyam Biswal, Sanjay Rajagopalan

**Keywords:** Inflammation, Alveolar macrophages, Immunology, Environmental impact

## Abstract

Chronic exposure to particulate matter < 2.5µ (PM_2.5_) has been linked to cardiopulmonary disease. Tissue-resident (TR) alveolar macrophages (A*Φ*) are long-lived, self-renew and critical to the health impact of inhalational insults. There is an inadequate understanding of the impact of PM_2.5_ exposure on the nature/time course of transcriptional responses, self-renewal of A*Φ*, and the contribution from bone marrow (BM) to this population. Accordingly, we exposed chimeric (CD45.2/CD45.1) mice to concentrated PM_2.5_ or filtered air (FA) to evaluate the impact on these end-points. PM_2.5_ exposure for 4-weeks induced an influx of BM-derived monocytes into the lungs with no contribution to the overall TR-A*Φ* pool. Chronic (32-weeks) PM_2.5_ exposure on the other hand while associated with increased recruitment of BM-derived monocytes and their incorporation into the A*Φ* population, resulted in enhanced apoptosis and decreased proliferation of TR-A*Φ*. RNA-seq analysis of isolated TR-A*Φ* and BM-A*Φ* from 4- and 32-weeks exposed mice revealed a unique time-dependent pattern of differentially expressed genes. PM_2.5_ exposure resulted in altered histological changes in the lungs, a reduced alveolar fraction which corresponded to protracted lung inflammation. Our findings suggest a time-dependent entrainment of BM-derived monocytes into the A*Φ* population of PM_2.5_ exposed mice, that together with enhanced apoptosis of TR-A*Φ* and reorganization of transcriptional responses, could collectively contribute to the perpetuation of chronic inflammation.

## Introduction

Exposure to ambient air pollution, specifically particulate matter < 2.5 µm in diameter (PM_2.5_) is the world’s leading environmental risk factor for non-communicable diseases, including respiratory disorders. Inhalational exposure to PM_2.5_ has been implicated in adverse health outcomes across the lifespan, including impaired lung development, acceleration of age-related decline in lung function, pulmonary and cardiovascular disorders^1^. The alveolar macrophage (A*Φ*) population in the lung are the first line of defense, responsible for the phagocytosis of inhaled particles and maintenance of immune homeostasis in the lung. A*Φ* in mice, derived from the yolk sac and fetal liver monocytes, have a unique surface marker phenotype. They populate the alveolar space soon after birth and eventually express high levels of Siglec-F (Siglec-F^high^CD11c^high^) in mice^2,3^. In the murine lung micro-environment apart from A*Φ*, there are also alveolar myeloid dendritic cells (cDC), interstitial macrophages, and a small portion of residential lung monocytes.

The inflammatory response to injury and subsequent resolution of inflammation is tissue and context-dependent and orchestrated by monocytes and macrophages. The recruitment of bone marrow-derived (BM) monocytes into the site of inflammation and subsequent differentiation into macrophages is consistent with a stereotypical response to initial “injury”^4^. Under homeostatic conditions, A*Φ* of the lung are long-lived and self-renew to maintain their population without contribution from circulating adult bone marrow-derived monocytes^5,6^. However, in response to stimuli such as bleomycin-induced lung injury, it has been demonstrated that recruited BM-monocytes can differentiate into macrophages in the lung, and acquire the TR-A*Φ* phenotype^4^. Our group has previously reported that PM_2.5_ exposure promotes a monocyte egress from bone marrow and pro-inflammatory responses in lung and bronchoalveolar lavage fluid^7,8^. However, the relative contributions of recruited monocytes, their differentiation (if any) into A*Φ*, the fate of TR-A*Φ* (including their proliferation and self-renewal capacity) and finally their transcriptomic profile in response to PM_2.5_ exposure has not been previously described.

In this work we describe and characterize the inflammatory response to real-world chronic inhalational PM_2.5_ exposure, using a model of “lung shielded chimeric mice”, to distinguish TR-A*Φ* from BM-A*Φ* and attempt to delineate the unique transcriptomic signature of PM_2.5_ exposure in the A*Φ* population. We posit that a better understanding of the lung immune response with chronic inhalation to air pollution across the life span may provide much-needed insights into the chronic biology of an omnipresent risk factor.

## Results

### Short-term (4-week) PM_2.5_ exposure induces recruitment of bone marrow-derived monocytes into lung without evidence of differentiation into alveolar macrophages

Chimeric mice were generated by irradiating chest shielded C57BL/6J (CD45.2) mice and transplanted with bone marrow from C57BL/6J (CD45.1) mice (see Methods and Supplementary Fig. 1 for details). Chest shielding preserved the lungs from irradiation and thereby allowing all tissue-resident A*Φ* and myeloid cells in the lungs to remain as CD45.2 origin, while peripheral blood myeloid cells were replaced by CD45.1 bone marrow. Thus, chimeric mice allowed the ability to identify recruited cells of CD45.1 origin (from peripheral blood) into the lungs (CD45.2) (Supplementary Fig. 1b). For the ease of understanding and better readability, we will refer A*Φ* of CD45.2 origin as tissue-resident A*Φ* (TR-A*Φ*) and A*Φ* of CD45.1 origin as bone marrow-derived A*Φ* (BM-A*Φ*) throughout the manuscript.

Chimeric mice were exposed to filtered air (FA) or concentrated PM_2.5_ air (PM_2.5_) in VACES chambers for 4-weeks under controlled temperature and humidity, (Fig. 1a and Supplementary Fig. 1c) as described previously^8^. The mean daily PM_2.5_ concentration inside the chambers during exposure was 88.8 ± 14.5 μg/m^3^, while the daily ambient mean PM_2.5_ concentration was 10.8 ± 1.4 μg/m^3^ (Fig. 1b). This translates approximately into a total inhaled dose of PM_2.5_/mouse (4-weeks) of 15.66 ± 1.63 μg (given mice exposure of 6–8 h/day, 5 days/week, assuming a ventilatory rate of 105 breaths/min and average tidal volume is 0.2 cc/breath) (Fig. 1c). Post-exposure, macrophage (A*Φ* and interstitial macrophage), neutrophil, and monocyte population in the lungs, and monocytes in the blood, spleen, and BM were analyzed using multicolor flow cytometry (Supplementary Fig. 4). In the lungs of PM_2.5_ exposed chimeric mice, there was a mild increase in total lung macrophage population (alveolar and interstitial *Φ*) in response to PM_2.5_ exposure (Fig. 1d and Supplementary Fig. 2d). A*Φ*s in both PM_2.5_ and FA exposed mice were primarily (> 98%) of tissue-resident origin and a negligible amount of BM-origin with no difference in response to PM_2.5_ exposure for 4-weeks. Although there were interstitial macrophages (i*Φ*) of CD45.1 origin detected in the lungs, however, this population was comparable to CD45.2 origin i*Φ* in FA and PM_2.5_ exposed groups (Fig. 1e, f). The i*Φ* of PM_2.5_ exposed mice expressed higher levels of Siglec F (a characteristic marker of A*Φ*) compared to FA group at 4-weeks, suggesting the maturation of i*Φ* population towards A*Φ* (Fig. 1g). As an indication of acute inflammation higher neutrophil infiltration (*p* < 0.05) was noted in PM_2.5_ compared to FA exposed mice (Fig. 1h). Additionally, a non-significant increase in Ly6c^hi^ proinflammatory monocytes percentage and total monocyte percentages were detected in PM_2.5_ exposed mice (Fig. 1i and Supplementary Fig. 2c). There were no differences in total leukocytes (CD45^+^) in the lungs (Supplementary Fig. 2a). Percentage difference of the monocyte’s subsets in the periphery (blood and spleen) demonstrated significantly increased (*p* < 0.05) Ly6c^hi^ monocytes (%) in the blood in PM_2.5_ vs FA exposed mice (Fig. 1j).

**Figure 1:**
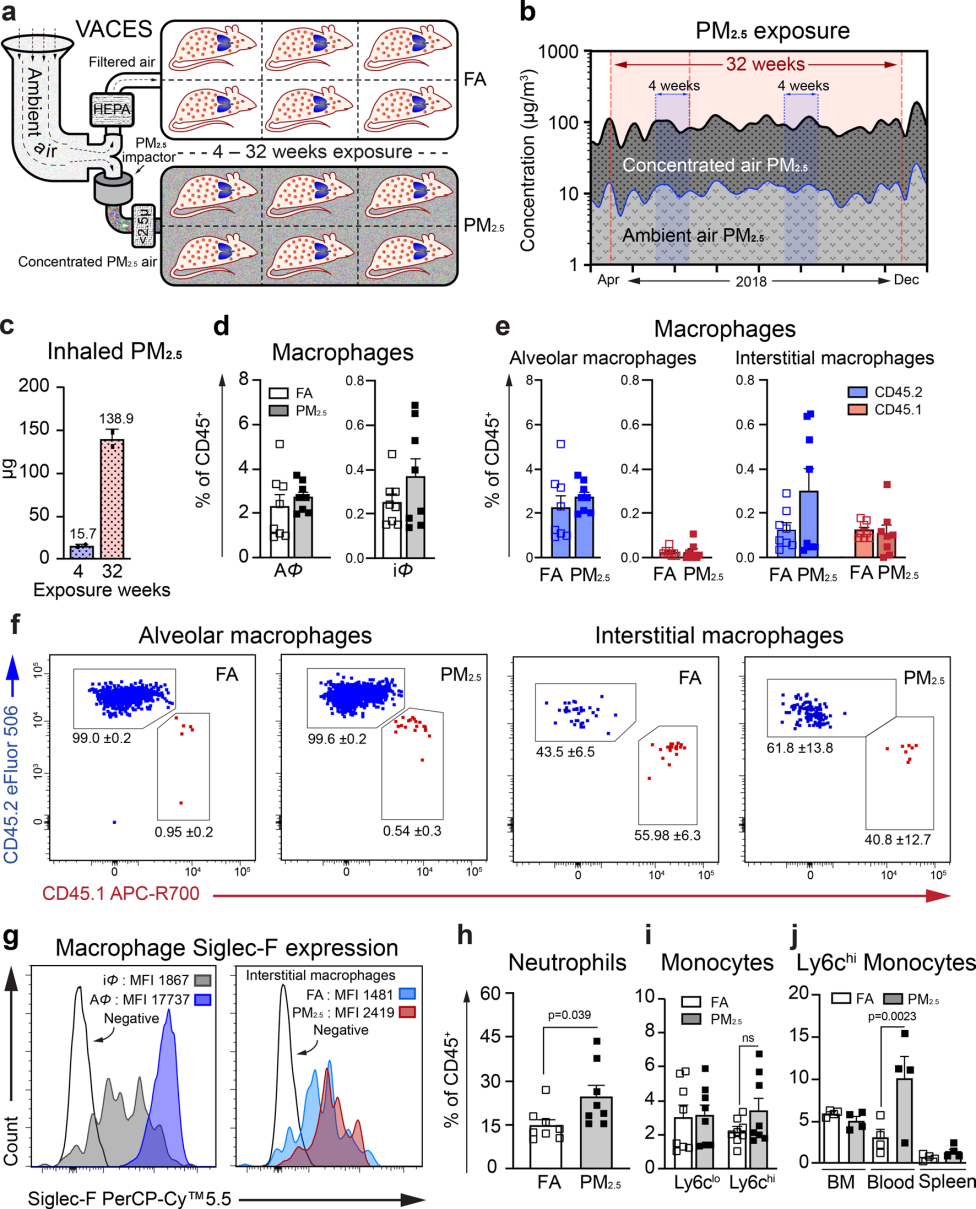
4-week PM_2.5_ exposure induces recruitment of bone marrow-derived monocytes into the lung without evidence of differentiation into alveolar macrophages. (**a**) Schematic representation of Versatile Aerosol Concentrator and Enrichment System (VACES) in which mice were exposed to filtered air (FA) or concentrated PM_2.5_ air (PM) for 4–32 weeks. (**b**) PM_2.5_ concentration in ambient air and inside VACES chambers during 4-weeks (blue shaded area) and 32-weeks (red shaded area) exposure time. (**c**) The total inhaled dose of PM_2.5_ during exposures. (**d**) Lung macrophage population (A*Φ* and i*Φ*). (**e**) A*Φ* and i*Φ* of tissue-resident (CD45.2, blue) and bone marrow (CD45.1, red) origin. (see also Supplementary Fig. 2) (**f**) Representative flow cytometry plots showing A*Φ* and i*Φ* of tissue-resident (blue) and BM-origin (red) showing frequencies of the respective population. (**g**) Expression of Siglec F, on i*Φ* and A*Φ* from FA (representative plot, left panel) and i*Φ* from FA and PM_2.5_ exposed mice (right panel). (**h**) Neutrophil population in the lungs. (**i**) Monocyte subsets (Ly6c^lo^ and Ly6c^hi^) in the lung. (**j**) Ly6c^hi^ monocytes populations from bone marrow, blood, and spleen. Data are represented as % of total CD45^+^ cells, mean ± SEM, from two independent experiments with 4–6 mice in each experiment. Data were analyzed with GraphPad prism v8.3 using Student’s *‘t’* test or one-way ANOVA with Bonferroni’s posthoc test for multiple comparisons, statistically significant *p* values (< 0.05) are mentioned for respective comparison.

### Chronic PM_2.5_ exposure (32-weeks) perturbs lung cellular immune homeostasis

To determine the effect of chronic PM_2.5_ exposure on TR-A*Φ* and recruitment of BM-A*Φ*, we exposed chimeric mice for 32-weeks in the VACES chambers (mean daily PM_2.5_ concentration in chambers was 90.1 ± 24.2 μg/m^3^ and ambient PM_2.5_ concentration was 11.5 ± 3.6 μg/m^3^, total inhaled PM_2.5_ dose was 138.89 ± 11.79 μg) (Fig. 1b, c). Total leukocytes (CD45^+^) and cell viability in the lungs of PM_2.5_ exposed mice were similar to FA exposed mice for 32-weeks (Supplementary Fig. 3a, b). Although the total macrophage population (A*Φ* and i*Φ*) in lungs, at 32-weeks of exposure remained the same in both the FA and PM_2.5_ groups (Fig. 2a, d and Supplementary Fig. 3d), there was a significant decrease (*p* < 0.05) in TR-A*Φ* % with a non-significant increase in BM-A*Φ*, and BM-i*Φ* % in PM_2.5_ mice compared to FA mice (Fig. 2b, c, e). BM-A*Φ* are reported to acquire the surface marker phenotype of TR-A*Φ*^4^ and we found that Siglec F expression on BM-A*Φ* in PM_2.5_ mice was similar to levels seen in TR-A*Φ* (Fig. 2f). There was no difference in the neutrophil population (Fig. 2g). Even though total monocytes and Ly6c^hi^ subsets in lungs were higher at 32-weeks compared to 4-weeks exposure, there was no differential increase in Ly6c^hi^ subset at 32-weeks in both the FA and PM_2.5_ exposed mice (Fig. 2h and Supplementary Fig. 3c), and correspondingly there was no difference in the Ly6c^hi^ monocytes in the blood, spleen, and BM in FA and PM_2.5_ exposed mice (Fig. 2i). Compared to 4-weeks exposure, BM-A*Φ* frequencies in 32-weeks PM_2.5_ exposed mice were increased by 3.3-fold (*p* < 0.05) with a reciprocal decrease in TR-A*Φ* by 0.46-fold (*p* < 0.01) and a similar trend was observed in i*Φ*, (Fig. 2j, k). Together, this data suggests that PM_2.5_ exposure results in the partial replacement of TR-A*Φ* by BM-A*Φ* in 32-weeks PM_2.5_ exposure.

**Figure 2:**
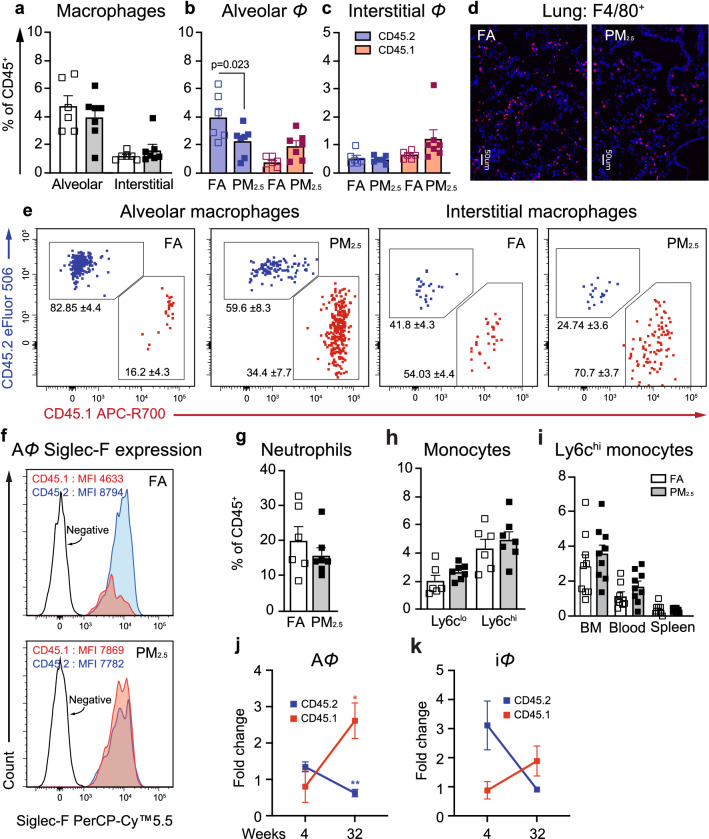
Chronic PM_2.5_ exposure (32-weeks) impairs lung cellular immune homeostasis. (**a**) Lung macrophage (A*Φ* and i*Φ*) population. (**b**) A*Φ* of tissue-resident (CD45.2, blue) and bone marrow (CD45.1, red) origin. (**c**) i*Φ* of tissue-resident and bone marrow origin. (see also Supplementary Fig. 3). (**d**) Lung tissue stained for F4/80, showing total *Φ* in representative sections from 32-weeks FA and PM_2.5_ exposed mice, scale bar 50 μm. (**e**) Representative flow cytometry plots showing A*Φ* and i*Φ* of tissue-resident (blue) and BM-origin (red) showing frequencies of the respective population. (**f**) Siglec F expression on TR-A*Φ* and BM-A*Φ*, representative plots from FA (left), and PM_2.5_ (right) exposed mice. (**g**) Neutrophil population in the lungs. **h.** Monocytes subsets (Ly6c^lo^ and Ly6c^hi^) in the lungs. (**i**) Ly6c^hi^ monocyte population from bone marrow, blood, and spleens. (**j**, **k**) Fold change in tissue-resident and BM-derived, (**j**) A*Φ* and (**i**) i*Φ* at 32-weeks over 4-weeks of PM_2.5_ exposure. Data are represented as % of total CD45^+^ cells, mean ± SEM, from two independent experiments with 4–6 mice in each experiment (**a**–**c**, **g**–**i**) and as fold change over control FA exposed mice (**j**, **k**). Data were analyzed with GraphPad prism v8.3 using Student’s *‘t’* test or one-way ANOVA with Bonferroni’s posthoc test for multiple comparisons, statistically significant *p* values (< 0.05) are mentioned for respective comparison.

#### Chronic PM_2.5_ exposure impairs alveolar macrophage self-renewal potential

Given the decrease in TR-A*Φ* in PM_2.5_ exposed mice at 32-weeks, we sought to elucidate the self-renewal capacity and maintenance of this cell population. In general since A*Φ* in the lungs are maintained by self-renewal^6^, we investigated the proliferative potential of A*Φ* by BrdU incorporation and apoptosis (Annexin V^+^) in a separate group of 32-weeks of PM_2.5_ and FA exposed mice. We specifically labeled the A*Φ* population by delivering the BrdU directly into the mouse lungs and quantified BrdU^+^ A*Φ*. PM_2.5_ mice showed a marked decrease in the BrdU^+^ TR-A*Φ* population as compared to FA mice, indicating an impaired proliferation of TR-A*Φ* (Fig. 3a, b). Interestingly, BrdU^+^ BM-A*Φs* were negligible, with no difference (in proliferation) between FA or PM_2.5_ exposed mice (Fig. 3a, b, and Supplementary Fig. 5a). Apoptosis in the A*Φ* population was examined using flow cytometry (Annexin V staining) and cleaved caspase-3 staining in lung histological sections. Increased Annexin V^+^ events (cells) in the TR-A*Φ* population were observed in PM_2.5_ compared to FA exposed mice indicating enhanced apoptosis of TR-A*Φ* with chronic PM_2.5_ exposure (Fig. 3c–e). Tissue histology (Cleaved caspase 3 staining) also showed overall increased apoptotic cells in PM_2.5_ *vs* FA mice (Fig. 3e). These observations indicate that chronic PM_2.5_ exposure impairs the self-renewal potential and increases the apoptosis of TR-A*Φ*.

**Figure 3:**
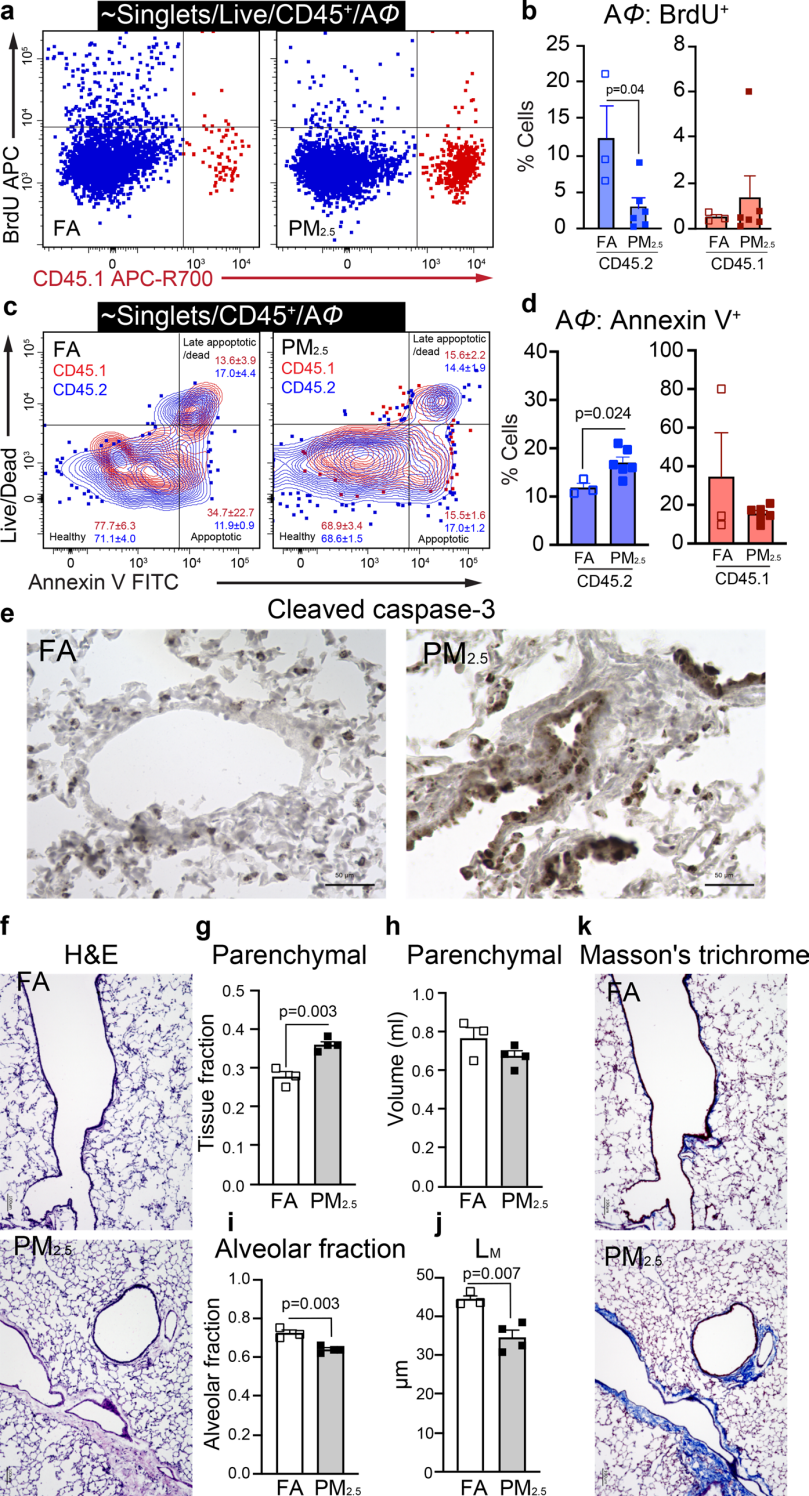
Chronic PM_2.5_ exposure impairs the proliferation potential and increased apoptosis in TR-A*Φ*. (**a**) Representative gating plots for BrdU^+^ in A*Φ* from 32-weeks of PM_2.5_ and FA exposed mice. (**b**) BrdU^+^ (proliferating) TR-A*Φ* and BM-A*Φ*. (**c**) Representative gating plots for Annexin V^+^ A*Φ* from 32-weeks of PM_2.5_ and FA exposed mice, showing frequencies of the respective population. (**d**) Annexin V^+^ (apoptotic) TR-A*Φ* and BM-A*Φ*. (**e**) Representative images of lung sections stained for Cleaved caspase-3 (apoptosis), scale bar 50 μm. (**f**) Representative images of lung sections stained for H&E (scale bar 100 μm) for lung morphometry quantitative analysis, (**g**–**j**) (see also Supplementary Fig. 5c). (**g**) Parenchymal tissue fraction, (**h**) Parenchymal volume. (**i**) The alveolar fraction of lung parenchyma. (**j**) Mean linear intercept of parenchymal airspaces (L_M_). (**k**) Representative images of lung sections stained for Masson’s trichrome (Fibrosis), scale bar 100 μm. Separate mice were used for histological and morphometric analysis, and BrdU and Annexin V staining. Data were analyzed with GraphPad prism v8.3 using Student’s *‘t’* test or one-way ANOVA with Bonferroni’s posthoc test for multiple comparisons, statistically significant *p* values (< 0.05) are mentioned for respective comparison.

#### PM_2.5_ exposure induces histological changes and reduces lung function

The primary lung function i.e. the gas exchange is critically dependent on the availability of the surface area of the interface establishing contact between the air in the alveoli and the blood in the alveolar capillaries. This can be quantified using physiological equations for predicting oxygen uptake morphometry analysis^9^. Lung sections were stained with H&E (Fig. 3f) and morphometric quantitation was done using STEPanizer v1.0 as described^10,11^. Parenchymal tissue fraction significantly increased (*p* < 0.01), with no differences in lung parenchymal volume in PM_2.5_ compared to FA exposed mice (Fig. 3g, h). The alveolar fraction was significantly reduced (*p* < 0.01) and mean linear intercept ‘L_M_’, a measure of gas exchange surface, was also significantly reduced by (*p* < 0.05) in PM_2.5_ exposed mice compared to FA mice (Fig. 3i, j). Masson’s trichrome staining revealed evidence of increased collagen surrounding the airways in the lung tissue in the PM_2.5_ exposed mice compared to FA exposed mice (Fig. 3k).

### Transcriptomic landscape of A*Φ* with PM_2.5_ exposure

Lung A*Φ* identified as CD64^+^CD11c^hi^CD11b^lo^ and monocytes identified as Ly6G^–^MHC II^–^CD64^lo^CD11b^hi^, (of both the CD45.2^+^ and CD45.1^+^) were isolated using fluorescence-activated cell sorting (FACS) from lungs of 4- and 32-weeks exposed mice and three mice from each group (FA and PM_2.5_ groups of both the 4- and 32-weeks exposure) were randomly selected for RNA-sequencing. 

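RNA of the sorted cells was made into 36 libraries, 3 in each of 12 groups. The paper selected 3 mice per exposure and time point, so libraries of different sorted populations may come from the same mice. No label links a library to a mouse, and the libraries were compared as unpaired, also between cell types and between origins. The 6 A*Φ* groups were TR-A*Φ* of FA and PM_2.5_ exposed mice at 4-weeks and at 32-weeks, and BM-A*Φ* of FA and PM_2.5_ exposed mice at 32-weeks. TR-A*Φ* carried CD45.2, the form of the leukocyte antigen encoded by Ptprc in the mice whose lungs were shielded from irradiation, and BM-A*Φ* carried CD45.1, the form of the bone marrow donors. The 6 monocyte groups were CD45.2 monocytes at 4-weeks and CD45.1 and CD45.2 monocytes at 32-weeks, again from FA and PM_2.5_ exposed mice. Monocytes of 32-weeks are numbered 1 and 2 in the labels, read here as CD45.1 and CD45.2 by the key the paper's supplement gives for A*Φ*. In each group the libraries are numbered as replicates 0, 1 and 2. The authors aligned the reads to the mm10 genome and gave every gene a value in FPKM (fragments per kilobase of transcript, divided by the mapped fragments of the library), a unit that is already scaled for sequencing depth and transcript length. Every gene listed was above 0 in at least 1 library. FPKM are not counts, so the number of reads behind a value is unknown. Over all genes the FPKM of a library summed to between 1839577 and 3339020, with a median of 2344708, and its 10 highest genes held between 24.7% and 33.8% of that sum.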

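Groups were compared with limma on log2(FPKM + 1), with the spread of a gene estimated over all groups in the model and Benjamini-Hochberg adjustment within each comparison at a threshold of 0.05. A*Φ* groups were compared over the 12665 genes with a mean of at least 1 FPKM in the 18 A*Φ* libraries, and monocyte groups over the 12856 genes with this mean in the 18 monocyte libraries. Comparisons across both cell types covered 13307 genes. Log2 fold changes on this scale understate the change of genes with low FPKM. A value of exactly 0 can stand for a gene that was not detected or for a gene whose FPKM could not be estimated, so such genes are given by library and described as listed at 0. Single genes were also compared by an exact two-sided permutation test, for which 3 mice against 3 allow no p below 0.1. In simulated data with 3 libraries per group, limma called 153 of 200 changed genes. Its share of calls rose from 44% at a log2 fold change of 1 to 92% at 4. Simulated genes varied independently, with no factor shared by the genes of a library, and changes under 1 were not simulated. Genes in the paper's lists had a median log2 fold change of 0.65 to 0.78 in size here. The simulated shares thus do not give the power for such changes.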

We sequenced A*Φ* and monocytes of both CD45.1 and CD45.2 origin at 32-weeks while only CD45.2 origin cells could be sequenced at 4-weeks as sorted BM-A*Φ* numbers at 4-weeks did not yield enough RNA quantity. 

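Principal components were computed from log2(FPKM + 1) of 13307 genes in the 36 libraries, centred by gene. PC1 held 29.1% of the variance and PC2 held 4.67%. On PC1 the 18 A*Φ* libraries lay between 36.3 and 76.4, and the 18 monocyte libraries lay between -80.3 and -31.4, with no overlap. On PC2 the 12 libraries of 4-weeks lay between 3.4 and 79.2 and the 24 libraries of 32-weeks between -67.1 and 10, so these ranges overlapped. Within monocytes the time points did not overlap on PC2 (10 to 79.2 at 4-weeks, -67.1 to 3.6 at 32-weeks), and within A*Φ* they did (3.4 to 20.9 and -14.4 to 10). The share of PC1 moved most when only the 500 genes with the largest variance were used, to 11.9%, and with all genes scaled to unit variance it was 35.3%.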

Monocytes and A*Φ* samples clustered separately in the principal component analysis (PCA plot) with a variance of 43.8% in PC1 and 4- and 32-weeks samples showing less variance, but separated in PC2 (Supplementary Fig. 6a). 

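Within monocytes, PM_2.5_ and FA exposed mice were compared for each origin and time point. In CD45.2 monocytes at 4-weeks 1 of 12856 genes passed the threshold, the small RNA gene Gm25127, which was listed at 0 in all 3 PM_2.5_ libraries and had 859.4, 469.5 and 433.8 FPKM in the FA libraries. It was listed at 0 in 29 of the 36 libraries and was singled out after its values were seen. An unadjusted p under 0.05 was found for 272 genes, where 5% of the genes tested are 643. At 32-weeks no gene passed in CD45.1 monocytes (0 genes, 609 at an unadjusted p under 0.05) or in CD45.2 monocytes (0 genes, 547 at an unadjusted p under 0.05). All 3 PM_2.5_ libraries lay above or below all 3 FA libraries for 6.57%, 8.89% and 6.39% of the genes in these 3 comparisons, where chance gives 10%. The 10% takes the libraries as interchangeable, so a share under it does not argue against an effect. Adjustment over all 66 pairs of groups together moved the counts most, to 45, 117 and 100 genes. With each library left out in turn, the counts ranged from 1 to 4 (4 without PM_2.5_ replicate 2), from 0 to 5 (5 without FA replicate 1) and from 0 to 3 (3 without FA replicate 2).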

Differentially expressed significant genes (DEGs) from lung A*Φ* and monocytes at 4-weeks (only CD45.2 origin) and 32-weeks (both CD45.1 and CD45.2 origin), were compared. This analysis revealed unique and widespread differences in the expression profile of genes at these time points (4- and 32-weeks) with a distinctive expression profile in the A*Φ* and monocyte populations (Fig. 4a).

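The average of the A*Φ* groups was compared with the average of the monocyte groups over 13307 genes. At 4-weeks 6408 genes passed the threshold of limma's test, 3011 of them higher in A*Φ* and 3397 lower, and at 32-weeks 8119 genes passed, 4211 higher in A*Φ* and 3908 lower. Without a filter on low values the counts were 7422 and 9552, the largest move among the alternatives. Ear1 (ENSMUSG00000072601.4), on chromosome 14 of mm10 from 43818764 to 43875517, encodes an eosinophil-associated ribonuclease. At 4-weeks it had 696 ± 197 FPKM (SD, n = 3) in TR-A*Φ* of FA exposed mice and 603 ± 80.5 FPKM (SD, n = 3) in those of PM_2.5_ exposed mice. In CD45.2 monocytes its FPKM were 0, 0 and 1.23 in the FA libraries and 0.307, 2.01 and 0 in the PM_2.5_ libraries. Its log2 fold change was 8.80 (SE 0.39, adjusted p 3.28e-16 from limma), and 7.09 at 32-weeks (SE 0.276, adjusted p 6.3e-18 from limma). Plet1 (ENSMUSG00000032068.14), on chromosome 9 from 50488798 to 50505482, had log2 fold changes of 8.47 at 4-weeks and 6.45 at 32-weeks (adjusted p 7.47e-18 and 3.05e-19 from limma). Ifitm3 (ENSMUSG00000025492.6), on chromosome 7 from 141009585 to 141010770, was among the genes with the largest fall. CD45.2 monocytes at 4-weeks had 1090 ± 273 FPKM (SD, n = 3) in FA and 1260 ± 88.7 FPKM (SD, n = 3) in PM_2.5_ exposed mice, and TR-A*Φ* had 0, 3.15 and 62.8 FPKM in FA and 3.83, 3.49 and 47.1 FPKM in PM_2.5_ exposed mice. The log2 fold change of Ifitm3 was -7.17 at 4-weeks and -8.03 at 32-weeks (adjusted p 2.09e-10 and 8.11e-15 from limma). Plac8 had log2 fold changes of -7.29 and -7.76 at these time points. Ifitm6 changed by -7.09 at 4-weeks, and Thbs1 by -7.85 at 32-weeks. With each library left out in turn, the log2 fold change of Ear1 at 4-weeks stayed between 8.63 and 9.03 and that of Ifitm3 between -8 and -6.5.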

**Figure 4:**
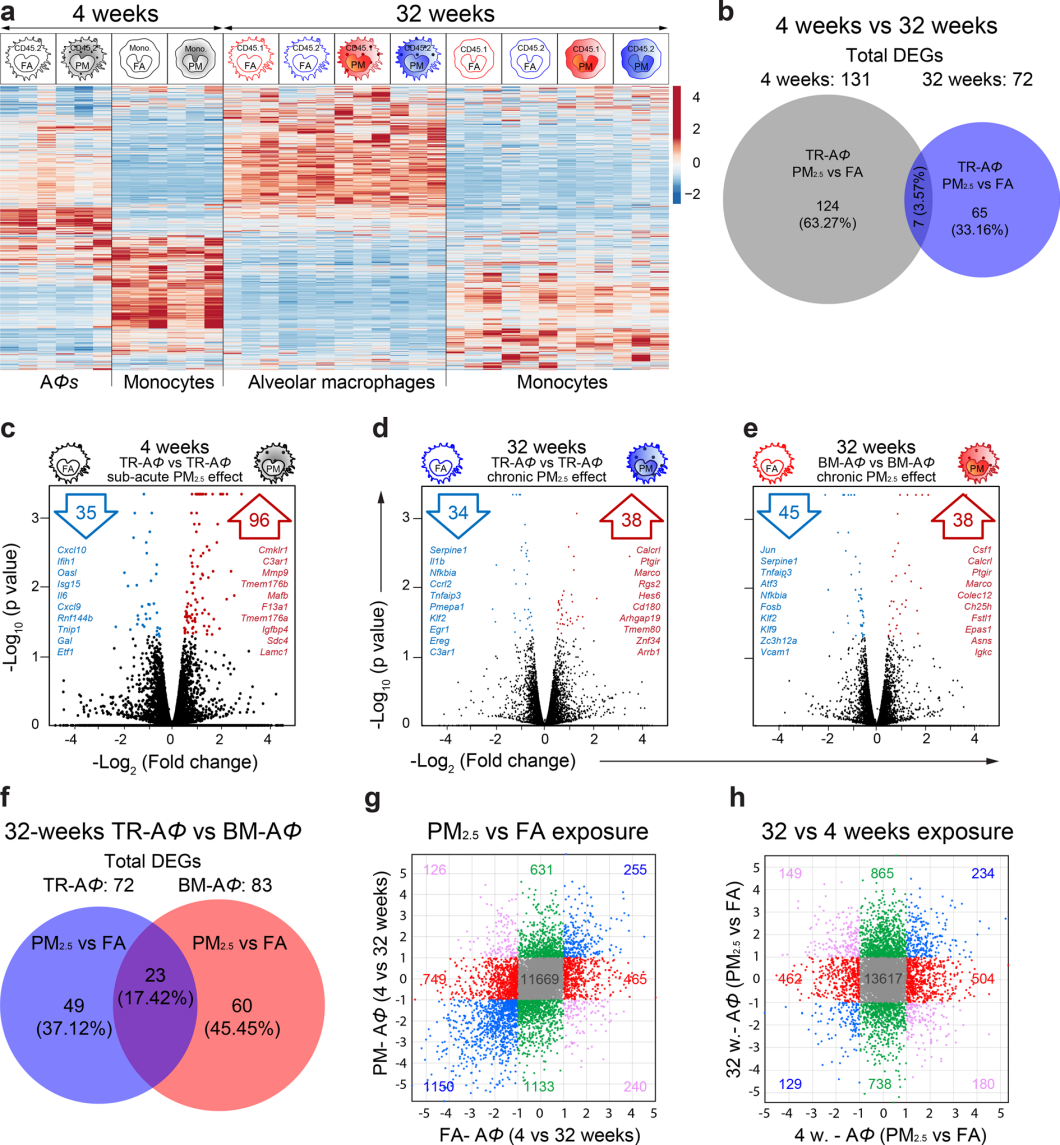
Transcriptomic landscape of A*Φ* with PM_2.5_ exposure. (**a**) Heat map of all significantly differentially expressed genes in A*Φ* and lung monocytes, of CD45.2 and CD45.1 origin from 4- and 32-weeks of FA and PM_2.5_ exposed mice. (**b**) Quantitative Venn diagram showing unique and common DEGs at 4- and 32-weeks of exposure. (**c–e**) Volcano plots of different pairwise comparisons showing, up- (red) and downregulated (blue) genes. In each volcano plot, top listed genes are ten Hallmark genes and/or immunological signature genes. (**f**) Quantitative Venn diagram showing unique and common DEGs in TR-A*Φ* and BM-A*Φ* at 32-weeks exposure. (**g, h**) Common and unique significant DEGs in four-way plots showing the effect of (**d**) PM_2.5_ vs FA exposure, and (**e**) exposure time (4- and 32-weeks). Fold change (Log_2_) values are plotted for respective comparisons mentions on the x- and y-axes. Data were generated using three mice from each group.

#### Differential impact of PM_2.5_ in TR-A*Φ*

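TR-A*Φ* of PM_2.5_ and FA exposed mice were compared over 12665 genes. At 4-weeks 1 gene passed the threshold, Cdk8 (ENSMUSG00000029635.15), on chromosome 5 of mm10 from 146231249 to 146302874. It was listed at 0 in all 3 PM_2.5_ libraries and had 9.45, 14.3 and 12.6 FPKM in the FA libraries, and it was singled out after its values were seen. The smallest adjusted p among the other genes was 0.209 in limma. An unadjusted p under 0.05 was found for 372 genes, where 5% of the genes tested are 633. All 3 PM_2.5_ libraries lay above or below all 3 FA libraries for 737 genes, which is 5.82% where chance gives 10%. Here and in the other comparisons, the 10% and 5% take the libraries as interchangeable. Replicate 2 was the highest of its group for 47.1% (PM_2.5_) and 43.8% (FA) of all genes, where chance gives 33%. A factor shared by replicate 2 would lower both shares, so shares under chance do not argue against an effect. At 32-weeks 0 genes passed and 396 had an unadjusted p under 0.05. The smallest adjusted p was 0.685 in limma, and 758 genes (5.98%) had groups that did not overlap. No call was shared by the time points (0 genes). Replicate 2 differed from replicates 0 and 1 in transcripts of red cells at both time points, and with a term for replicate 2 within each time point, chosen after the data were seen, the counts were again 1 and 0. Adjustment over all 66 pairs of groups together moved the counts most, to 73 genes at 4-weeks (30 higher and 43 lower) and 69 genes at 32-weeks (41 higher and 28 lower), where chance alone gives 122 genes at the largest p that then passed. Leaving out each library in turn gave 1 to 5 genes at 4-weeks (5 without PM_2.5_ replicate 2) and 0 to 3 genes at 32-weeks (3 without PM_2.5_ replicate 0).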

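Of the 131 genes in the paper's list for 4-weeks, 127 were tested. All 127 had the direction the paper lists, 56 had an unadjusted p under 0.05, and 0 passed over all genes. Adjusted over the list alone 27 passed, which is not independent evidence because the list was chosen on these libraries. The paper's lists for 4-weeks and 32-weeks share 7 genes where chance gives 0.74. In these lists 2 of the 7 have the same direction, Gpd1 (lower) and Marco (higher), and Cd200, Etf1, C3ar1, Hspa1a and Hspa1b have opposite directions. The difference in the PM_2.5_ effect between 32-weeks and 4-weeks was tested as an interaction, in which Cdk8 was the only gene past the threshold and 380 genes had an unadjusted p under 0.05. The next adjusted p was 0.652 in limma. Across genes, which are not independent replicates, the log2 fold changes at 4-weeks and 32-weeks had a Pearson r of -0.05 and a Spearman rho of 0.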

In response to PM_2.5_ at 4-weeks, TR-A*Φ* displayed a unique transcriptomic signature (131 genes), sharing only seven DEGs at 32-weeks exposure (Fig. 4b–d, and Supplementary Fig. 6e, f). 

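Of the genes named for TR-A*Φ* at 4-weeks, Cd163 (ENSMUSG00000008845.9), on chromosome 6 of mm10 from 124304655 to 124330527, encodes a scavenger receptor. It had 1.35 ± 0.828 FPKM (SD, n = 3) in FA and 5.69 ± 5.89 FPKM (SD, n = 3) in PM_2.5_ exposed mice, a log2 fold change of 1.22 (SE 0.528, exact permutation p 0.2), which was 0.54 without PM_2.5_ replicate 2. Marco (ENSMUSG00000026390.7), a scavenger receptor gene on chromosome 1 from 120474537 to 120505024, had 22.2 ± 23.5 FPKM (SD, n = 3) in FA and 33.9 ± 9.51 FPKM (SD, n = 3) in PM_2.5_ exposed mice. On the log2 scale it changed by 1.05 (SE 0.61), by 0.48 without FA replicate 0 and by 1.86 without FA replicate 2. C1qb (ENSMUSG00000036905.8), on chromosome 4 from 136880128 to 136886187, encodes a chain of complement C1q and had 35.2 ± 21.9 FPKM (SD, n = 3) in FA and 76.7 ± 93.3 FPKM (SD, n = 3) in PM_2.5_ exposed mice. Its log2 fold change of 0.61 (SE 0.889, exact permutation p 0.7) became -0.38 without PM_2.5_ replicate 2 and 1.17 without PM_2.5_ replicate 0. Hspa1a (ENSMUSG00000091971.3), a heat shock gene on chromosome 17 from 34969189 to 34972156, had 38.5 ± 26.7 FPKM (SD, n = 3) in FA and 154 ± 235 FPKM (SD, n = 3) in PM_2.5_ exposed mice. The log2 fold change of 0.62 (SE 1.03, exact permutation p 1) became -0.88 without PM_2.5_ replicate 2 and 1.51 without PM_2.5_ replicate 1. Isg15 (ENSMUSG00000035692.6), an interferon-induced gene on chromosome 4 from 156199423 to 156200818, had 9.85 ± 3.56 FPKM (SD, n = 3) in FA and 2.84 ± 0.819 FPKM (SD, n = 3) in PM_2.5_ exposed mice. Its log2 fold change was -1.47 (SE 0.462, exact permutation p 0.1), and it stayed between -1.63 and -1.22 with each library left out.

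**Figure D1:**
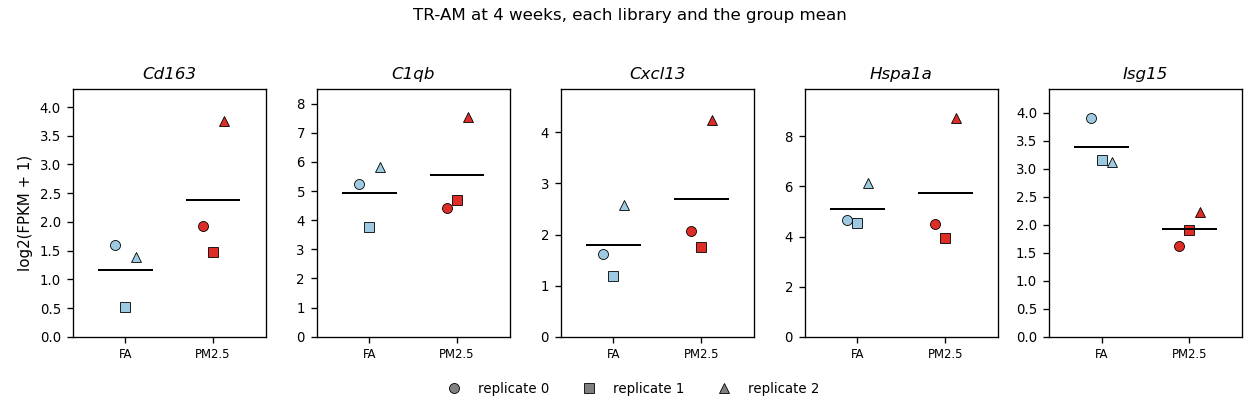
Expression of Cd163, C1qb, Cxcl13, Hspa1a and Isg15 in TR-A*Φ* at 4-weeks, on a vertical axis of log2(FPKM + 1), with each point a library marked by its replicate and each bar a group mean (n = 3). PM_2.5_ replicate 2 is the highest of the 6 libraries for Cd163, C1qb, Cxcl13 and Hspa1a, and for Isg15 all FA libraries lie above all PM_2.5_ libraries.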

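The log2 fold changes of Sftpc, Cxcl13 and Ccl9 between PM_2.5_ and FA exposed TR-A*Φ* at 4-weeks were 1.14, 0.89 and 1.00. That of Cxcl13 was 0.11 without PM_2.5_ replicate 2 and 1.36 without PM_2.5_ replicate 1, that of Ccl9 was 1.56 without PM_2.5_ replicate 0, and that of Sftpc ranged from 0.90 to 1.28. C1qc and C3ar1 changed by 0.98 and 0.31 on the log2 scale, and by 0.10 and -0.76 without PM_2.5_ replicate 2. C1qc changed by 1.55 without FA replicate 2, and C3ar1 by 0.96 without PM_2.5_ replicate 0. Hspa2 changed by 0.79 (exact permutation p 0.1), with 0.56 to 1.06 as each library was left out. Hsph1 changed by 0.85, by 0.18 without PM_2.5_ replicate 2 and by 1.36 without PM_2.5_ replicate 0. Cxcl9 fell by 0.83 on the log2 scale (exact permutation p 0.1), and its change lay between -1 and -0.62 with each library left out. Cxcl10 changed by -0.63, from -0.26 without FA replicate 0 to -1.19 without FA replicate 2. Ifih1 changed by -0.41, by -0.09 without FA replicate 0 and by -0.69 without FA replicate 2. The adjusted p of each of these genes and of Cd163, Marco, C1qb, Hspa1a and Isg15 was 1 in limma. Mmp9 and Oasl1 had a mean of 0.905 and 0.637 FPKM over the A*Φ* libraries, below the filter, and were not tested.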

Genes that are known to play a crucial role in maintaining lung immune defense and homeostasis *viz*. macrophage scavenger receptor genes (CD163, Marco), matrix metalloproteinase (Mmp9), Sftpc (surfactant associated protein C), chemokines (Cxcl13, CCL9), complement genes (C1qb, C1qc, Cfh, C3ar1) and heat shock protein family genes (Hsp2, Hsph1, Hspa1a, etc.) were found to be upregulated, while chemokines (CXCL9/10) and several proteins involved in anti-viral immunity (Oasl, Ifih1, Isg15, etc.) were found to be downregulated. The associated significant GO terms were related to immune system processes, defense response, and inflammatory response (Fig. 4c and Supplementary Table 2).

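Gene lists for cell types, pathways and responses, some of them taken from the paper's text and figures, were tested as sets with fry in limma, 33 lists in all. At 4-weeks 0 of the 33 lists passed the threshold between PM_2.5_ and FA exposed TR-A*Φ*, and 2 had an unadjusted p under 0.05. Of the 8 interferon-induced genes tested 7 were lower with PM_2.5_ exposure, with a median log2 fold change of -0.39 (adjusted p 0.454 from fry with Benjamini-Hochberg adjustment). The median lay between -0.47 and -0.31 with each library left out. Of the heat shock genes 13 of 13 were higher, with a median of 0.41 (adjusted p 0.943 from fry with Benjamini-Hochberg adjustment), which became -0.05 without PM_2.5_ replicate 2 and 0.80 without PM_2.5_ replicate 0. With camera in place of fry, which presets the correlation between genes at 0.01, 8 lists passed, and none of them holds under fry.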

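The same comparison was made in BM-A*Φ* at 32-weeks, where 2 of 12665 genes passed the threshold. Gm26917 was listed at 0 in all 3 FA libraries and had 35410, 26890 and 21140 FPKM in the PM_2.5_ libraries. Cdk8 was listed at 0 in all 3 FA libraries and had 10.7, 12.5 and 11.2 FPKM in the PM_2.5_ libraries. Both were singled out after their values were seen. The smallest adjusted p among the other genes was 0.947 in limma. An unadjusted p under 0.05 was found for 259 genes, and 816 genes (6.44%) had groups that did not overlap, where chance gives 10%. With 0 calls in TR-A*Φ* at 32-weeks, the calls were 0 in TR-A*Φ* only, 2 in BM-A*Φ* only and 0 shared. Leaving out each library in turn gave 2 to 4 genes in BM-A*Φ* (4 without FA replicate 0). The interaction between origin and exposure was tested directly. Gm26917 and Cdk8 again passed, 240 genes had an unadjusted p under 0.05, and the next adjusted p was 0.128 in limma. The paper's lists hold 72 genes for TR-A*Φ* and 83 for BM-A*Φ*. All 72 and the 81 tested of the 83 had the direction the paper lists, and 32 and 20 had an unadjusted p under 0.05. None passed over all genes (0 and 0). Adjusted over the list alone 5 and 3 passed, which is not independent evidence because these libraries gave the lists.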

PM_2.5_ exposure induced distinct transcriptomic responses in TR-A*Φ* and BM-A*Φ* at 32-weeks and 49 and 60 unique DEGs in TR-A*Φ* and BM-A*Φ* respectively were identified (Fig. 4d–f and Supplementary Table 2). TR-A*Φ* shared 23 DEGs with BM-A*Φ* at 32-weeks of PM_2.5_ exposure (Fig. 4f) and among these, Fstl1, CXCR1, and Marco were found to be upregulated in both the A*Φ*, suggesting a possible commonality of homeostatic response. 

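The paper's lists for TR-A*Φ* and BM-A*Φ* at 32-weeks share 23 genes, 6 higher and 17 lower with PM_2.5_ exposure in both, where chance gives 0.47. Fstl1 (ENSMUSG00000022816.11), on chromosome 16 of mm10 from 37776872 to 37836514, encodes a secreted glycoprotein. In TR-A*Φ* it had 0, 0.18 and 0.56 FPKM in the FA libraries and 2.69, 1.17 and 4.24 FPKM in the PM_2.5_ libraries, a log2 fold change of 1.5 (SE 0.781, exact permutation p 0.1). In BM-A*Φ* it had 0, 0.166 and 5.63 FPKM in the FA libraries and 0.334, 5.51 and 15.4 FPKM in the PM_2.5_ libraries. Its log2 fold change there was 1.40, and it was 0.58 without PM_2.5_ replicate 2 and 2.39 without PM_2.5_ replicate 0. Cxcr1 (ENSMUSG00000048480.5), a chemokine receptor gene on chromosome 1 from 74191784 to 74194631, had 11.6 ± 6.04 FPKM (SD, n = 3) in FA and 28.7 ± 8.65 FPKM (SD, n = 3) in PM_2.5_ exposed TR-A*Φ*, a log2 fold change of 1.32 (SE 0.744, exact permutation p 0.1). In BM-A*Φ* it had 16.9 ± 14.5 FPKM (SD, n = 3) and 30.3 ± 21 FPKM (SD, n = 3), a log2 fold change of 0.76 that ranged from 0.26 without PM_2.5_ replicate 2 to 1.53 without PM_2.5_ replicate 0. Marco, which lies 17.6 Mb from Ptprc on chromosome 1, had 34.5 ± 11.2 FPKM (SD, n = 3) in FA and 51 ± 25.2 FPKM (SD, n = 3) in PM_2.5_ exposed TR-A*Φ*, and 1.29 ± 0.702 FPKM (SD, n = 3) and 3.47 ± 2.94 FPKM (SD, n = 3) in BM-A*Φ*. Its log2 fold changes were 0.48 and 0.82. They were 0.12 and 0.31 without PM_2.5_ replicate 2 of each origin, and that in TR-A*Φ* was 0.85 without PM_2.5_ replicate 0. The adjusted p of Fstl1, Cxcr1 and Marco was 1 in both origins in limma. Across genes, which are not independent replicates, the log2 fold changes of TR-A*Φ* and BM-A*Φ* had a Pearson r of 0.02 and a Spearman rho of 0.18. From the genes upregulated in both A*Φ*, the paper proposes a common homeostatic response.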

Fstl1 for instance, promotes airway remodeling in airway inflammatory diseases^12^, while CXCR1 is known to bind CXCL6 in addition to CXCL8, with the CXCL8-CXCR1 axis activates multiple signaling pathways controlling proliferation and differentiation of cells^13,14^. Indeed the enriched GO terms associated with DEGs in TR-A*Φ* at 32-weeks comprised of the inflammatory response, myeloid leukocyte migration, and regulation of cell proliferation (Fig. 4d–f and Supplementary Table 2). (The overall effect of PM_2.5_ exposure on TR-A*Φ* in 4 weeks and 32 weeks exposure are summarized in Supplementary Fig. 8).

#### Differential impact of PM_2.5_ and aging in A*Φ*

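In TR-A*Φ* of FA exposed mice, 32-weeks and 4-weeks were compared over 12665 genes. The threshold of limma's test was passed by 99 genes, 19 higher and 80 lower at 32-weeks, of which 4 were listed at 0 in all libraries of a group. An unadjusted p under 0.05 was found for 1535 genes, and 1970 genes (15.6%) had groups that did not overlap, where chance gives 10%. As a ratio the count moved most when only the 6 libraries compared entered the model, to 15 genes. In number of genes it moved most with adjustment over all 66 pairs of groups, to 553. With a term for replicate 2 within each time point, chosen after the data were seen, it was 170. It was 50 without FA replicate 1 of 4-weeks and 144 without FA replicate 2 of 4-weeks. Cxcl10 (ENSMUSG00000034855.13), a chemokine gene on chromosome 5 of mm10 from 92331840 to 92414628, had 165 ± 89.6 FPKM (SD, n = 3) at 4-weeks and 2.37 ± 1.28 FPKM (SD, n = 3) at 32-weeks. Its log2 fold change was -5.50 (SE 0.542, adjusted p 0.000211 from limma). Ereg (ENSMUSG00000029377.5), on chromosome 5 from 91051870 to 91093646, encodes the growth factor epiregulin and went from 173 ± 102 to 12.2 ± 9.36 FPKM (SD, n = 3 each), a log2 fold change of -3.84 (SE 0.614, adjusted p 0.00738 from limma). Irf1 (ENSMUSG00000018899.16), a transcription factor gene on chromosome 11 from 53770013 to 53778374, went from 34 ± 2.29 to 7.96 ± 0.464 FPKM (SD, n = 3 each), a log2 fold change of -1.96 (SE 0.217, adjusted p 0.000473 from limma). Nfkbia (ENSMUSG00000021025.7), on chromosome 12 from 55489410 to 55492647, encodes an inhibitor of NF-kappa B and went from 683 ± 80 to 239 ± 62.2 FPKM (SD, n = 3 each), a log2 fold change of -1.54 (SE 0.216, adjusted p 0.00435 from limma). Col4a2 (ENSMUSG00000031503.13), a collagen gene on chromosome 8 from 11187754 to 11449287, went from 0.508 ± 0.1 to 6.38 ± 1.44 FPKM (SD, n = 3 each), a log2 fold change of 2.27 (SE 0.227, adjusted p 0.000211 from limma). For each of these 5 genes all 3 libraries of one time point lay above all 3 of the other, with an exact permutation p of 0.1, the smallest possible. The small RNA genes Rn7s1, Gm29284 and Gm24313 were also among the genes with the largest changes, and Rn7s1 was listed at 0 in all TR-A*Φ* libraries of 4-weeks.

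**Figure D2:**
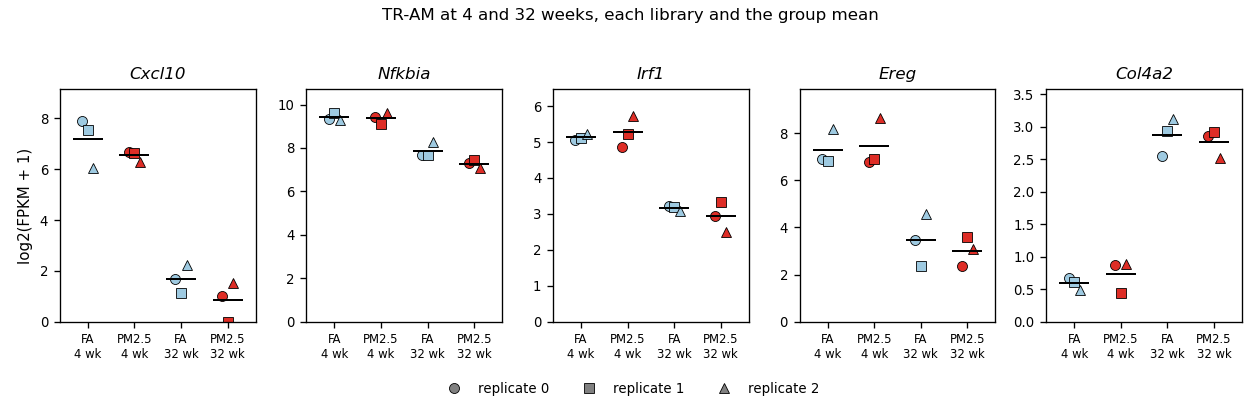
Expression of Cxcl10, Nfkbia, Irf1, Ereg and Col4a2 in TR-A*Φ* of FA and PM_2.5_ exposed mice at 4-weeks and 32-weeks, on a vertical axis of log2(FPKM + 1), with each point a library and each bar a group mean (n = 3). Cxcl10, Nfkbia, Irf1 and Ereg are lower and Col4a2 is higher at 32-weeks in both exposures.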

To understand aging-related versus PM_2.5_ effects, we initially compared the transcriptomic profile of TR-A*Φ* derived from FA exposed mice at 4- and 32-weeks. We found 750 unique DEGs, that were most likely age-related changes. 

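The paper's list for this comparison holds 750 genes, of which 749 were tested. All 749 had the direction the paper lists, 582 had an unadjusted p under 0.05 and 85 passed the threshold over all genes. Adjusted over the list alone 529 passed, which is not independent evidence because the list came from these libraries. CD45.2 monocytes of FA exposed mice were also sequenced at both time points. Of the 80 genes lower at 32-weeks in TR-A*Φ*, 73 were tested in monocytes, and 68 of the 73 were lower at 32-weeks there as well, where 54.4% of all genes were lower. From the comparison of FA exposed mice at both time points, the paper proposes that these changes are related to age.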

(Supplementary Fig. 6b). These results suggested an upregulation in the processes associated with cellular metabolism and downregulation of the immune system and immune defense process (Supplementary Table 2). Comparison of the transcriptomic profile of TR-A*Φ* derived from PM_2.5_ exposed animals at 4- and 32-weeks identified 976 DEGs which represent PM_2.5_ effect superimposed on aging (Supplementary Fig. 6c). Moreover, when comparing the FA-FA and PM_2.5_-PM_2.5_ groups, 429 DEGs were common in 32-weeks and 4-weeks comparison (Supplementary Fig. 6d). Therefore, to identify the DEGs that were exclusive and/or common to PM_2.5_ and aging we did four-way correlation analysis. First, we compared the A*Φ* transcriptome at 4- and 32-weeks in FA with 4- and 32-weeks PM_2.5_ exposure (Fig. 4g). We found 1,214 DEGs (749 + 465) that were regulated only in FA, but showing no change in PM_2.5_, suggesting possible aging-related regulated genes; 255 genes were found to be upregulated with both the PM_2.5_ and FA. Comparing 32-weeks (FA vs PM_2.5_) with 4-weeks (FA vs PM_2.5_) exposure identified 865 genes upregulated only in 32 weeks PM_2.5_ exposure, 504 genes upregulated only in 4-weeks exposure and 234 genes that were upregulated at both the time points (Fig. 4h). Overall this analysis helped to identify PM_2.5_ specific and aging-associated genes in A*Φ*.

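The 33 gene lists were tested between 32-weeks and 4-weeks in TR-A*Φ* of FA exposed mice. With fry in limma 9 lists passed the threshold, all of them lower at 32-weeks, and 11 had an unadjusted p under 0.05. With camera 14 lists passed, 8 of them also under fry. The IL-17 signaling, chemokine and NF-kappa B lists hold the genes shown in Fig. 5a, which the study picked from these libraries. Others among the 9 hold genes named in the paper's text and volcano plots, also picked from these libraries. The count of 9 and its shared direction are thus not independent evidence. The IL-17 signaling list had 9 of 10 genes lower and a median log2 fold change of -2.24 (adjusted p 0.000592 from fry with Benjamini-Hochberg adjustment), between -2.63 and -1.84 with each library left out. The chemokine list had 7 of 9 genes lower and a median of -1.54 (adjusted p 0.00267 from fry with Benjamini-Hochberg adjustment), between -1.64 and -1.15. The NF-kappa B list had 5 of 7 genes lower and also a median of -1.54 (adjusted p 0.0101 from fry with Benjamini-Hochberg adjustment), between -1.74 and -1.43. The interferon list had 7 of 8 genes lower and a median of -0.69 (adjusted p 0.00166 from fry with Benjamini-Hochberg adjustment), which was -0.43 without FA replicate 0 of 4-weeks.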

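In TR-A*Φ* of PM_2.5_ exposed mice 133 genes passed the threshold between 32-weeks and 4-weeks, 34 higher and 99 lower at 32-weeks, of which 6 were listed at 0 in all libraries of a group. An unadjusted p under 0.05 was found for 1928 genes, and 2321 genes (18.3%) had groups that did not overlap, where chance gives 10%. With a term for replicate 2 within each time point the count was 268. It was 54 without PM_2.5_ replicate 0 of 32-weeks and 251 without PM_2.5_ replicate 0 of 4-weeks. Cxcl10 had 93.2 ± 13.5 FPKM (SD, n = 3) at 4-weeks and 1.03, 0 and 1.87 FPKM in the libraries of 32-weeks, a log2 fold change of -5.70 (adjusted p 0.000117 from limma). Ereg fell by 4.43 on the log2 scale, to 7.55 ± 3.44 FPKM (SD, n = 3) at 32-weeks (adjusted p 0.0024 from limma). Cxcl1 (ENSMUSG00000029380.11), a chemokine gene on chromosome 5 of mm10 from 90891240 to 90893115, went from 169 ± 74.5 to 9.43 ± 4.46 FPKM (SD, n = 3 each), a log2 fold change of -4.06 (SE 0.607, adjusted p 0.00425 from limma). Irf1 went from 38.9 ± 11.8 to 6.83 ± 2.25 FPKM (SD, n = 3 each) and Nfkbia from 671 ± 107 to 154 ± 18.6 FPKM (SD, n = 3 each). Their log2 fold changes were -2.35 and -2.12 (adjusted p 0.000103 and 0.000211 from limma). Of the 33 gene lists 18 passed with fry, 2 higher and 16 lower at 32-weeks, and 20 had an unadjusted p under 0.05. The 18 also include lists of genes that the study picked from these libraries, so this count is not independent evidence. The IL-17 signaling list had 10 of 10 genes lower with a median of -2.57 (adjusted p 0.000188 from fry with Benjamini-Hochberg adjustment), and the NF-kappa B list had 7 of 7 genes lower with a median of -2.12 (adjusted p 0.000867 from fry with Benjamini-Hochberg adjustment). The chemokine list had a median of -1.89 (adjusted p 0.00208 from fry with Benjamini-Hochberg adjustment), which was -1.11 without PM_2.5_ replicate 2 of 4-weeks.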

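The calls between 32-weeks and 4-weeks shared by FA and PM_2.5_ exposed TR-A*Φ* were 63 genes, 6 higher and 57 lower at 32-weeks in both, where chance gives 1. A further 36 genes passed in FA only and 70 in PM_2.5_ only. The difference between the exposures was tested as the interaction of time and exposure, in which Cdk8, listed at 0 in PM_2.5_ exposed TR-A*Φ* at 4-weeks, was the only gene past the threshold, so the other genes are not shown to differ. The shared count was 35 without FA replicate 0 of 32-weeks and at most 73 among the fits that each left out 1 library. Across genes, which are not independent replicates, the log2 fold changes of the FA and the PM_2.5_ comparison had a Pearson r of 0.24 and a Spearman rho of 0.48, and 68% of genes had the same sign.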

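For a four-way comparison the mean FPKM of each TR-A*Φ* group + 1 was compared as a log2 ratio for 12632 genes with a mean of at least 1 FPKM over the TR-A*Φ* libraries, and a gene was counted as changed at a log2 ratio of at least 1 in size. No test enters these counts. Between 32-weeks and 4-weeks 488 genes changed in FA only, 201 higher and 287 lower at 32-weeks, and 97 genes were higher at 32-weeks in both exposures. With 0.1 in place of 1 added to the FPKM the counts were 642 and 134, the largest move among the alternatives that kept all libraries. With each library left out in turn they ranged from 443 to 619 and from 79 to 130.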

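Between PM_2.5_ and FA exposed TR-A*Φ*, the same count of group means gave 238 genes higher with PM_2.5_ exposure at 32-weeks only, 236 at 4-weeks only and 41 at both. With 0.1 in place of 1 added to the FPKM the counts were 389, 332 and 73. They also moved with single libraries. The count for 32-weeks only was 418 without FA replicate 1 of 32-weeks, that for 4-weeks only was 368 without FA replicate 2 of 4-weeks, and that for both was 63 without FA replicate 0 of 4-weeks.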

### A mixed inflammatory response by A*Φ* in response to chronic PM_2.5_ exposure

Gene ontology (GO) biological processes associated with DEGs at 4- and 32-weeks in TR-A*Φ* were identified using TopGO analysis; GO term redundancy was removed using REVIGO^15^. (Supplementary Fig. 7a). At 4-weeks, identified GO terms were related to stress response, cytokine response, and immune system processes, while at 32-weeks the associated GO processes corresponded with tissue remodeling, cell signaling, system development, oxidative stress, macrophage differentiation (Supplementary Fig. 7a). Pathway analysis revealed differentially regulated pathways at 4- and 32-weeks (Fig. 5a). 

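The genes shown for a pathway in Fig. 5a, which the study picked from these libraries, were tested as lists between PM_2.5_ and FA exposed TR-A*Φ* at 4-weeks. All 9 of 9 complement genes were higher with PM_2.5_ exposure, with a median log2 fold change of 0.56 (adjusted p 0.943 from fry with Benjamini-Hochberg adjustment), and all 4 of 4 genes of antigen processing and presentation were higher, with a median of 0.64 and the same adjusted p. With camera, which presets the correlation between genes, both lists passed (adjusted p 0.0197 and 0.0179). Without PM_2.5_ replicate 2 the medians of the complement and antigen processing lists were -0.14 and -0.42. The complement median was 0.98 without FA replicate 2, and the antigen processing median was 1.29 without PM_2.5_ replicate 1. The NF-kappa B list had 3 of 7 genes higher and a median of -0.03, which was -0.14 without PM_2.5_ replicate 2 and 0.15 without FA replicate 2.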

Cellular pathways that are most likely involved in immediate defense such as complement and coagulation cascade, NF-kappa B signaling pathway, *Staphylococcus aureus* infection, antigen processing, and presentation were specifically enriched at 4-weeks. 

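At 32-weeks 6 of 7 genes of the NF-kappa B list were lower with PM_2.5_ exposure in TR-A*Φ*, with a median log2 fold change of -0.57 (adjusted p 0.998 from fry with Benjamini-Hochberg adjustment) that was -0.13 without FA replicate 2. In BM-A*Φ* 6 of 7 were lower as well, with a median of -0.53 (adjusted p 0.992 from fry with Benjamini-Hochberg adjustment), between -0.83 without FA replicate 1 and -0.38 without FA replicate 2. With fry 0 of the 33 lists passed in either origin, and 0 in TR-A*Φ* and 1 in BM-A*Φ* had an unadjusted p under 0.05. With camera, which presets the correlation between genes, the NF-kappa B list passed in BM-A*Φ* (adjusted p 0.00173) and not in TR-A*Φ* (adjusted p 0.0556). Nfkbia had 239 ± 62.2 FPKM (SD, n = 3) in FA and 154 ± 18.6 FPKM (SD, n = 3) in PM_2.5_ exposed TR-A*Φ*, a log2 fold change of -0.61 (SE 0.216, exact permutation p 0.1). In BM-A*Φ* it had 256 ± 64 FPKM (SD, n = 3) and 171 ± 23 FPKM (SD, n = 3), a change of -0.56. Tnfaip3 (ENSMUSG00000019850.11), on chromosome 10 of mm10 from 19000909 to 19015410, encodes a further inhibitor of NF-kappa B. It had 86.1 ± 36.1 FPKM (SD, n = 3) in FA and 52.9 ± 4.69 FPKM (SD, n = 3) in PM_2.5_ exposed TR-A*Φ*, a log2 fold change of -0.61 that was -0.92 without FA replicate 1 and -0.31 without FA replicate 2. In BM-A*Φ* it had 104 ± 40.9 FPKM (SD, n = 3) and 71.7 ± 6.85 FPKM (SD, n = 3), a change of -0.45 that was -0.83 without FA replicate 1 and -0.24 without FA replicate 0.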

At 32-weeks the genes involved in NF-kappa B signaling pathway were found to be downregulated. Cytokine-cytokine receptor interaction, chemokine signaling pathway, IL-17 signaling pathways were enriched at both the 4- and 32-weeks TR-A*Φ*, but with unique genes at each time point, indicating a potentially unique temporal regulation of inflammation and resolution in response to PM_2.5_ (Fig. 5a).

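In TR-A*Φ* at 4-weeks 8 of 10 genes of the IL-17 signaling list were lower with PM_2.5_ exposure, with a median log2 fold change of -0.16 that was -0.39 without PM_2.5_ replicate 2 and -0.02 without PM_2.5_ replicate 0. At 32-weeks 9 of 10 were lower, with a median of -0.50, which was -0.85 without FA replicate 1 and -0.30 without FA replicate 2. The chemokine list had 7 of 9 genes lower at 4-weeks with a median of -0.11, which was -0.34 without PM_2.5_ replicate 2 and 0 without FA replicate 2. At 32-weeks 6 of 9 were lower with a median of -0.16, which was -0.56 without FA replicate 0 and became 0.12 without FA replicate 2. The adjusted p of both lists was 0.943 at 4-weeks and 0.998 at 32-weeks (fry with Benjamini-Hochberg adjustment). With camera, which presets the correlation between genes, the IL-17 signaling list passed at 32-weeks (adjusted p 0.0114) and not at 4-weeks. The chemokine list passed at neither time point.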

**Figure 5:**
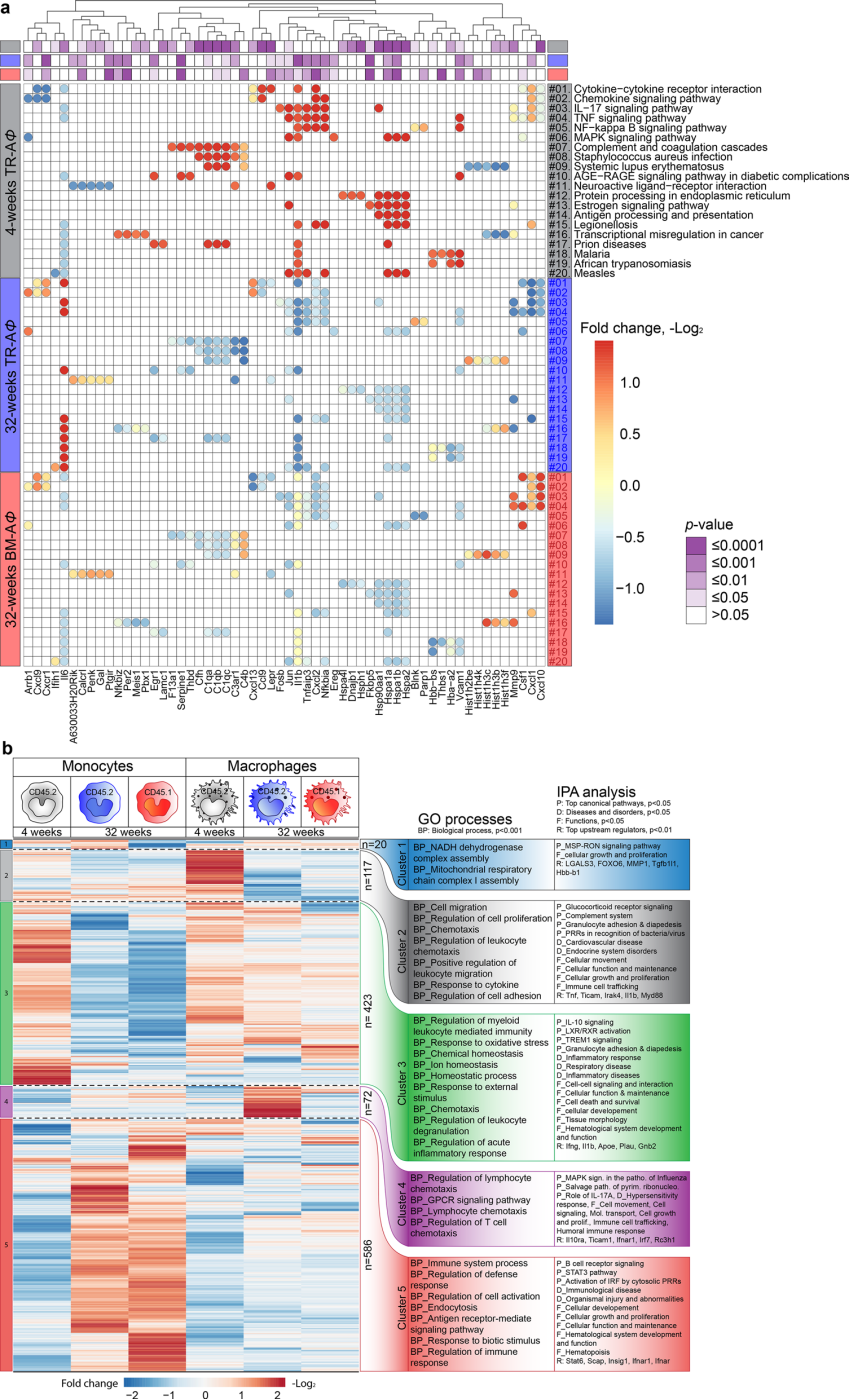
Gene ontology processes and pathways associated with differentially expressed genes. (**a**) Heatmap of enriched pathways and associated genes at 4- and 32-weeks of PM_2.5_ exposure. (**b**) Heatmap (Log_2_ fold change, K-means clustering) of common DEGs in monocytes and A*Φ* from 4- and 32-weeks PM_2.5_ exposed mice. GO biological process (*p* < 0.001) and IPA analysis results corresponding to each cluster genes are listed on the right of the heatmap, (P: Top canonical pathways, D: diseases and disorders, F: top biological, cellular functions, R: top upstream regulators). Data were generated using three mice from each group. (see also Supplementary Fig. 7).

In order to determine pathways distinctively regulated by PM_2.5_ in lung monocytes and macrophages, regardless of their origin (CD45.1 or CD45.2), we compared, DEGs (1,218 DEGs) that were common among CD45.1 and CD45.2 monocyte and macrophage populations at 4 to 32-weeks. K-means clustering yielded 5-clusters, with functionally different DEGs (Fig. 5b). GO terms were assigned to each cluster using GO enrichment analysis^16–18^ and the networks, functional analyses, pathways, etc. were generated through the use of IPA (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis) (Fig. 5b)^19^. Cluster 1 was the smallest cluster comprised of only 20 genes and enriched GO processes were associated with mitochondrial function. Cluster 2 (117 genes) DEGs, upregulated in 4 weeks in A*Φ*, were associated with cell migration, proliferation, and chemotaxis process with IPA analysis suggesting pathways involved in signaling, complement system, granulocyte adhesion & diapedesis and pattern recognition receptors (PRRs); enriched functional components were cellular movement, cellular function and maintenance, growth and proliferation and immune cell trafficking. Cluster 3 (423 genes) DEGs that are relatively upregulated at 4-weeks exposure (CD45.2 monocytes and A*Φ*) were associated with the homeostatic process, response to oxidative stress and regulation of acute inflammatory response, and pathways and included IL-10 signaling and activation of liver X receptors and retinoid X receptors (important regulators of macrophages and key players in inflammatory and metabolic disorders)^20^ and TREM1 signaling. TREM1 (triggering receptor expressed on myeloid cells-1) expressed on most of the innate immune cells, known to amplify inflammatory response upon activation^21,22^. Cluster 4 (72 genes) DEGs were upregulated only in TR-A*Φ* at 32-weeks and associated GO processes were predominantly lymphocyte chemotaxis, with corresponding pathways (MAPK signaling, salvage pathways of pyrimidine ribonucleotides and role of IL-17, molecular transport, cellular growth, and proliferation, immune cell trafficking and humoral immune response) indicating a distinct pro-inflammatory shift in response to PM_2.5_ in TR-A*Φ* at 32 weeks. Cluster 5 (586 genes, the largest cluster), DEGs were uniquely upregulated in monocytes (CD45.2 and CD45.1) at 32-weeks (when compared to macrophages). Corresponding GO terms were related to immune system processes, defense response, etc. indicating a delayed pro-inflammatory shift of infiltrating bone marrow-derived monocytes and also indicating a reorganization in the inflammatory profile of TR-A*Φ* in the lung (Fig. 5b).

## Discussion

Our study demonstrates several important new findings on how the innate immune response in the lungs is altered by chronic real-world exposure to PM_2.5_. We employed a unique lung shielded chimeric mice model to identify the differential contribution of hematopoietic cells migrating to the lung, in response to the temporal scale of PM_2.5_ exposure. Our findings suggest the following (Fig. 6): 1. Hematopoietic cells are seen infiltrating the lung by 4-weeks and continuing until 32-weeks in response to PM_2.5_ exposure. 2. Donor BM (CD45.1) derived cells contribute to the overall A*Φ* pool, but only with chronic exposure (32-weeks), coinciding with an imbalance in self-renewal capacity and enhanced apoptosis of TR-A*Φ*. 3. The incorporation of BM-*Φ* to the overall A*Φ* pool is associated with an inflammatory shift in the protein-coding transcripts 4. Chronic PM_2.5_ exposure resulted in a reduction in alveolar surface area/gas exchange.

**Figure 6:**
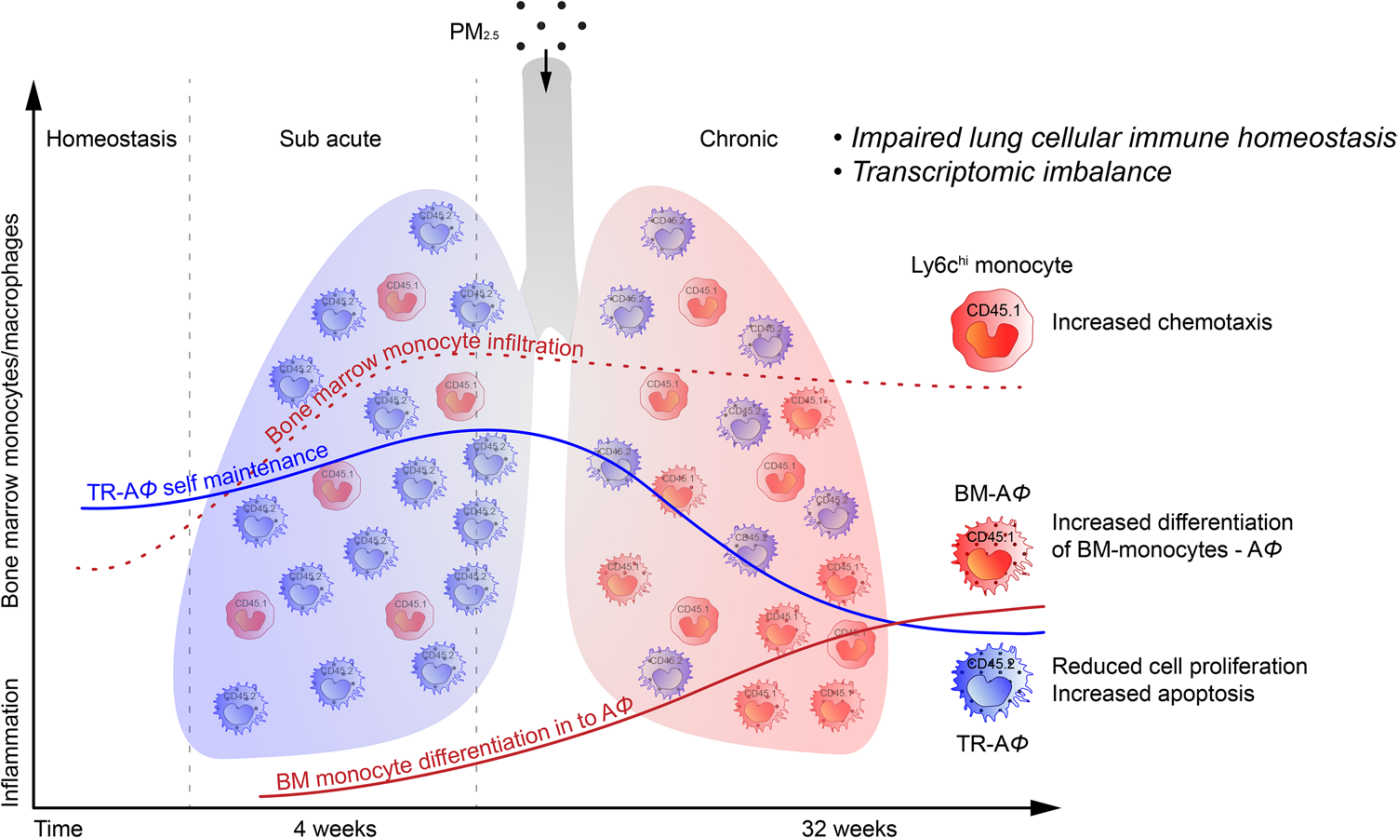
Schematic illustration of key changes in lung inflammation in acute and chronic PM_2.5_ exposure. The figure summarizes the key finding of the PM_2.5_ exposure for 4-weeks showing the increased infiltration of Ly6c^hi^ monocytes and at 32-weeks showing impaired lung cellular homeostasis.

Bone marrow chimeras and monocyte reporter mice have been fundamental to our understanding of the role of monocytes as they differentiate into immature macrophages and ultimately into mature alveolar macrophages^4^. A large part of our understanding of the mechanisms of acute and chronic inflammatory lung disease however have been derived from short term experimental models, that rely on acute high-dose exogenous exposures (ozone, LPS, or bleomycin). There have only been a limited number of studies that have evaluated the contribution of the bone marrow-derived cells to lung inflammation in response to air pollution, with these studies relying exclusively on intratracheal exposures and/or short durations of exposure^23–25^. It is fair to conclude that the true impact of a pervasive omniscient stimulus (like air pollution) cannot be adequately simulated or inferred in these models. There is a need to better understand the biology of the A*Φ* population in the lung, a unique finite subset of cells developing from the yolk sac that self-renew and do not depend on adult monocytes for maintenance^3,6,26^. The response of this population to a chronic ongoing inflammatory insult has not been studied, and in particular if peripheral monocytes play a role in mitigating loss-of-resident macrophage subsets following injury has yet to be satisfactorily addressed^27^.

In our study, PM_2.5_ exposure for 4-weeks resulted in the recruitment of bone marrow-derived Ly6c^hi^ monocytes. Both monocyte chemoattractant subfamily members, CCL7 (monocyte-chemotactic protein 3/MCP3) and CCL2 (MCP1) were found to be upregulated in A*Φ* at 4-weeks in response to PM_2.5_^28–30^. This data suggest a possible egress of inflammatory monocytes from BM with short term PM_2.5_ exposure in response to these chemokines.

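Ccl2 (ENSMUSG00000035385.5) lies on chromosome 11 of mm10 from 82028223 to 82038562 and Ccl7 (ENSMUSG00000035373.2) from 82045711 to 82047525. In TR-A*Φ* at 4-weeks Ccl2 had 11 ± 10.3 FPKM (SD, n = 3) in FA and 18.8 ± 26.3 FPKM (SD, n = 3) in PM_2.5_ exposed mice, a log2 fold change of 0.06 (SE 0.86, exact permutation p 1). It was -1.12 without PM_2.5_ replicate 2, 0.87 without PM_2.5_ replicate 0 and -0.01 with 0.1 in place of 1 added to the FPKM. Ccl7 had 5.47 ± 6.13 FPKM (SD, n = 3) in FA and 10.7 ± 17.4 FPKM (SD, n = 3) in PM_2.5_ exposed mice, a log2 fold change of -0.01 (SE 1.03) that was -1.42 without PM_2.5_ replicate 2 and 0.77 without FA replicate 2. Neither difference was larger than the spread between mice.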

While bone marrow-derived monocytes have been shown to differentiate into A*Φ* phenotype in vitro, it is only recently, that they have been shown to play a role in differentiating to TR-A*Φ* in the lung following bleomycin-induced injury, facilitating sustained lung inflammation and fibrosis^4^. In contrast to the role of low-grade proliferation in the maintenance of A*Φ* levels, adult monocytes contribute to the A*Φ* population during inflammation over longer time frames of exposure especially given ongoing apoptosis of TR-A*Φ* in the lung. At 4-weeks in response to PM_2.5_, A*Φ*s were primarily of tissue-resident origin. Siglec F expression on i*Φ* was increased with PM_2.5_ at 4-weeks, suggesting maturation of this population towards A*Φ*. In contrast, we observed apoptosis and impaired self-renewal in TR-A*Φ* with PM_2.5_ exposure at 32-weeks, which may have facilitated the influx of bone marrow-derived monocytes that then differentiate into macrophages. Expression of Siglec F, the characteristic marker for A*Φ,* on these BM-A*Φ* was indeed comparable to TR-A*Φ* in 32 weeks PM_2.5_ exposed mice.

The incorporation of BM-*Φ* to the overall A*Φ* pool was associated with an inflammatory reorganization in the protein-coding transcripts in both TR-A*Φ* and BM-A*Φ*. Multiple scavenger receptors were differentially upregulated in response to chronic PM_2.5_ exposure at 32 weeks. 

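Cd163 in TR-A*Φ* at 32-weeks had 1.78 ± 1.14 FPKM (SD, n = 3) in FA and 0.784 ± 0.401 FPKM (SD, n = 3) in PM_2.5_ exposed mice, a log2 fold change of -0.57 (SE 0.528), between -0.91 without FA replicate 0 and -0.28 without FA replicate 2. In BM-A*Φ* it had 0.746 ± 0.779 FPKM (SD, n = 3) in FA and 0.314 ± 0.219 FPKM (SD, n = 3) in PM_2.5_ exposed mice, a log2 fold change of -0.33 that was -0.57 without FA replicate 0 and became 0.01 without FA replicate 2. The adjusted p of Cd163 was 1 in both origins in limma.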

CD163 is a macrophage-specific scavenger receptor and its upregulation in A*Φ* indicates an attempt at phagocytosis of ongoing inhaled particles^31^. CD200, an inhibitory receptor that plays a critical role in maintaining lung immune homeostasis was downregulated at 4-weeks but upregulated at 32-weeks, indicating a balance between shifting priorities of responding to an inflammatory external trigger acutely, and switching to a homeostatic defense mode chronically^32^.

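Cd200 (ENSMUSG00000022661.14) lies on chromosome 16 of mm10 from 45382134 to 45409053. At 4-weeks its FPKM in TR-A*Φ* was 4.92 ± 3.6 FPKM (SD, n = 3) in FA and 2.35 ± 0.989 FPKM (SD, n = 3) in PM_2.5_ exposed mice, a log2 fold change of -0.69 (SE 0.559) that was -1.09 without FA replicate 1 and -0.22 without FA replicate 2. At 32-weeks it had 4.7 ± 2.59 FPKM (SD, n = 3) in FA and 8.13 ± 3.7 FPKM (SD, n = 3) in PM_2.5_ exposed mice, a log2 fold change of 0.69, which was 0.40 without PM_2.5_ replicate 2 and 1.04 without FA replicate 2. The difference between the time points was 1.38 on the log2 scale (SE 0.791), and the adjusted p of Cd200 was 1 in all 3 tests in limma.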

Chronic PM_2.5_ exposure induced marked inflammatory polarization and reduction in alveolar surface area/gas exchange. Thirty-two weeks of PM_2.5_ exposure resulted in a decrease in L_M_, a surrogate for gas exchange surface of the lung alveoli consistent with epidemiological reports of showing an association between chronic PM_2.5_ exposure, reduced lung function parameters, (COPD) and lung fibrosis, etc. in humans^33–37^. Although lung fibrosis with PM_2.5_ has been recently reported by other groups, this has been with intranasal dosing or with agents such as bleomycin^38,39^. In our study the upregulation of TGF-β along with CXCL13 in TR-A*Φ* with 32-weeks of PM_2.5_ exposure provides a possible mechanistic pathway of increased fibrosis. 

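In TR-A*Φ* with 32-weeks of exposure Tgfb1 (ENSMUSG00000002603.15), on chromosome 7 of mm10 from 25687001 to 25705077, had 178 ± 9.6 FPKM (SD, n = 3) in FA and 173 ± 24.5 FPKM (SD, n = 3) in PM_2.5_ exposed mice, a log2 fold change of -0.05 that was -0.17 without PM_2.5_ replicate 0 and 0.01 without PM_2.5_ replicate 1. Tgfb2 (ENSMUSG00000039239.14), on chromosome 1 from 186622791 to 186707033, had 1.88 ± 0.278 FPKM (SD, n = 3) in FA and 2.64 ± 0.422 FPKM (SD, n = 3) in PM_2.5_ exposed mice, a log2 fold change of 0.33 (exact permutation p 0.1). Tgfb3 had a mean of 0.266 FPKM over the A*Φ* libraries, below the filter, and was not tested. The adjusted p of Tgfb1 and Tgfb2 was 1 in limma.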

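Cxcl13 (ENSMUSG00000023078.6) lies on chromosome 5 of mm10 from 95956950 to 95961068. In TR-A*Φ* at 4-weeks it had 2.06, 1.29 and 5.01 FPKM in the FA libraries and 3.17, 2.39 and 18 FPKM in the PM_2.5_ libraries, in the order of the replicates. At 32-weeks it had 0.25, 0 and 0.353 FPKM in the FA libraries and 1.69, 0 and 0.972 FPKM in the PM_2.5_ libraries, a log2 fold change of 0.55 (SE 0.692) that was 0.24 without PM_2.5_ replicate 0 and 0.95 without PM_2.5_ replicate 1. Within PM_2.5_ exposed TR-A*Φ* its log2 fold change from 4-weeks to 32-weeks was -1.89 (adjusted p 0.212 from limma), and -1.11 without PM_2.5_ replicate 2 of 4-weeks.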

CXCL13, a chemokine that controls the trafficking of B cells has been recently demonstrated to be directly linked to pulmonary fibrosis^40,41^ was also upregulated in PM_2.5_ group at 4-weeks, and further increased by two-fold in TR-A*Φ* at 32-weeks.

Using a four-way analysis of the transcriptomic data (Fig. 4g, h) we identified unique gene sets specific to PM_2.5_ exposure versus that of age-related changes. Immune senescence in the elderly has been well defined as ‘inflammaging’, which refers to elevated levels of tissue and circulating pro-inflammatory cytokines in the absence of an immunological threat^42^. Moreover, it has been reported that aging a state of irreversible inhibition of cell proliferation also changes the cellular secretory profile^43^. Indeed we found differential expression of pro and anti-inflammatory genes as well as expression of cytokines and chemokines at both 4- and 32-weeks of PM_2.5_ exposure.

In conclusion, our findings suggest a time-dependent PM_2.5_ entrainment of a BM-derived monocytes infiltration that together with enhanced apoptosis of TR-A*Φ* and a reorganization in profile of inflammatory genes may contribute to altered pulmonary immune homeostasis and perpetuation of chronic inflammation. Our study to the best of our knowledge is the first comprehensive chronic exposure study to demonstrate the recruitment of BM-A*Φ* and increased apoptosis in TR-A*Φ* in the lung in response to chronic exposure to real-world PM_2.5_. There are limitations to our study including lack of measures of lung function and other immune cell types in the lungs such as alveolar type II, lymphocytes, DCs, etc. Our findings have implications for human health given known observations in prospective observational cohort studies^44,45^ that suggest an important role for air pollution exposure in impaired lung function.

## Methods

### Mice

C57BL6/J (CD45.2, stock no: 000664) and B6.SJL-Ptprc^a^ Pepc^b^/BoyJ (CD45.1, stock no: 002014) 6–8 weeks old male mice were procured from *The Jackson Laboratory.* All animal experiments were done according to the guidelines and were approved (Protocol number 2016-0319) by the Institutional Animal Care and Use Committee at Case Western Reserve University, Cleveland.

### Generating lung shielded chimeric mice

To distinguish the tissue-resident alveolar macrophages (TR-A*Φ*s) and bone marrow-derived alveolar macrophages (BM-A*Φ*s) in the lungs, lung shielded chimeric mice were generated as described by elsewhere^4^. In brief, 7–8 weeks old, males, C57BL/6J recipient mice (now onwards CD45.2) were lethally irradiated (single dose of 1,000 cGy, γ-radiation) using^137^Cs radioactive source. Mouse chest was shielded with a lead block to protect the TR-A*Φ*s from radiation (Supplementary Fig. 1a), 6 h. post-irradiation, “busulfan” (30 mg/kg) was administered via intraperitoneal route, followed by bone-marrow transplantation (24 h. after irradiation) from age and sex-matched B6.SJL-Ptprc^a^ Pepc^b^/BoyJ donor mice (now onwards CD45.1). Mice were housed and maintained in SPF conditions at Case Western Reserve University. Eight weeks after bone marrow transplantation 50–100 µl of blood was collected from mice and examined for the monocyte chimerism in peripheral blood (proportions of CD45.1 and CD45.2 cells). Chimeras having > 97% circulating monocytes of donor origin (CD45.1) were used for experiments (Supplementary Fig. 1b). The naïve shielded chimeras have > 99% of lung TR-A*Φ* of CD45.2 origin while > 97% peripheral blood monocytes of CD45.1 origin, therefore, discriminate BM-A*Φ* from TM-A*Φ*.

### PM_2.5_ exposure model

To mimic real-world chronic particulate matter air-pollution exposure on lung inflammation, we placed mice in chambers connected to the Versatile Aerosol Concentrator and Enrichment System (VACES) available in our lab. This system allows us to assess the in vivo effects to “real world” particles, at relevant concentrations, circumventing limitations inherent to intra-nasal and intra-tracheal exposure^7,8,46^. Our Versatile Aerosol Exposure Concentrator System (VACES) in downtown Cleveland, provides 8–10 × concentration over ambient exposure concentrations and is identical to daily PM_2.5_ concentrations in Beijing or New Delhi (typically between 70 and 100 µg/m^3^). Mice were placed in VACES chambers to expose to concentrated PM_2.5_ or filtered air (FA) for control, for 6–8 h/day, 5 days/weeks for 4–32 weeks. Post-exposure mice were euthanized by lethal sedation with isoflurane inhalation and bronchoalveolar lavage fluid (BALF) and blood were collected. Mouse whole-body perfusion was done with ice-cold PBS through the left ventricle, and lungs, spleen, and bone marrow were collected for further analysis.

The weekly average ambient PM_2.5_ mean concentration for 4- and 32-weeks exposures were 10.79 ± 1.4 and 90.09 ± 24.18 µg/m^3^ respectively. The total dose of PM_2.5_ inhaled during the 4- and 32-weeks exposures corresponded to 15.66 ± 1.63 and 138.89 ± 11.79 μg respectively, assuming a ventilation rate of 105 breaths/min. and 0.2 cc/breath in mice.

### Flow cytometry

The macrophages, monocytes, and neutrophils in the lungs and monocyte in the blood, spleen, and bone marrow were analyzed by flow cytometry using cell-specific surface markers and specific gating strategies for each tissue.

#### Lung

lung tissue was enzymatically digested/dissociated into single-cell suspension using mouse “Lung Dissociation Kit” and “gentleMACS Octo Dissociator with Heaters” both from Miltenyi Biotech Inc. as per the manufacturer’s instructions. In brief—lungs were washed twice with cold PBS, cut into small pieces, transferred to MACS ‘C Tube’ containing the enzyme mix. The tube then loaded on the gentleMACS instrument and run the lung-specific program. The dissociated cell suspension was passed through a 70-µm cell strainer and washed three times with cold PBS containing 1% FBS and 0.2% BSA.

Cells were washed three timed with protein-free PBS and stained with viability dye (Live/DEAD fix blue, Thermo Fisher Scientific) in the dark, cells were washed again and incubated with FcBlock (anti-mouse CD16/CD32) in FACS buffer, followed by staining with fluorochrome-conjugated antibodies for Lung Panel (antibodies, clones, fluorochromes, and manufacturers were described in Supplementary Table 1). Fluorescence minus one controls were used to set the gates to select the positive population. Lung A*Φ*s were identified as CD64^+^CD11c^high^CD11b^lo^ (or by CD11c^high^Siglec-F^high^) and i*Φ*s as CD64^+^CD11c^low^CD11b^hi^ (Supplementary Fig. 4)^2^.

#### Spleen

Spleens were placed in 70-µm cell strainer and gently rubbed used syringe plunger head to get the single-cell suspension, incubated with RBC Lysis buffer (Biolegend Cat: 420301) and washed three times with PBS containing 1% FBS and 0.2% BSA. Cells were counted and 1–2 million cells were used for flow cytometry staining using the specific panel for spleen (Supplementary Table 1 and Supplementary Fig. 4).

#### Blood and bone marrow

Blood was collected from inferior vena cava or directly from heart, into EDTA-coated tubes, plasma was collected (2000* g* 15 min, 4 °C), stored at -80 °C, and RBC was lysed using RBC lysis buffer (Biolegend Cat: 420,301). For bone marrow, femurs and tibia were flushed and marrow was resuspended in 3–5 ml cold RPMI containing 5% FBS, and RBC lysis was performed. After the lysis, cells were washed, counted, and used for flow cytometry. The same set of antibodies were used for blood and bone marrow (Supplementary Table 1 and Supplementary Fig. 4).

Blood, bone marrow, and spleen cells were acquired on the BD LSR II flow cytometer (antibody panels are described in Supplementary Table 1 and Supplementary Fig. 4). Lung cell sorting was performed on FACSAria II SORP (BD), using an 80-µm nozzle. A minimum of 50–80 thousand live cells (A*Φ* and monocytes of CD45.1^+^ and CD45.2^+^) were isolated and used for RNA-seq analysis. Flow cytometry data were analyzed using FlowJo software v10 (BD).

### BrdU labeling of A*Φ* in vivo

BrdU was administered intratracheally using endotracheal intubation kit from Kent Scientific as per the manufacturers’ instructions. In brief, mice were anesthetized with isoflurane inhalation and monitor for stable breathing during anesthesia. BrdU (1.63 micromoles of BrdU/mouse in 50 µl PBS/day for 3 days) was administered directly in the lungs using 22 g cannula through the trachea. After the successful delivery of BrdU, mice were monitored until recovery and return to normal housing. Mice were euthanized 24 h after the last BrdU delivery and lungs and other tissues were collected for analysis.

### Histological staining and lung morphometry

After euthanasia blood was collected and lungs were infused through the trachea with 4% paraformaldehyde at 25 cm H_2_O pressure for 10 min and tied off and placed inflated in formalin for 2 days. The heart was excised and lung volumes (V_L_) were measured by water displacement. For histology, the left lung was dehydrated in ethanol and embedded in the O.C.T. compound and cut into 5-*μ*m sections. Lung sequential sections were stained with hematoxylin and eosin (H&E) for morphometry analysis, Masson’s trichrome staining for fibrosis, F4/80 for macrophages and with cleaved caspase 3 for apoptosis.

The primary lung function i.e. the gas exchange is critically dependent on the availability of the surface area of the interface establishing contact between the air in the alveoli and the blood in the alveolar capillaries. This can be quantified using physiological equations for predicting oxygen uptake^9^.

The lung sections were acquired at 4 × using the Keyence microscope, multiple photographs were taken (with a 10% overlap) to cover the whole lung section. These images were later stitched together (using Keyence microscope software) to reconstruct a single image of the entire section. An additional set of twenty randomly chosen areas from each lung section was photographed with the 20 × lens. Both of these image sets (4 × reconstructed single image and 20 random images of 20 ×) were used for lung morphometric quantitation using STEPanizer v1.0 as described^10,11,47^. In brief, parenchymal fraction (F_P_) and parenchymal volume (V_P_ = F_P_ × V_L_) were measured using 10 × images. The lung volumes (V_L_) used for calculating parenchymal volumes (V_P_) were measured in the fixed lungs by water displacement. Parenchymal tissue fraction (F_PT_), the alveolar fraction (F_ALV_), L_M_, and alveolar surface area (S_A_) were measured using 20 × images with short sampling grid line segments (of length d). The mean linear intercept of parenchymal airspaces (L_M_) was calculated as d Pair/P intercepts, and S_A_ was then equal to 4 Vp/L_M_. These L_M_ and alveolar surface area calculations are based on robust theory and proper stereological measurements.

### RNA-sequencing and bioinformatics analysis

Lung A*Φ* and monocytes population (of CD45.1 and CD45.2 origin) were isolated using fluorescence-activated cell sorting (BD FACSAria II SORP instrument) from FA and PM_2.5_ exposed mice at 4- and 32- weeks’ time points. Cells were collected in RPMI 1,640 (containing 20% FBS, 3 mM EDTA), centrifuged and RNA was extracted using RNeasy Plus Micro Kit (QIAGEN cat: 74034) and eluted in 15 µl of deionized water for subsequent transcriptomic analysis. For each condition and time point, three biological replicates were used. Libraries for RNA-seq were prepared using the SMARTER kit from Takara and RNA sequencing was carried out at DNA sequencing core, University of Michigan Medical School, Michigan, with the paired-end, 50 million reads.

Sequencing reads generated from the Illumina platform were assessed for quality and trimmed for adapter sequences using TrimGalore! v0.4.2 (Babraham Bioinformatics), a wrapper script for FastQC and cutadapt. Reads that passed quality control were then aligned to the mouse reference genome (mm10) using the STAR aligner v2.5.1^48^. The alignment for the sequences was guided using the GENCODE annotation for mm10. The aligned reads were analyzed for differential expression using Cufflinks v2.2.1^49^, an RNASeq analysis package that reports the fragments per kilobase of exon per million fragments mapped (FPKM) for each gene. Differential analysis report was generated using the cuffdiff command performed in a pairwise manner for each group. Differential genes were identified using a significance cutoff of q-value < 0.05 (Benjamini Hochberg FDR corrected for multiple testing correction). The genes were then subjected to gene set enrichment analysis (GenePattern, Broad Institute) to determine any relevant processes that may be differentially over-represented for the conditions tested.

Quantitative Venn diagrams were created using a web application named ‘BioVenn’ available at https://biovenn.nl/^50^ Hallmark gene set^51^ and Immunologic signature genes^52^ were identified using Molecular Signatures Database v7.0 (MSigDB) accessible at https://software.broadinstitute.org/gsea/msigdb/index.jsp, Gene Set Enrichment Analysis (GSEA)^51,53,54^.

### Pathway analysis and Go analysis

The Data (significantly impacted pathways, biological processes, molecular interactions, miRNAs, SNPs, etc.) were analyzed using Advaita Bio’s iPathwayGuide (https://www.advaitabio.com/ipathwayguide). This software analysis tool implements the ‘Impact Analysis’ approach that takes into consideration the direction and type of all signals on a pathway, the position, role and type of every gene, etc., as described in^55–58^. The data obtained were corrected for multiple comparisons using the Bonferroni test and a significance cutoff of *p *value < 0.05 was considered as statistically significant.

### Statistical analysis

Statistical details of each experiment including the descriptions of samples (mice) and statistical test are mentioned in each figure legend. The number of mice used is shown in the figures. GraphPad Prism 8.3 software (GraphPad Software) was used to analyze and plot the data. Data were shown as the mean ± SEM. Differences were analyzed using two-tailed Student’s t-tests and one-way ANOVA with Bonferroni’s posthoc test for multiple comparisons and were considered significant when the *p *value ≤ 0.05 and exact *p* values are mentioned in figures for respective comparisons. Statistical analysis for RNA-Seq described above in “RNA-sequencing and bioinformatics analysis”.

## Study design

To effectively distinguish the lung tissue-resident alveolar macrophage (TR-A*Φ*), from bone-marrow-derived macrophages (BM-A*Φ*), lung shielded chimeric mice were generated (in which the lung resident cells were CD45.2 origin and circulating peripheral cells were of CD45.1 origin). Mice were placed in air pollution exposure chambers to study the impact of acute and chronic life-long PM_2.5_ exposure on lung inflammation. Mice were exposed to 4–32 weeks to filtered air (FA) or concentrated ambient PM_2.5_ air (PM_2.5_) and lung A*Φ* and monocytes of CD45.1 and CD45.2 origin were quantified and sorted using flow cytometry (FC) and used for RNA-seq analysis. Monocytes in the peripheral blood, spleen, and bone marrow were also quantified using FC. Bioinformatic analysis of the gene expression profile of lung macrophages and monocytes were carried out to get the insight of the transcriptomic map of lung macrophage in acute and chronic PM_2.5_ exposure.

## Supplementary information

Supplementary table 1.

Supplementary figures.

Supplementary table 2.

## Data Availability

The datasets generated during the current study are submitted in the GEO, the accession number is GSE143787 and can be assessed at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE143787 using reviewers’ token “qdkxgwqgprwvtun” (without quotes).

# Supplementary material for: Differential contribution of bone marrow-derived infiltrating monocytes and resident macrophages to persistent lung inflammation in chronic air pollution exposure
**Source:** Sci Rep. 2020 Sep 1;10:14348. doi: 10.1038/s41598-020-71144-1
**Supplement:** Supplementary file 2 — Supplementary figures.

# Differential contribution of bone marrow-derived infiltrating monocytes and resident macrophages to persistent lung inflammation in chronic air pollution exposure

Roopesh Singh Gangwar, Ph.D.,^1^ Vinesh Vinayachandran, Ph.D.,^1^ Palanivel Rengasamy, Ph.D.,^1^ Ricky Chan, Ph.D.,^2^ Bongsoo Park, Ph.D.,^3^ Rachel Diamond-Zaluski, B.Sc.,^1^ Elaine Ann Cara, M.Sc.,^1^ Anthony Cha, B.Sc.^1^ Lopa Das, Ph.D.,^1^ Courteney Asase, M.A.,^1^ Andrei Maiseyeu, Ph.D.,^1^ Jeffrey Deiuliis, Ph.D.,^1^ Jixin Zhong, Ph.D.,^1^ Wayne Mitzner, Ph.D.,^4^ Shyam Biswal, Ph.D.,^3^ and Sanjay Rajagopalan, M.D.,^1*^

Sanjay Rajagopalan, MD, FACC, FAHA

Chief, Division of Cardiovascular Medicine, University Hospitals

Harrington Heart and Vascular Institute (HHVI),

Director, Case Cardiovascular Research Institute

Herman K. Hellerstein MD, Professor of Cardiovascular Research

Professor, Department of Internal Medicine and Radiology

Case Western Reserve University

# Supplementary Figures

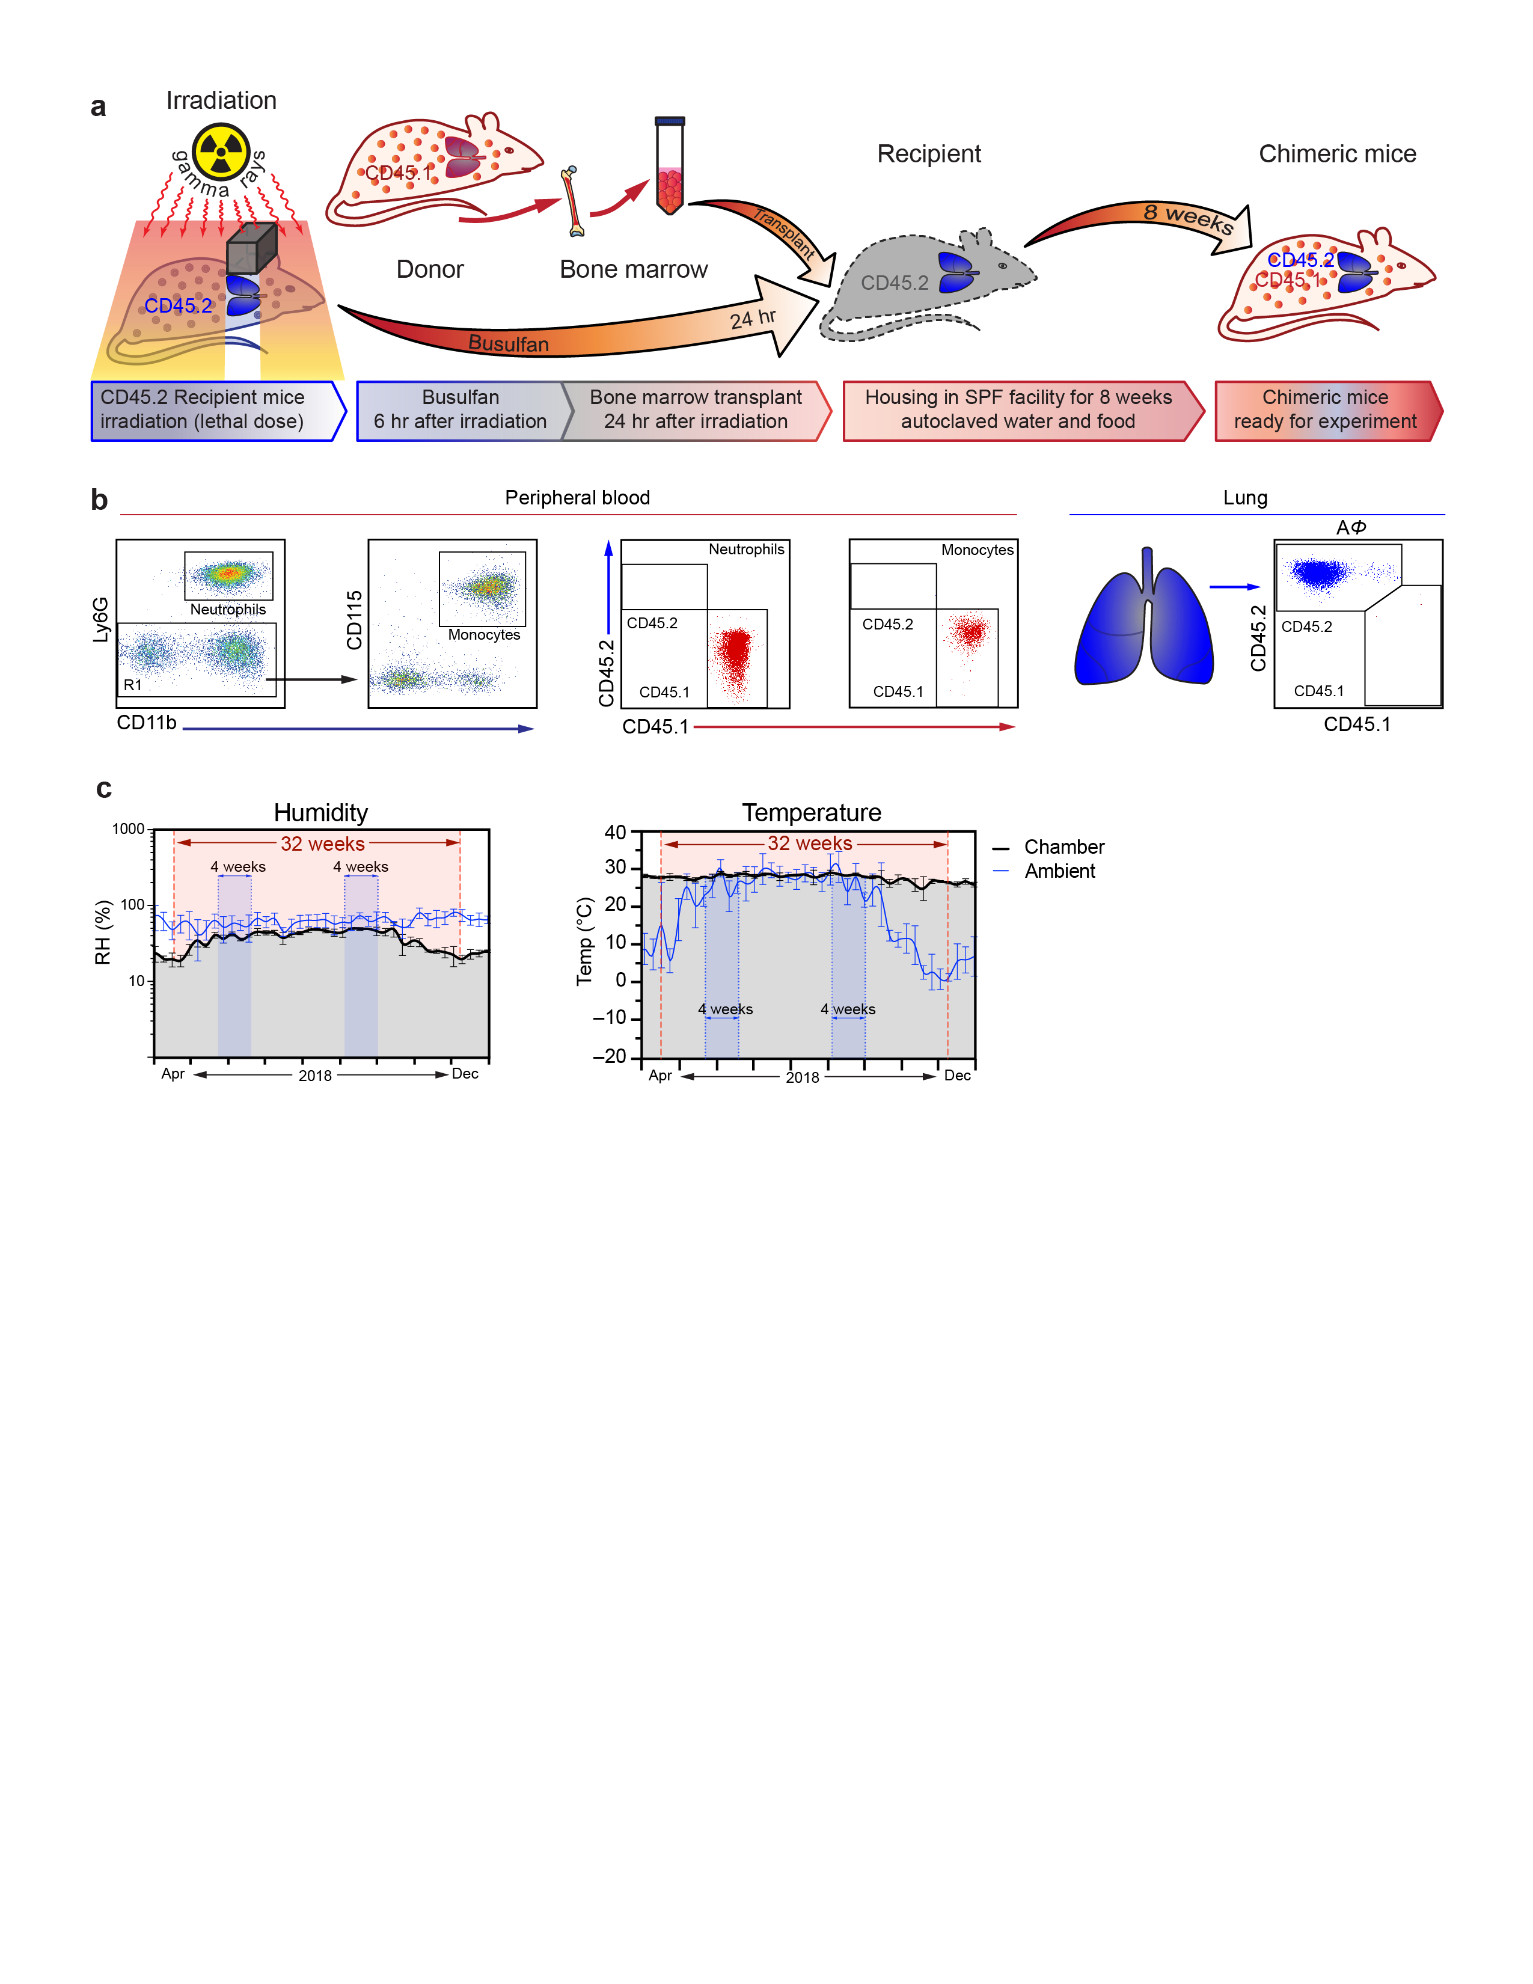

## Supplementary Figure 1. Development of lung shielded chimeric mice model.

**a.** Schematic representation of generation of lung shielded chimeric mice. **b.** Representative flow cytometry plots from a naïve chimeric mouse, showing peripheral blood neutrophils and monocytes of CD45.1 origin and lung A*Φ* are of CD45.2 origin. **c.** Humidity and temperature data from ambient and VACES chambers during the 4 and 32-weeks of exposure time.

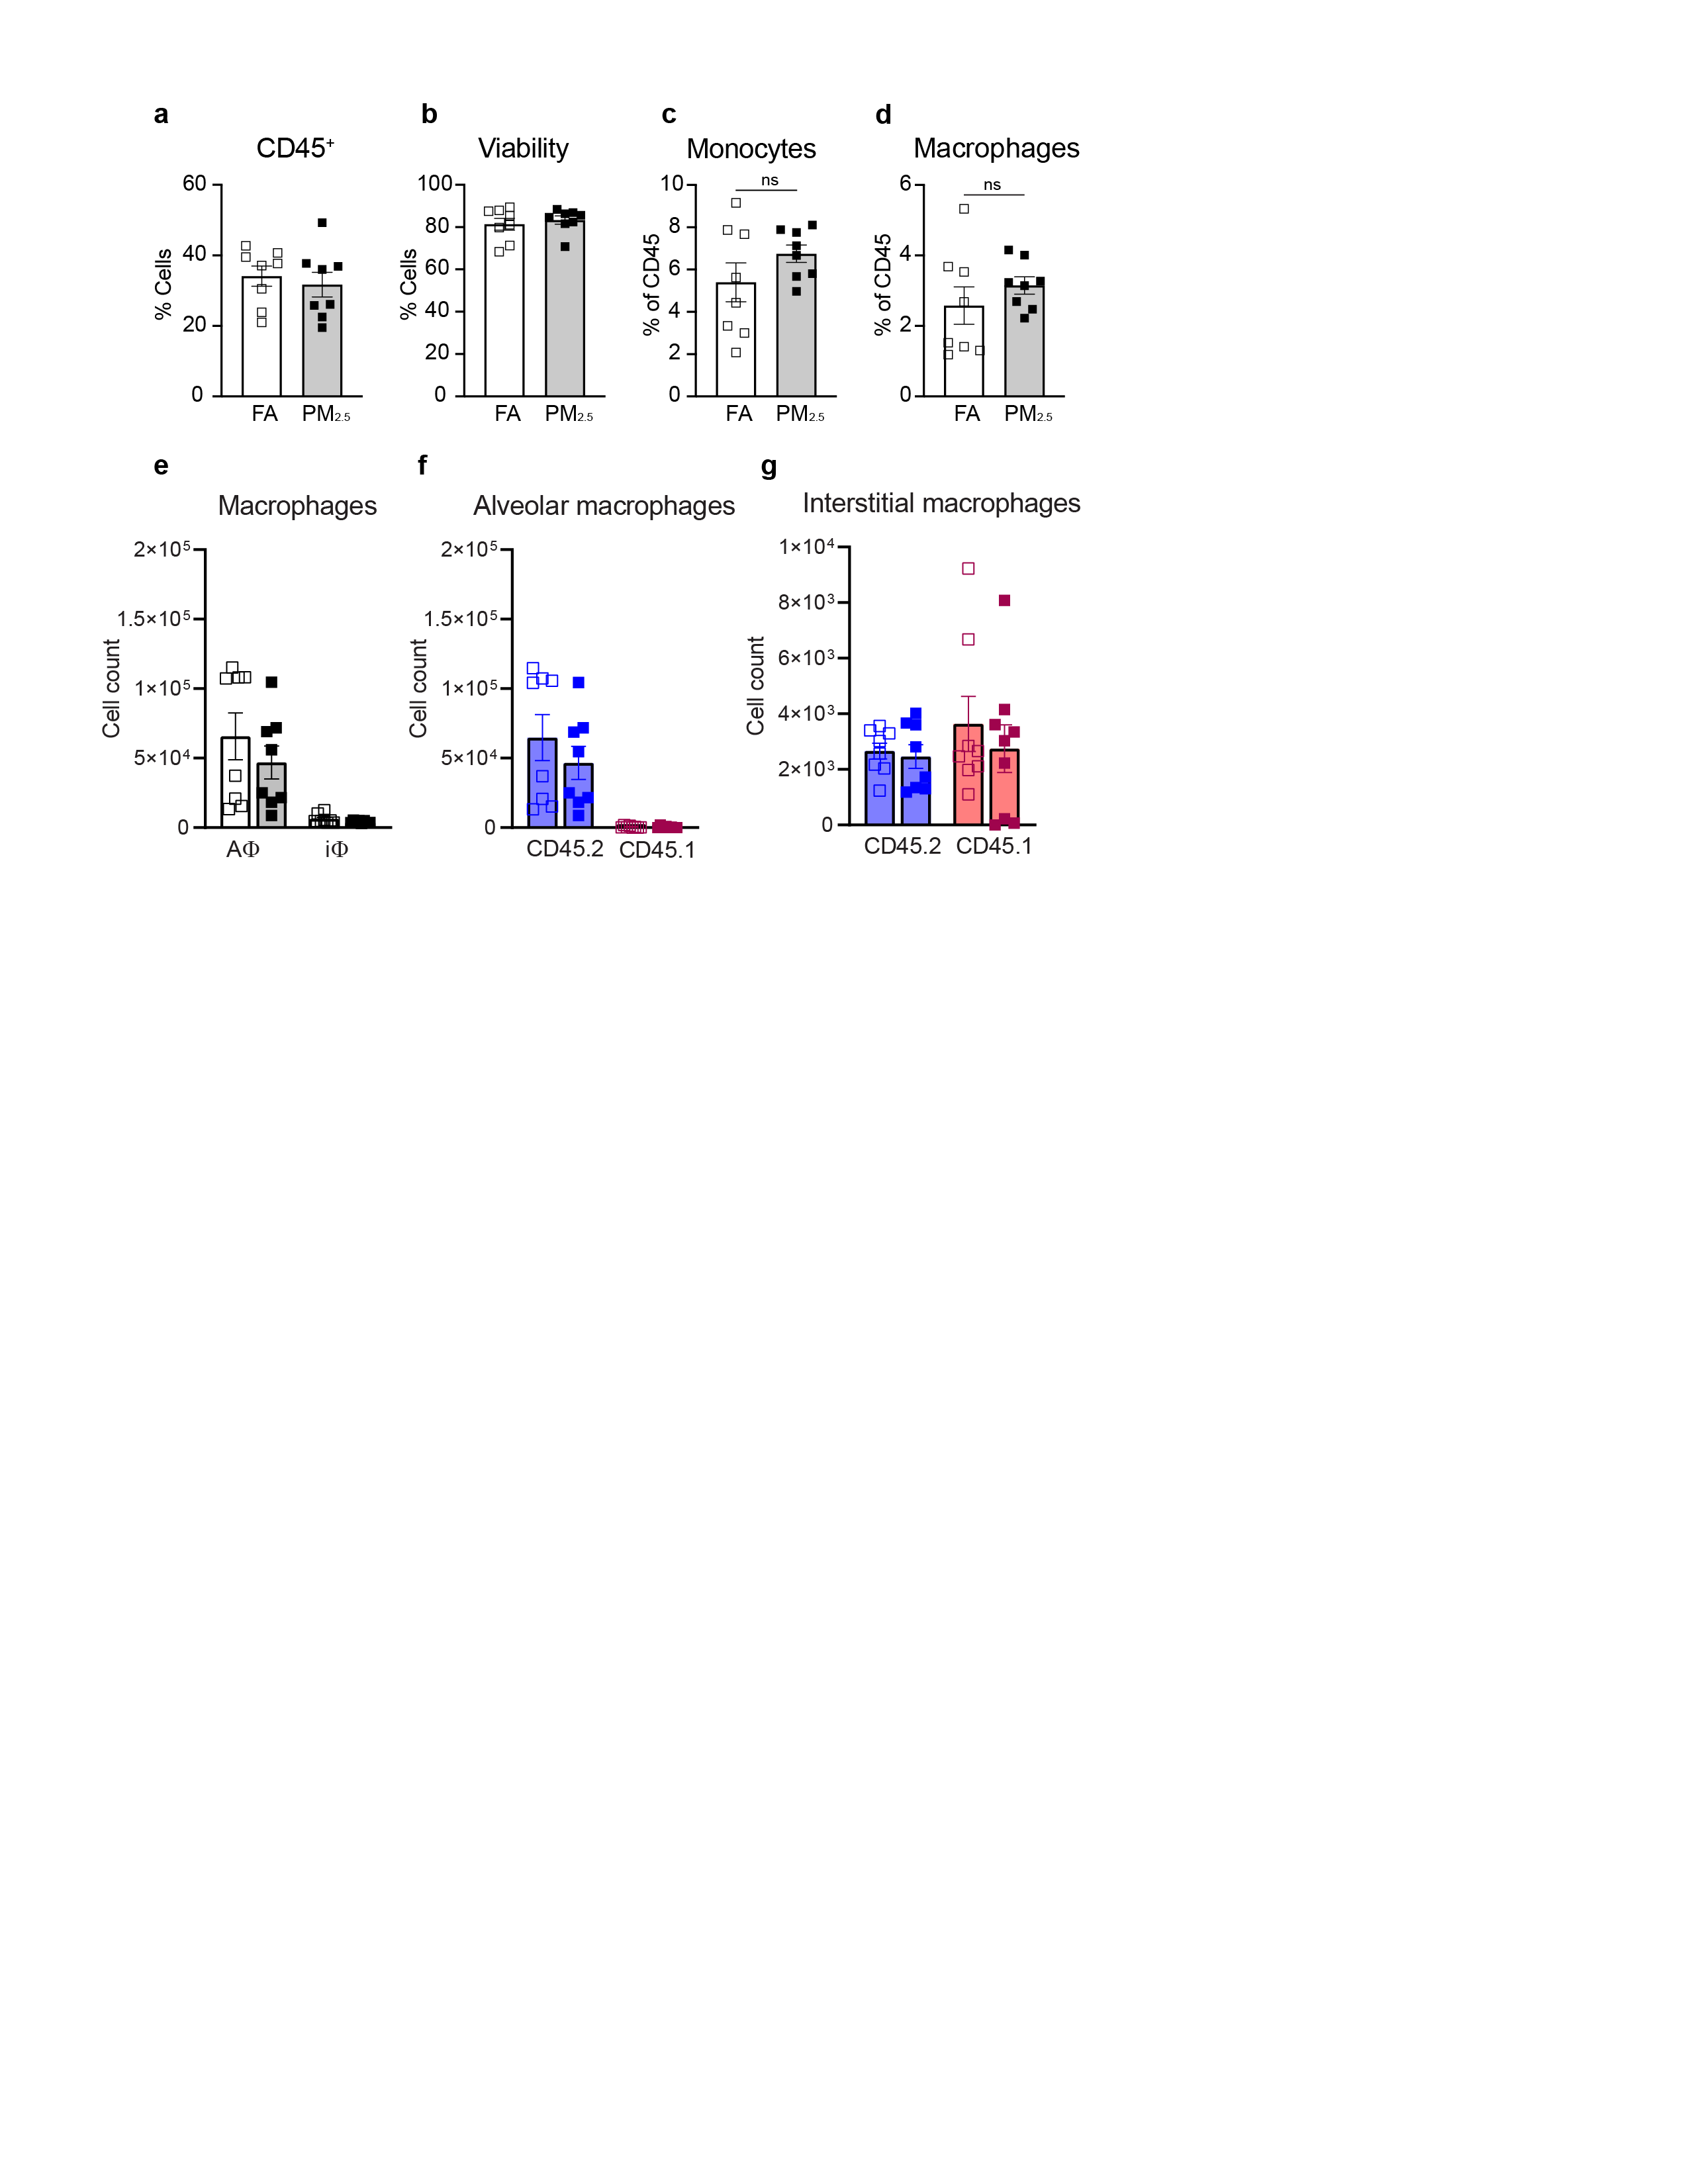

## Supplementary Figure 2. Myeloid cell populations examined in the murine lungs after 4-weeks of exposure.

**a.** total CD45+ cells, **b.** viability of CD45+ cells, **c.** total monocytes and **d.** macrophages showing as % cells in the lungs of FA and PM_2.5_ exposed mice. **e-g** absolute cell counts of the macrophages in the lungs of FA and PM_2.5_ exposed mice.

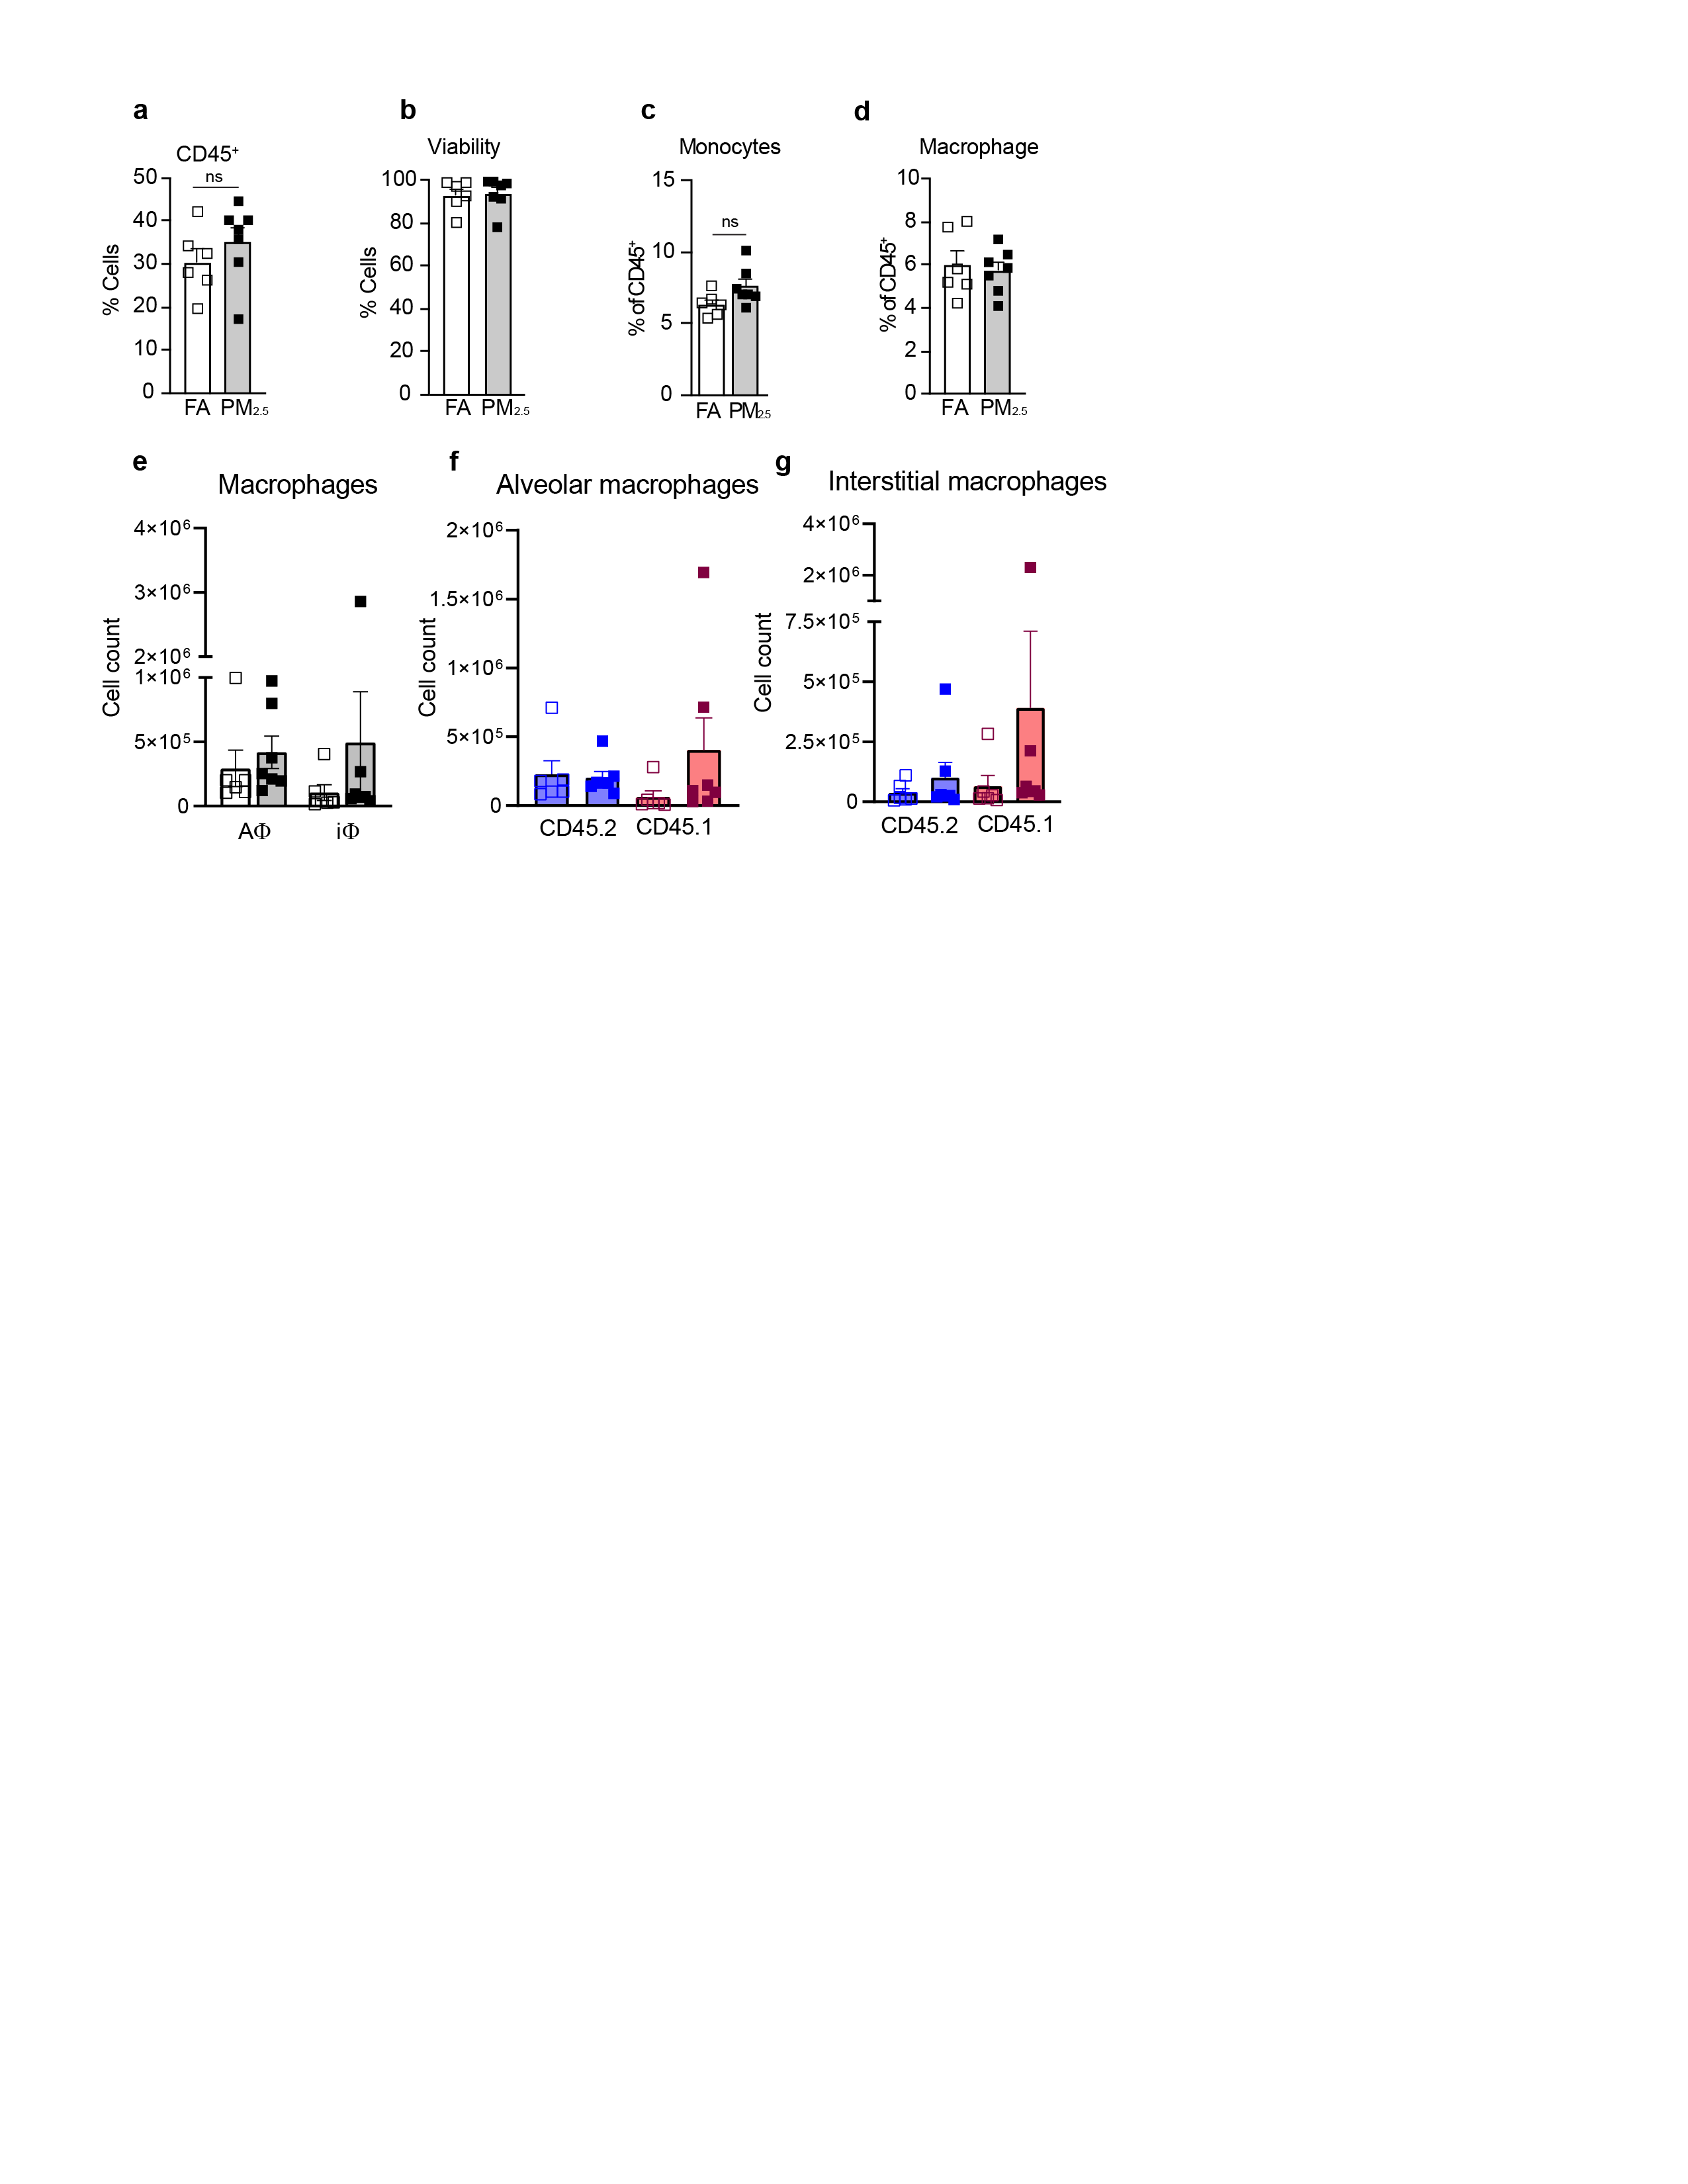

## Supplementary Figure 3. Myeloid cell populations examined in the murine lungs after 32-weeks of exposure.

**a.** total CD45+ cells, **b.** viability of CD45+ cells, **c.** total monocytes and **d.** macrophages showing as % cells in the lungs of FA and PM_2.5_ exposed mice. **e-g** absolute cell counts of the macrophages in the lungs of FA and PM_2.5_ exposed mice.

## Supplementary Figure 4. Flow cytometry gating plots.

###
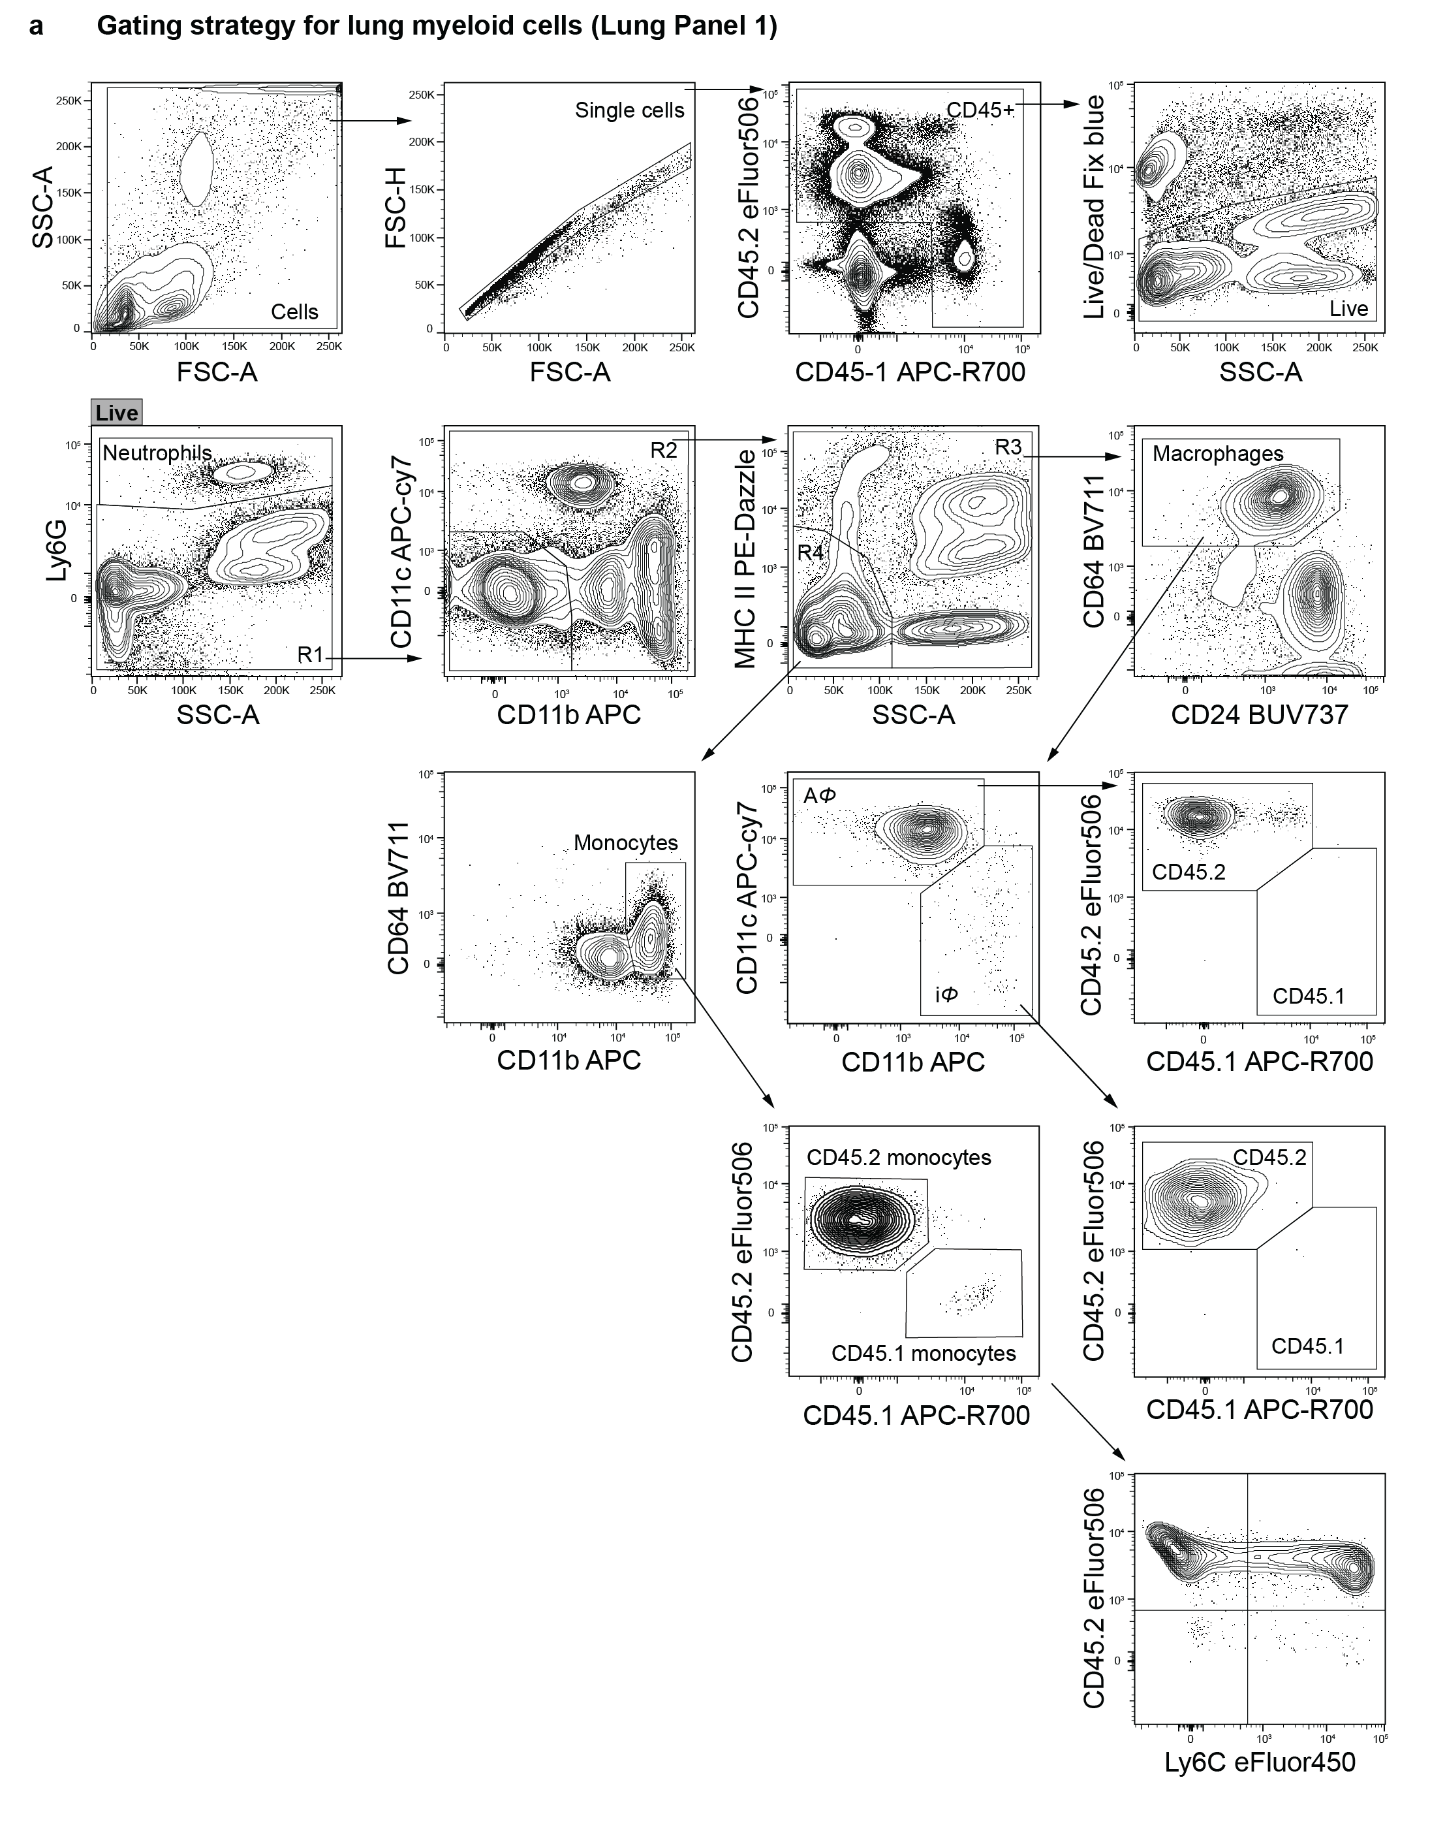
Supplementary Figure 4a. Representative flow cytometry gating strategy for mouse lung used for sorting AΦ and monocytes of CD45.1 and CD45.2 origin.

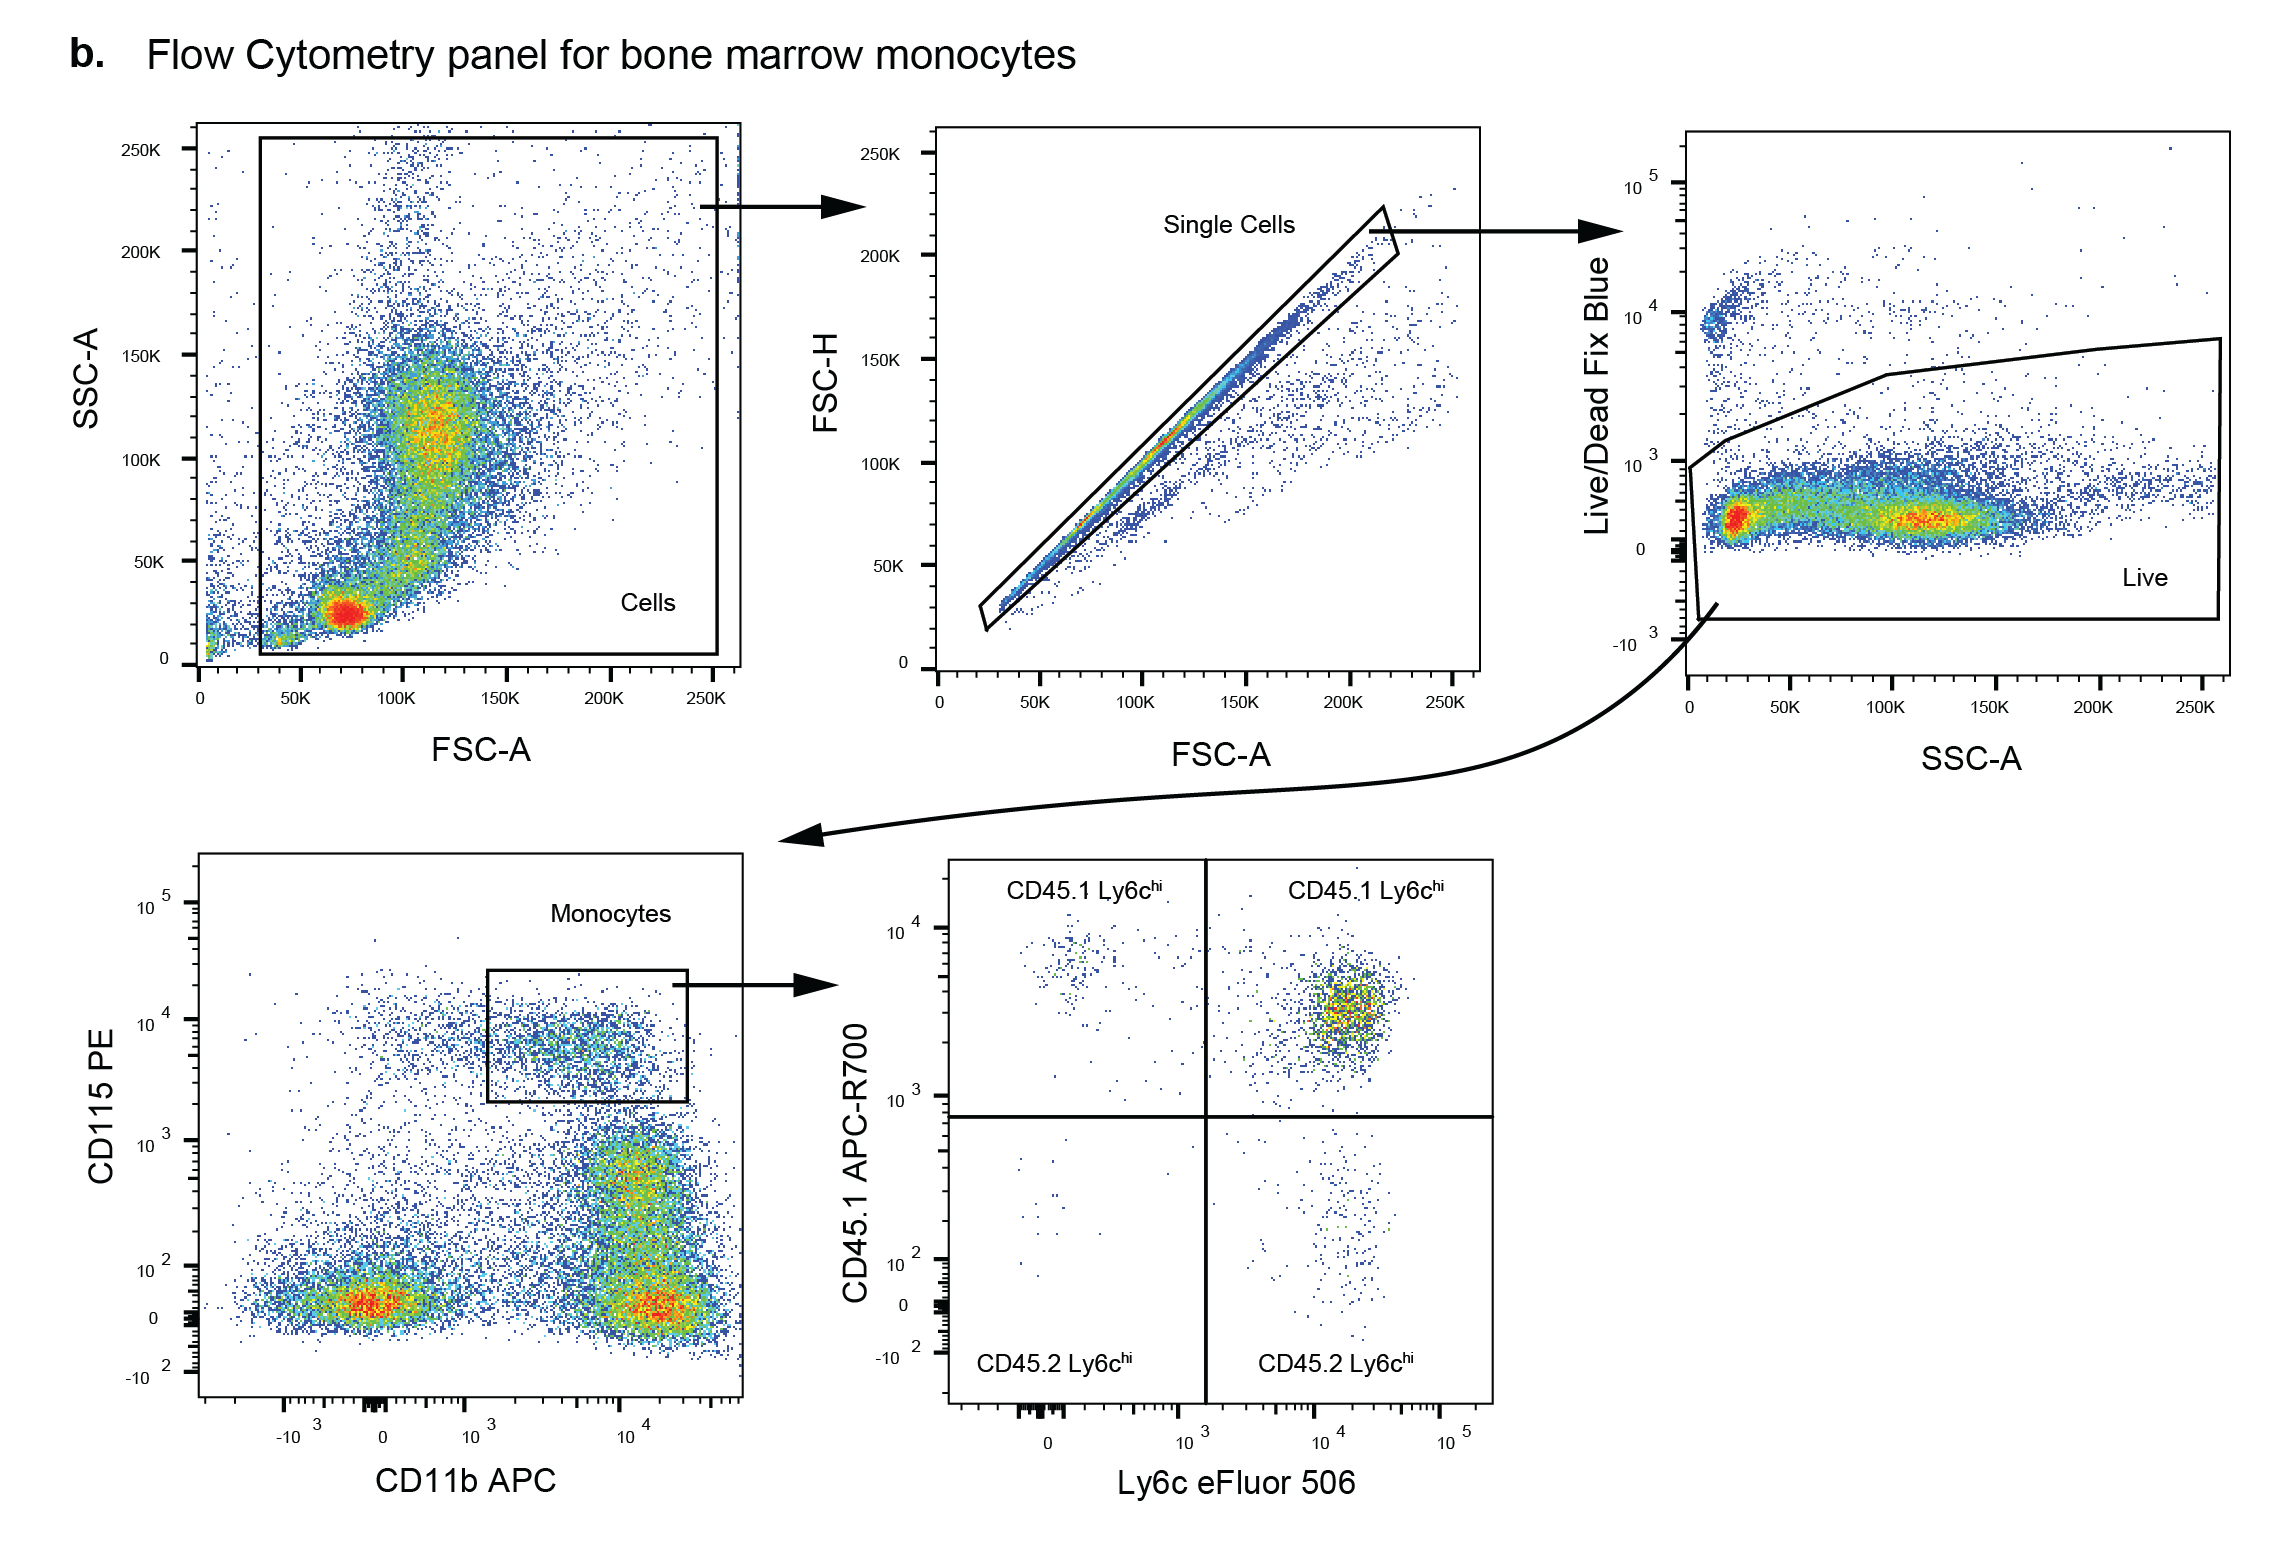

### Supplementary Figure 4b. Representative flow cytometry gating strategy for mouse bone marrow monocytes.

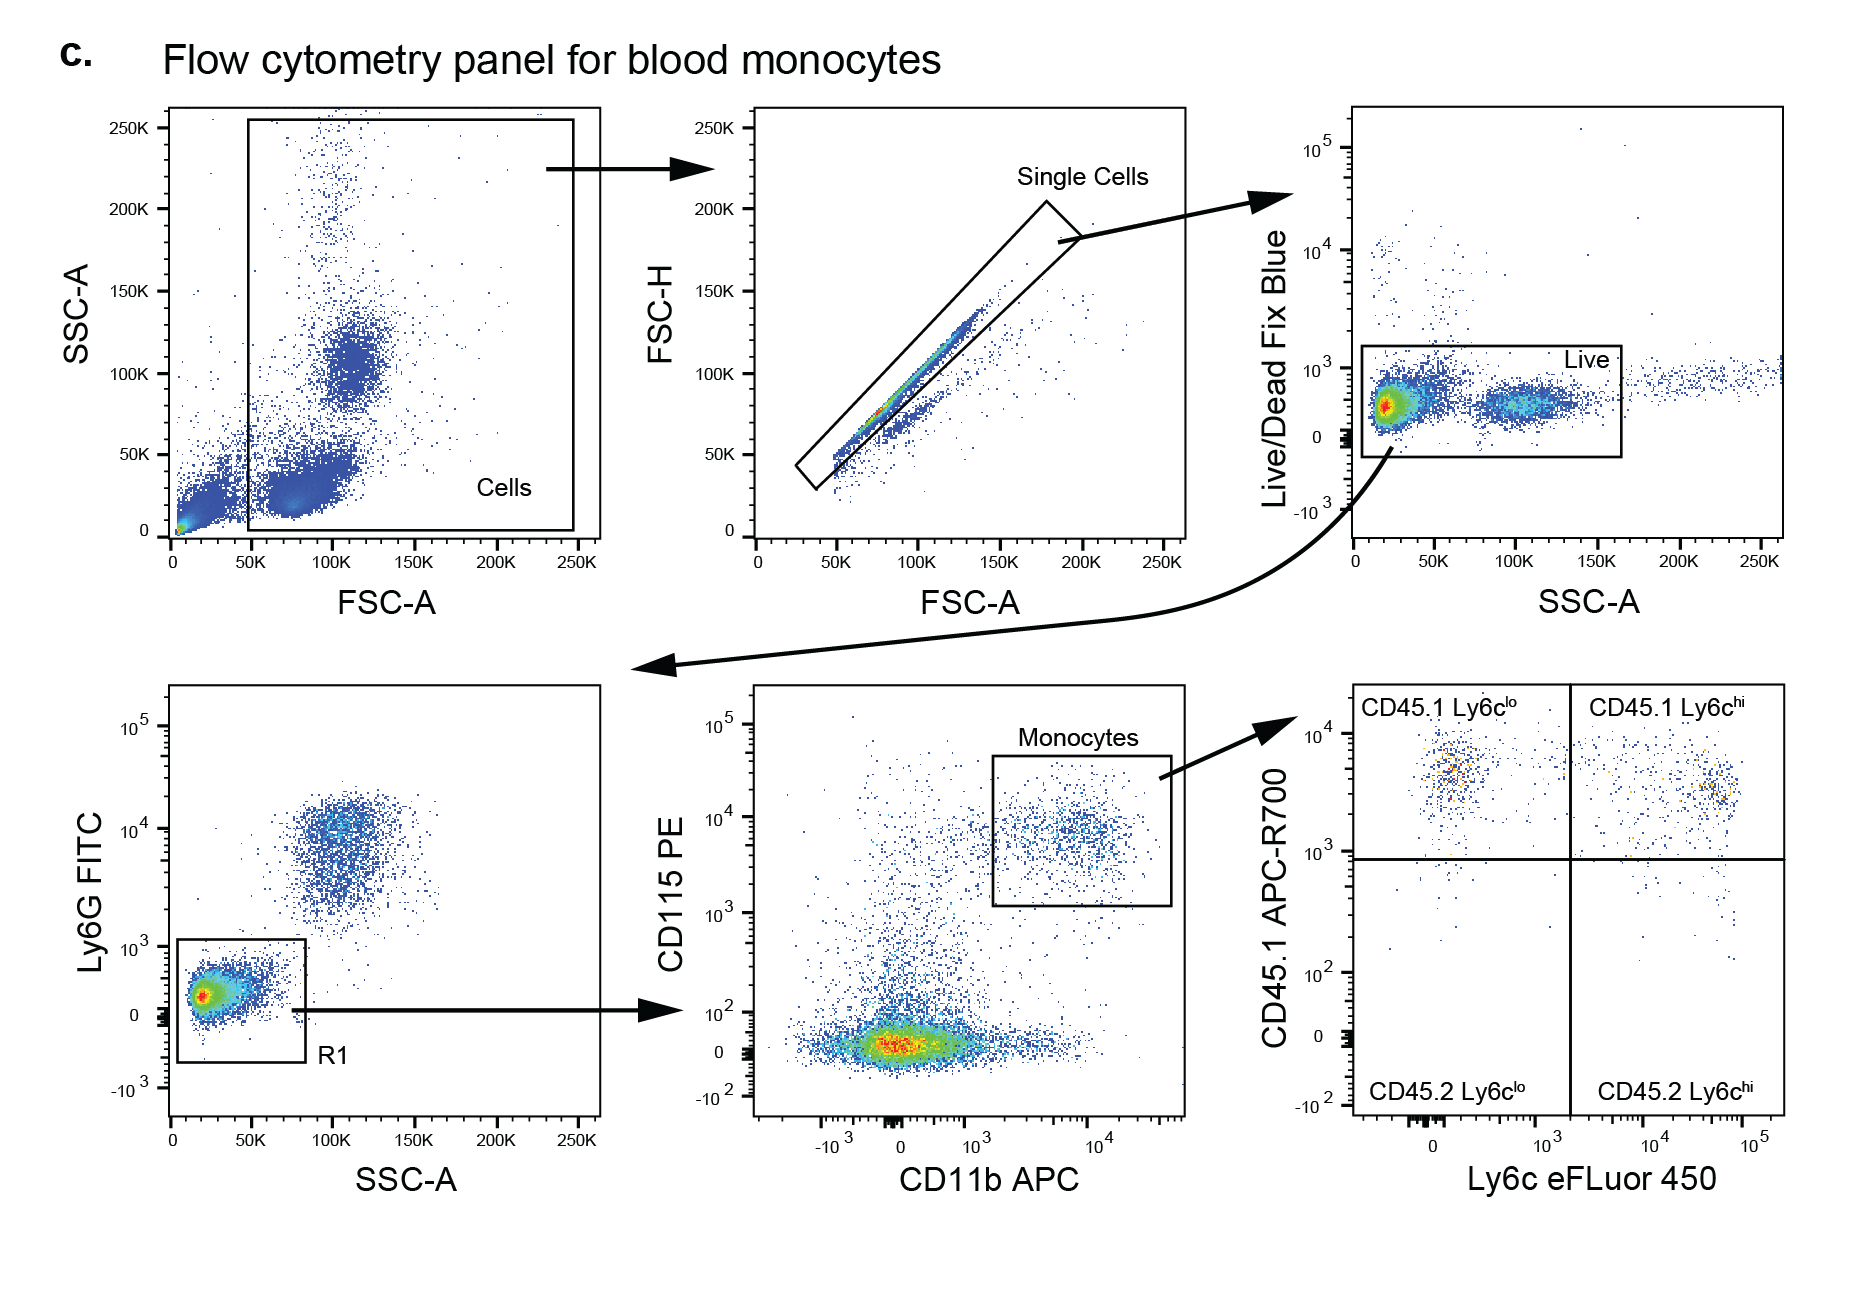

### Supplementary Figure 4c. Representative flow cytometry gating strategy for mouse blood monocytes.

**
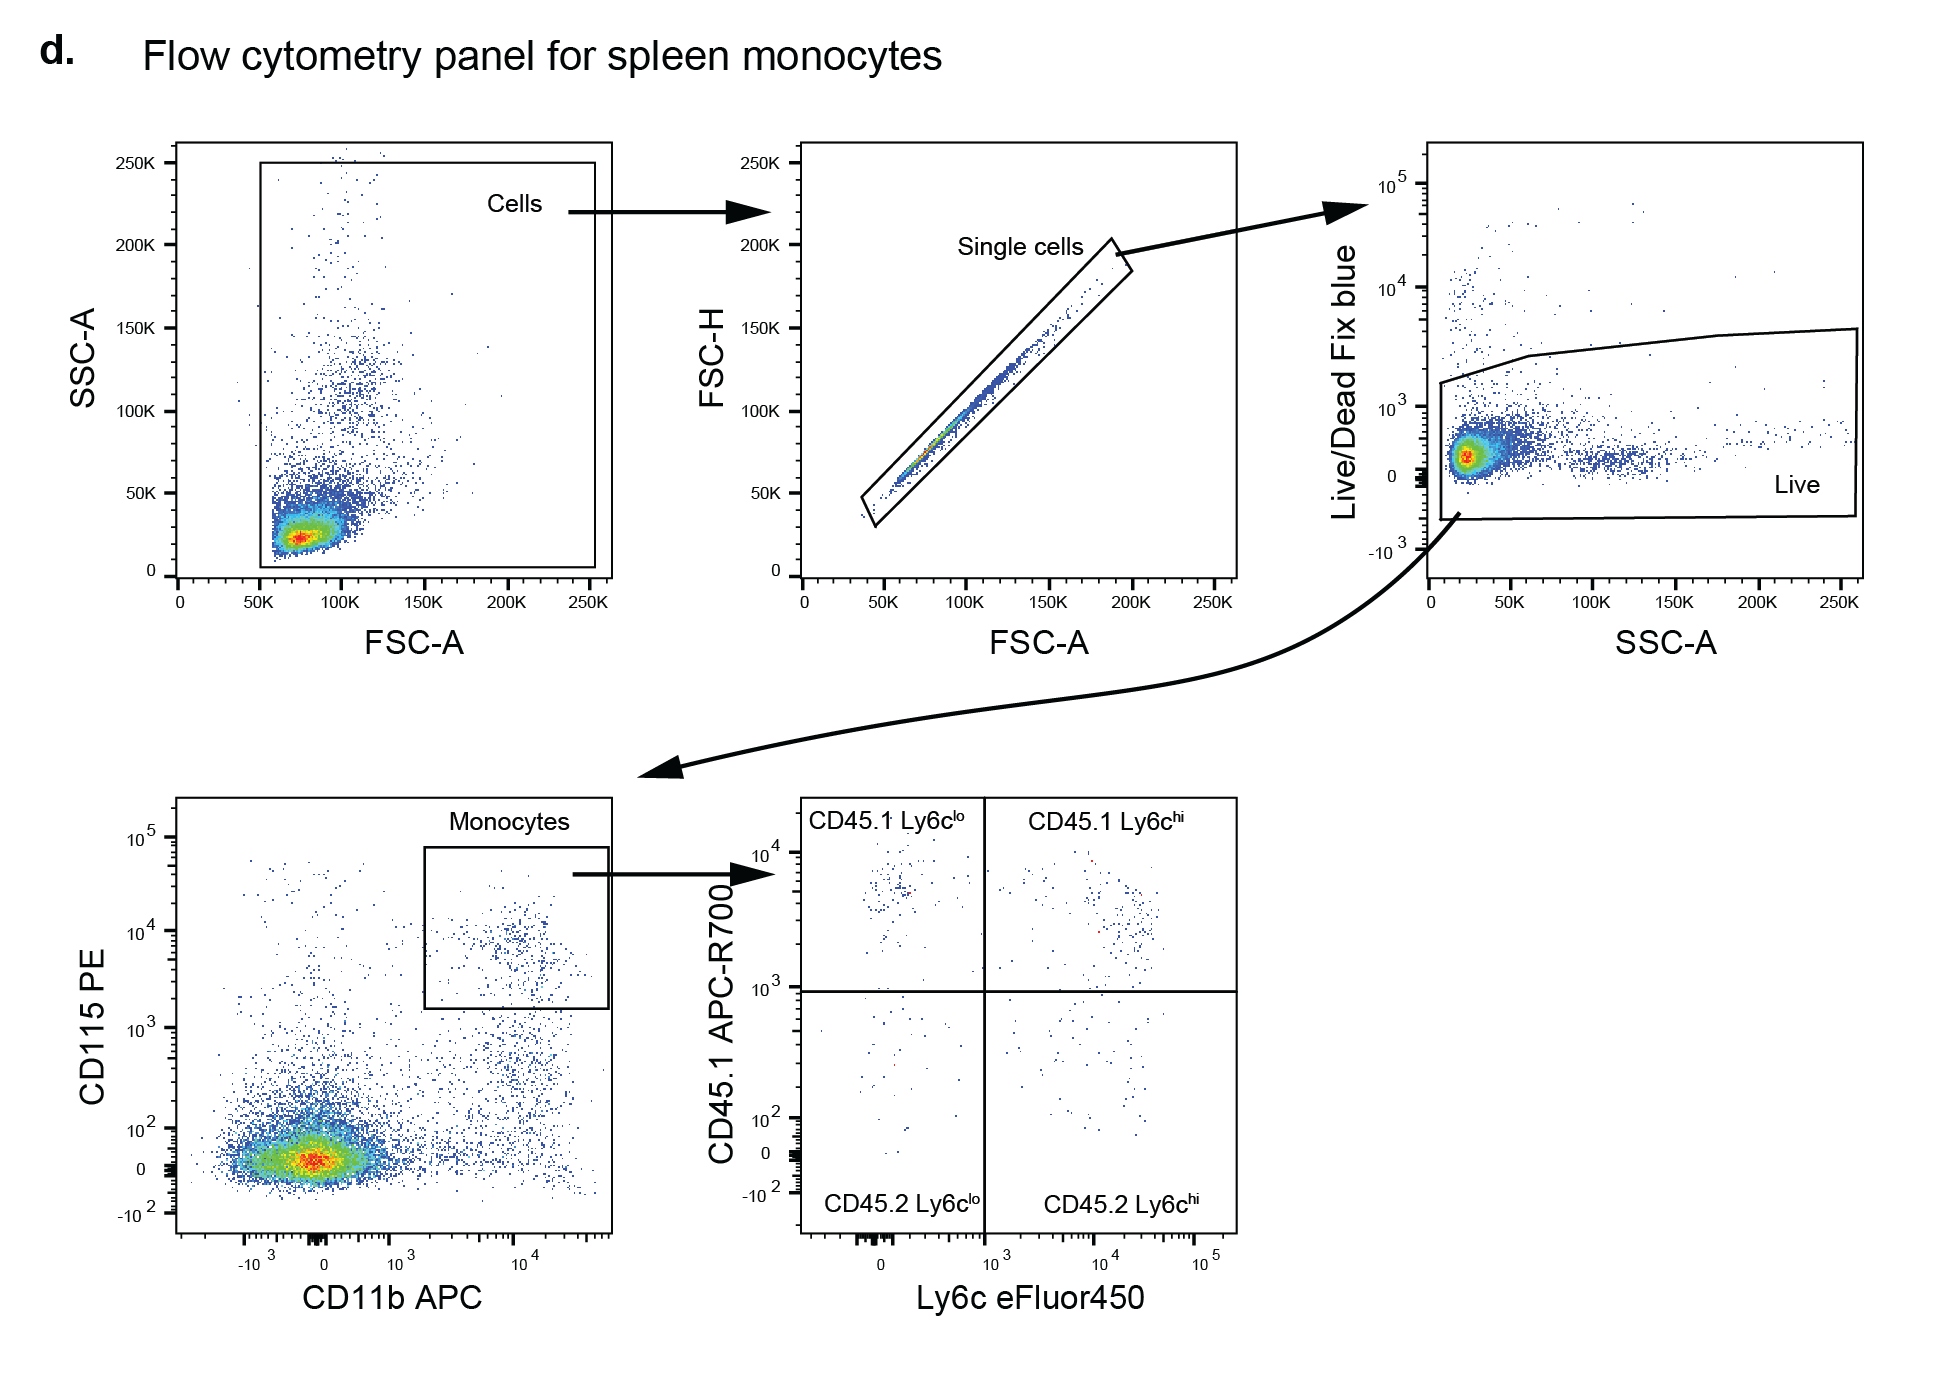
**

### Supplementary Figure 4d. Representative flow cytometry gating strategy for mouse spleen monocytes.

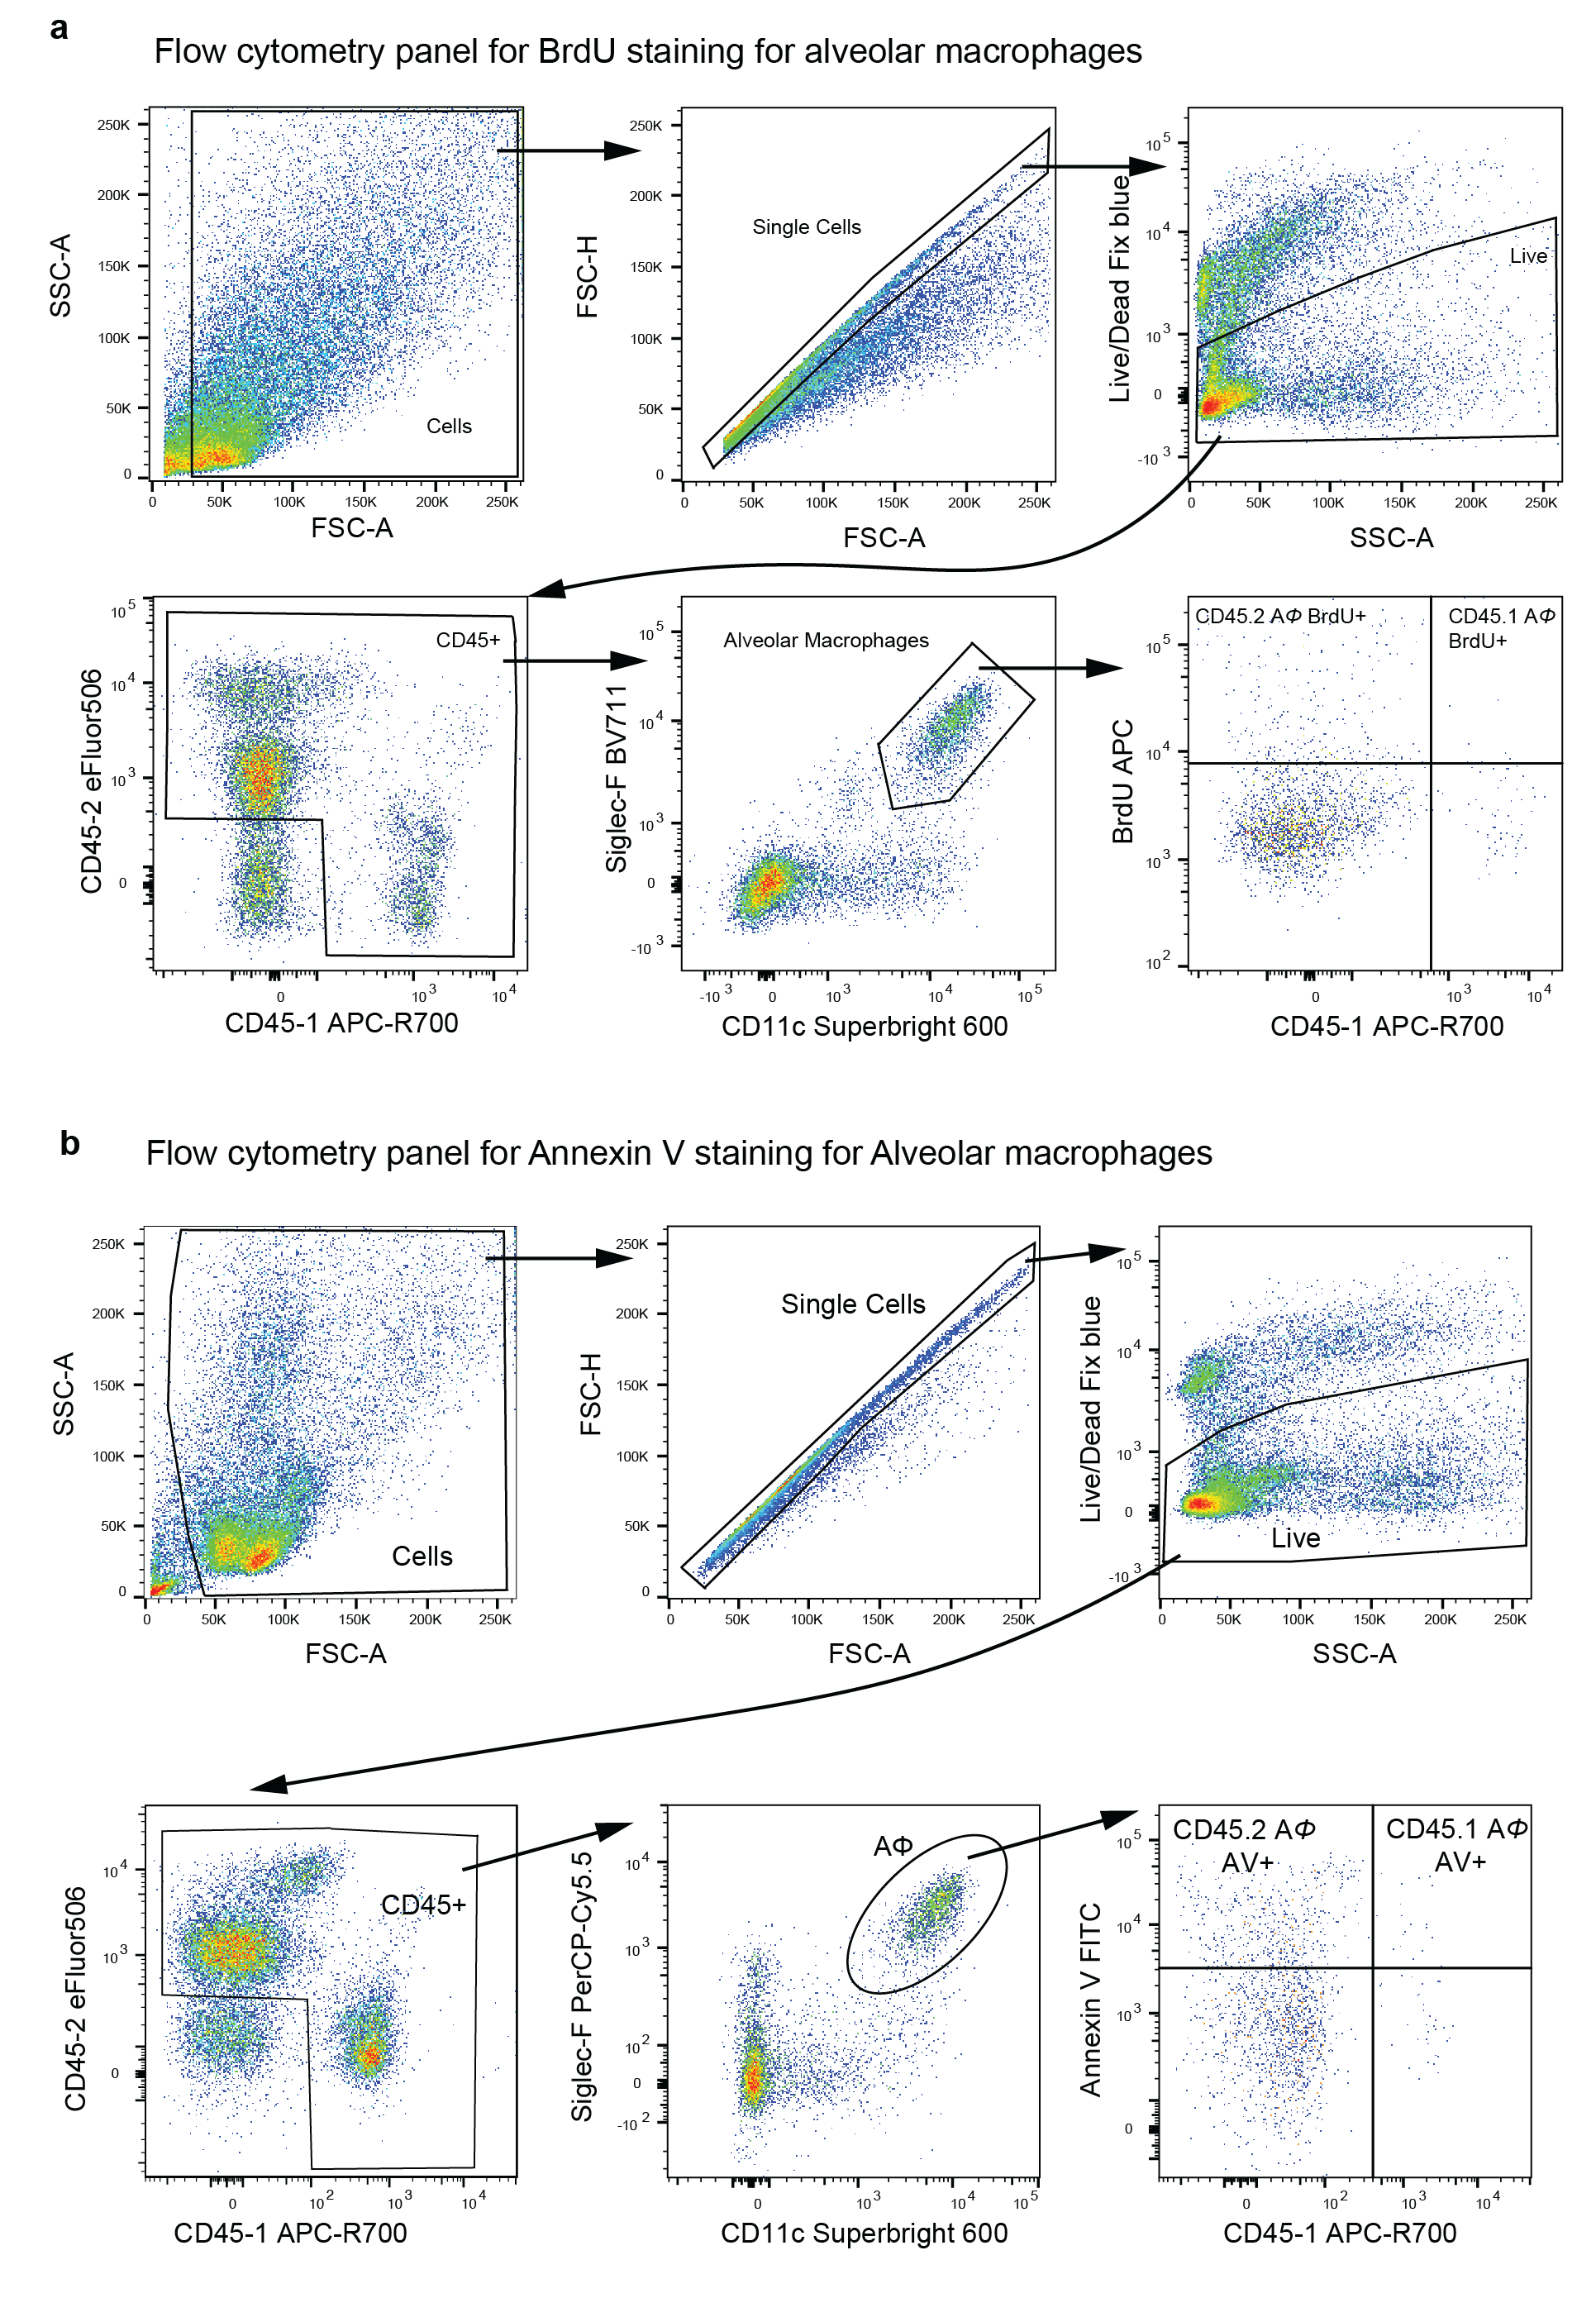

**b**

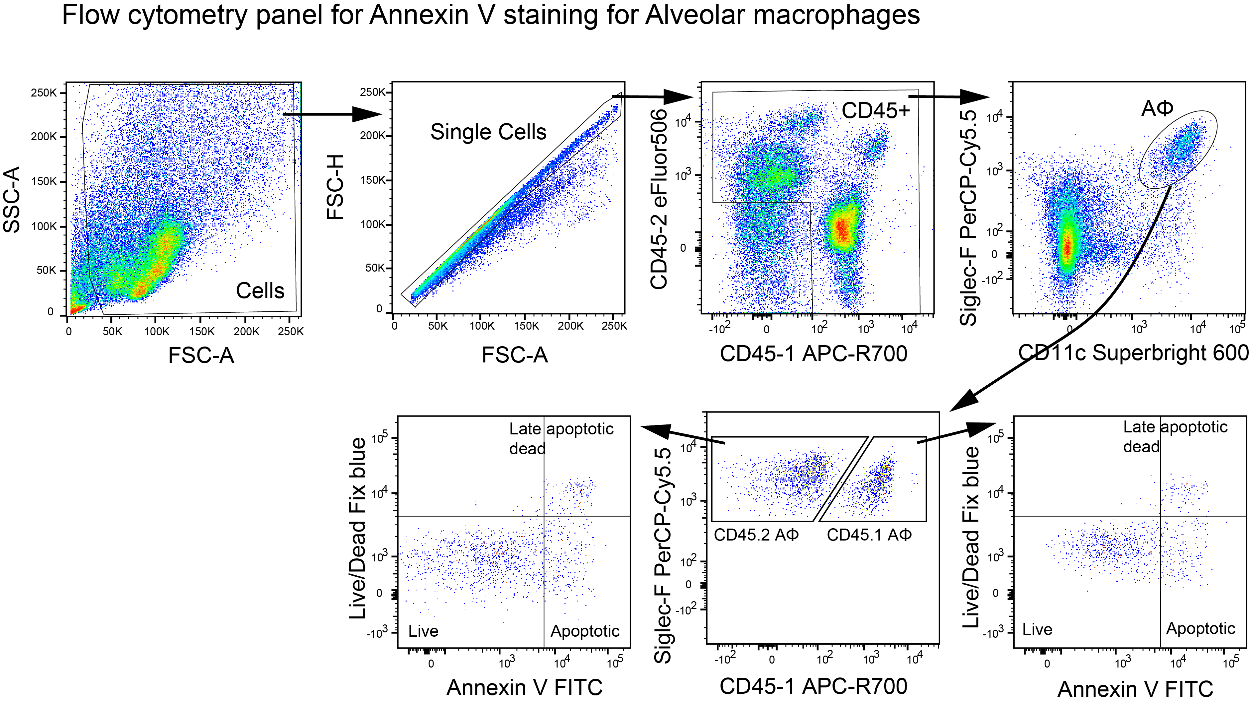

## Supplementary Figure 5. Flow cytometry panel for BrdU^+^ and Annexin V^+^ A*Φ*.

**a.** Flow cytometry panel for gating BrdU^+^ A*Φ*. **b.** Flow cytometry panel for gating Annexin V^+^ A*Φ*.

| a.  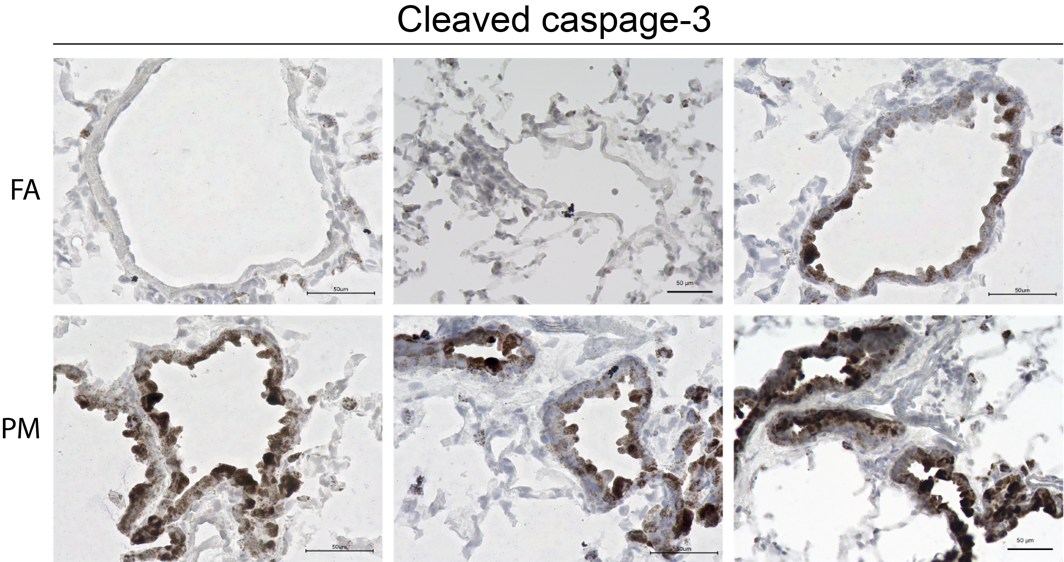 |
| --- |
| b.  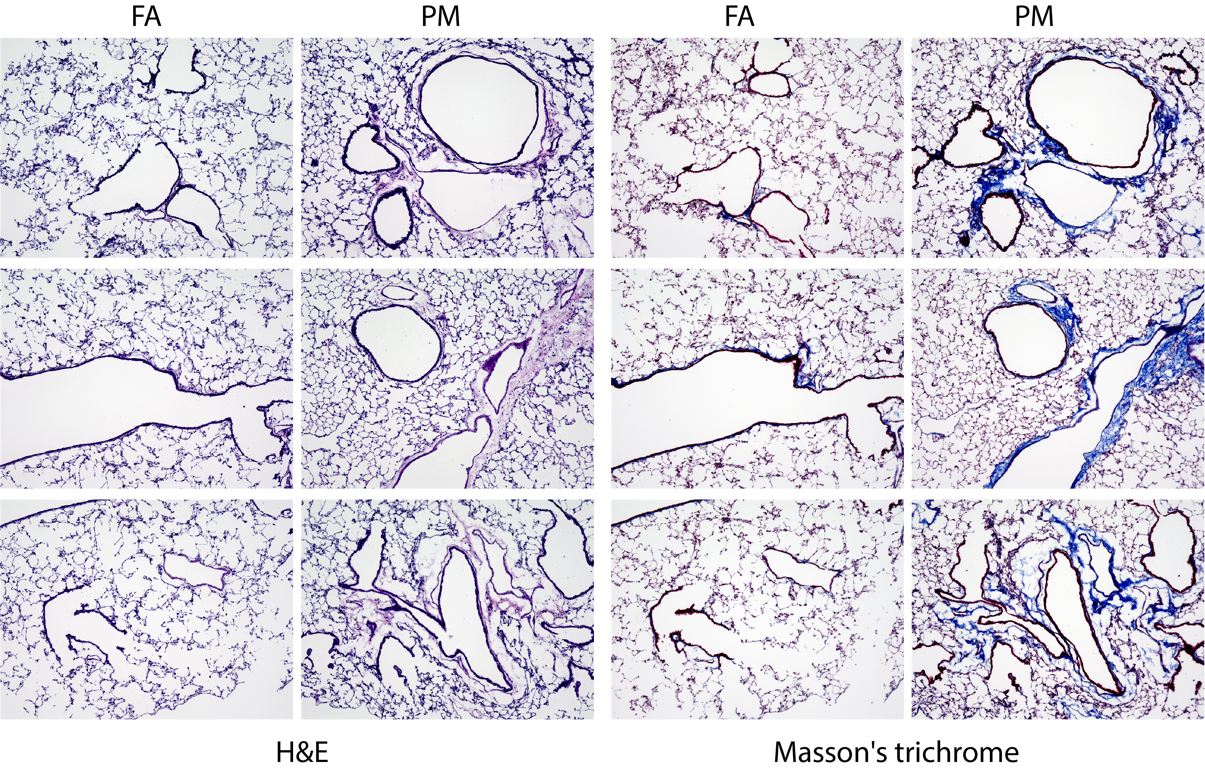 |

### Supplementary Figure 5c.

Additional representative images of lung sections stained for a. cleaved caspase-3 (n=3 mice from each group) and b. H&E and Masson’s trichrome (n=3 mice from each group).

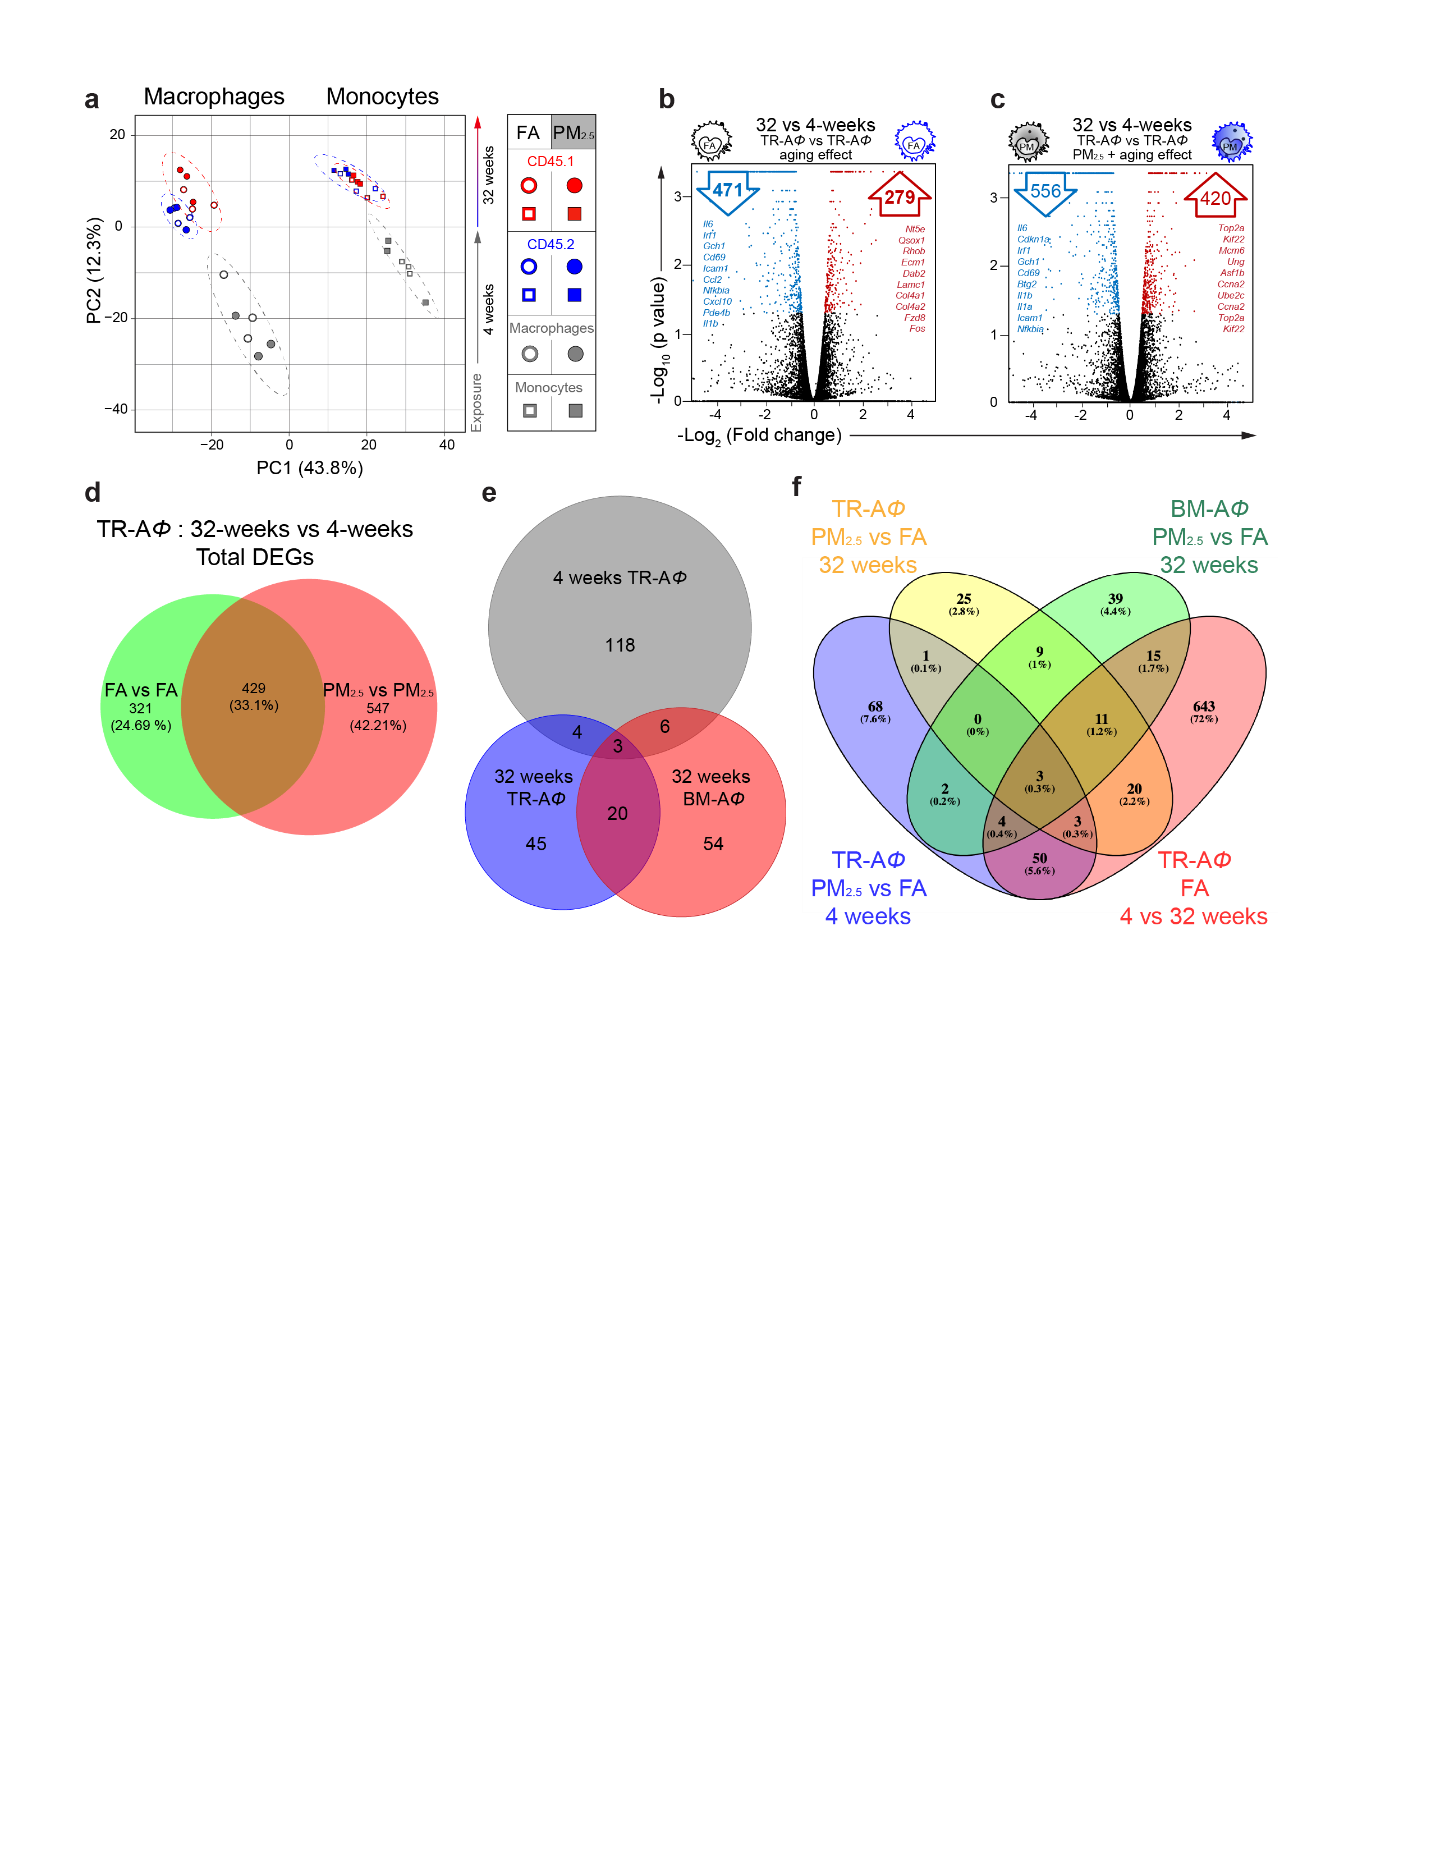

## Supplementary Figure 6. DEGs from A*Φ* of 4- and 32-weeks of FA and PM_2.5_ exposed mice.

**a.** PCA plot of flow-sorted lung monocytes and macrophages of CD45.2 and CD45.1 origin. **b.** Volcano plot of pairwise comparisons between A*Φ* of only FA exposed mice from 32 and 4-weeks. c**.** Volcano plot of pairwise comparisons between A*Φ* of only PM_2.5_ exposed mice from 32 and 4-weeks. Each volcano plot showing up- (red) and downregulated (blue) genes and top listed genes are ten Hallmark genes and/or immunological signature genes. **d.** Quantitative Venn diagram showing unique and common DEGs in 32- and 4-weeks comparisons are done in b and c. **e.** Quantitative Venn diagram showing unique and common genes from TR-A*Φ* of 4 and 32-weeks of FA/PM_2.5_ exposed mice and BM-A*Φ* of 32 weeks of FA/PM_2.5_ exposed mice. **f.** Venn diagram showing unique and common genes from different comparisons as depicted in the figure.

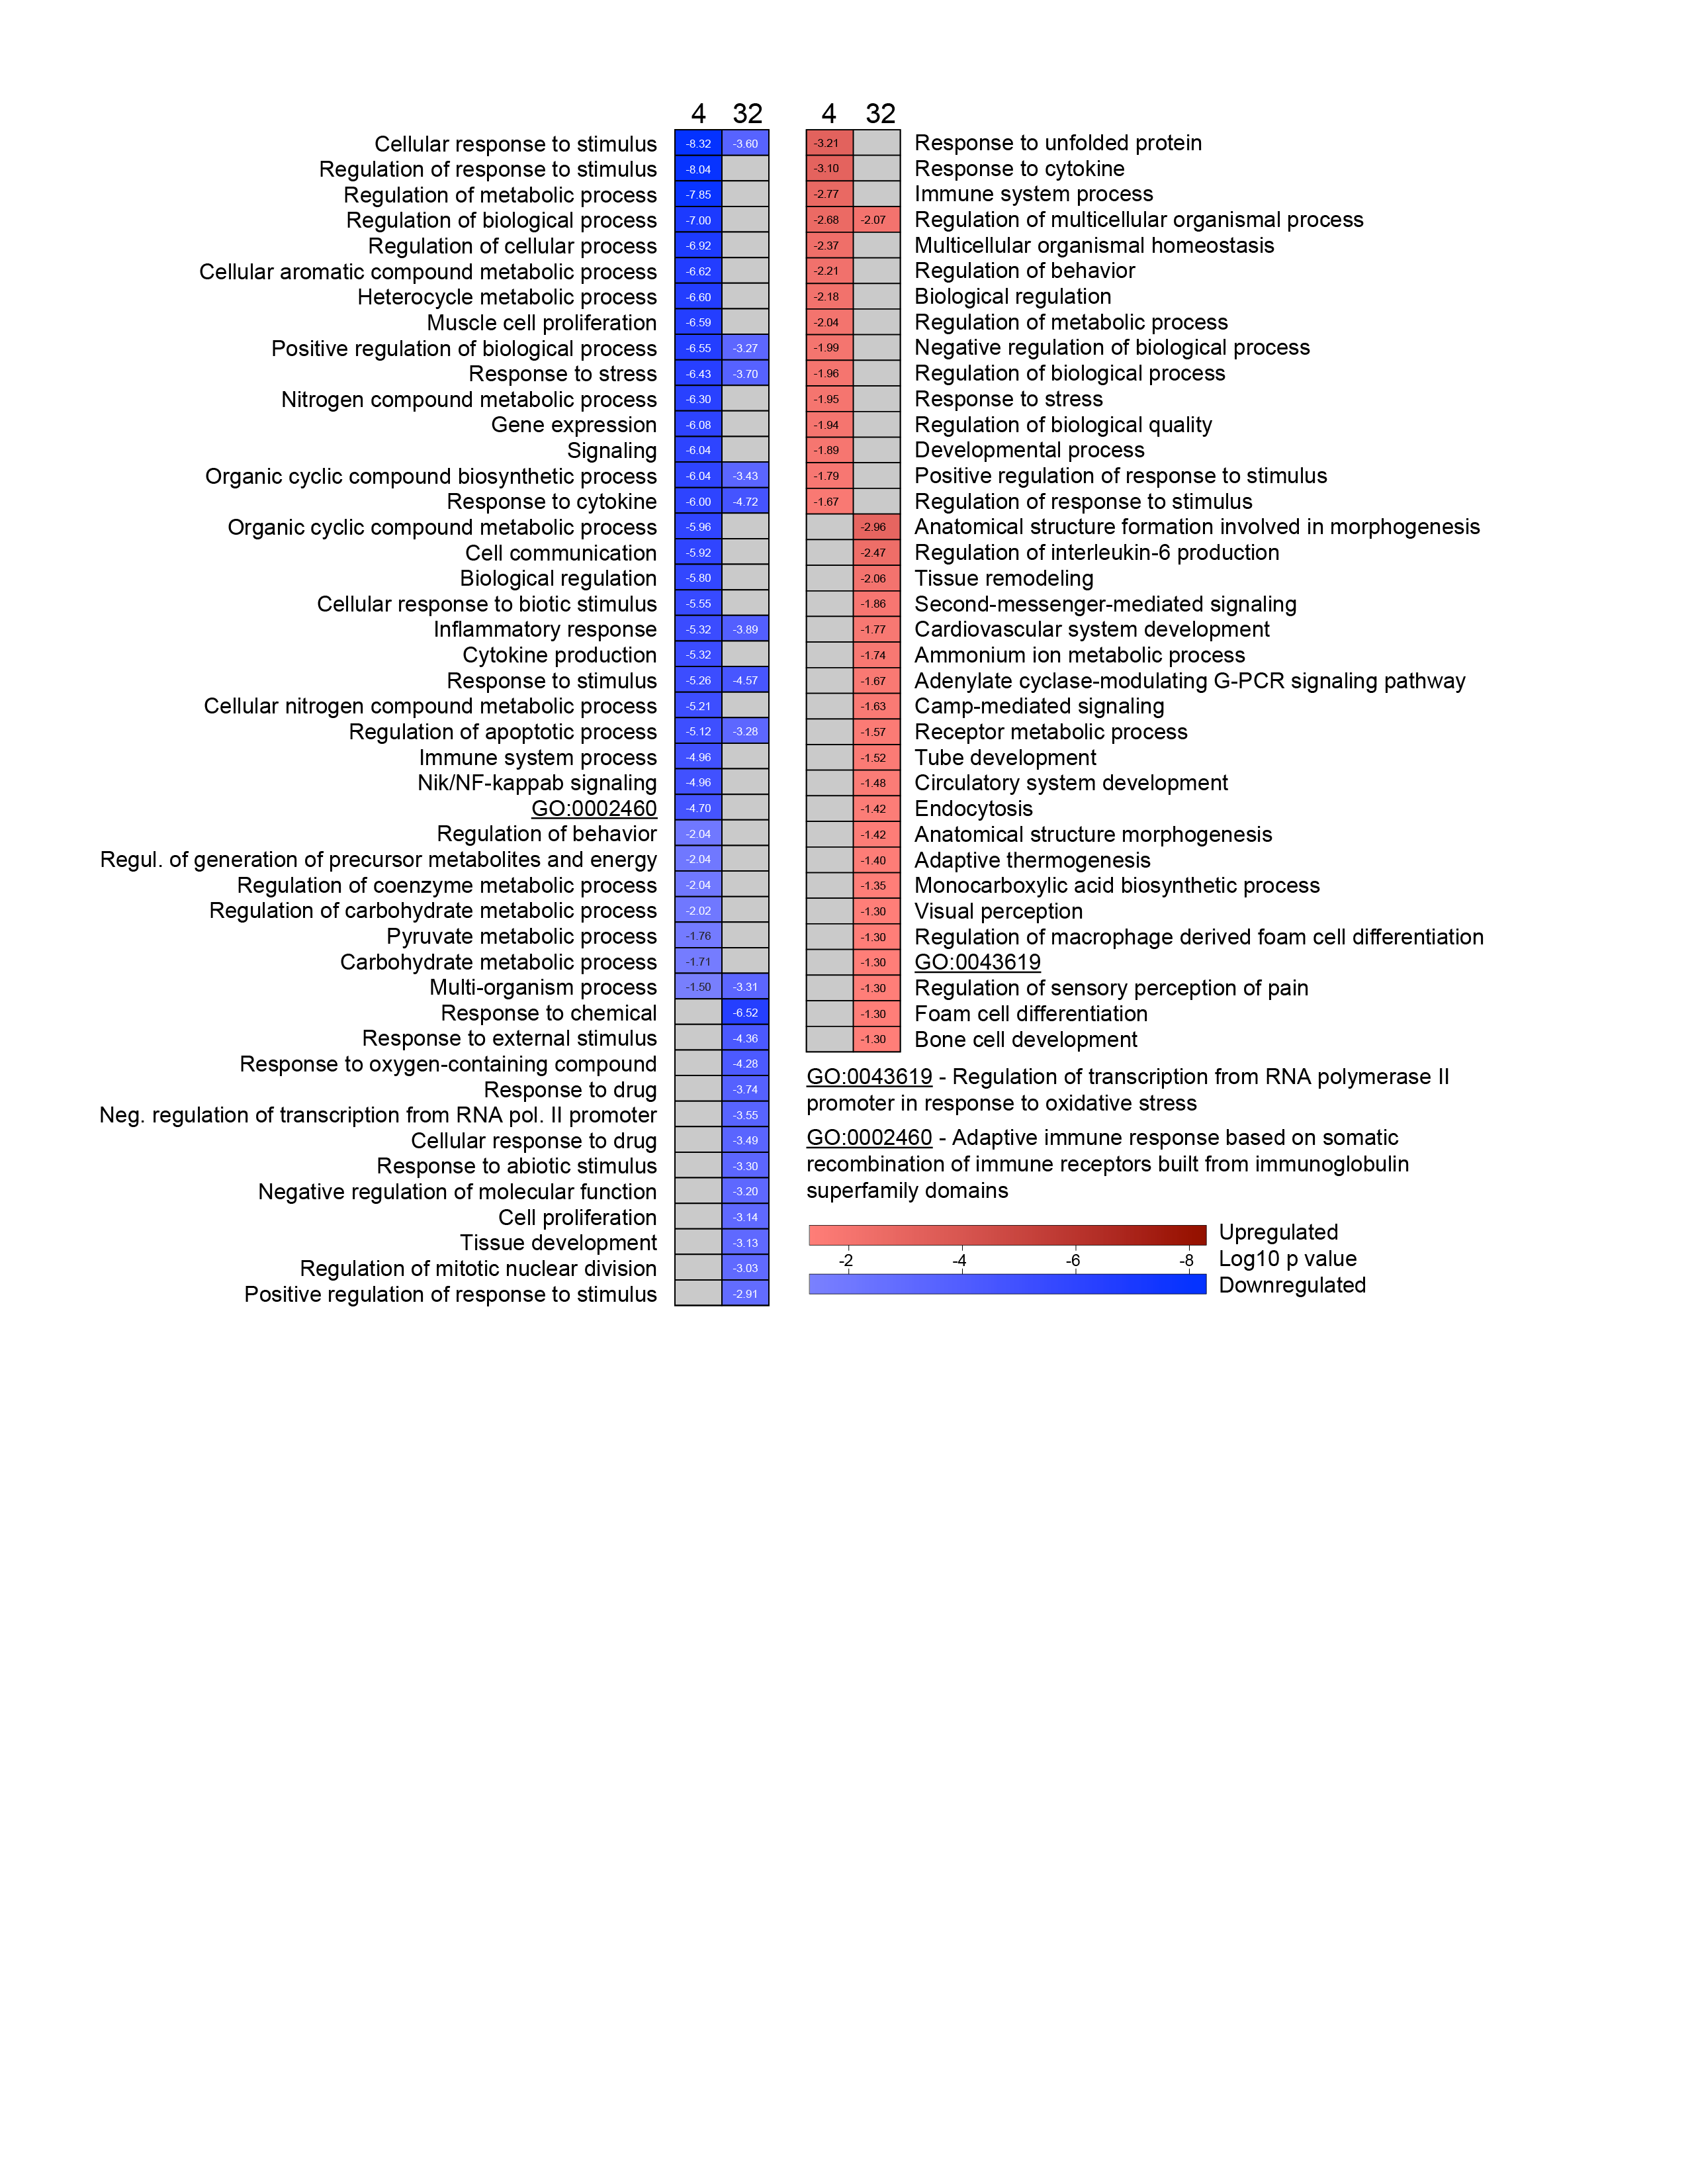

## Supplementary Figure 7. A mixed inflammatory response by A*Φ* in response to chronic PM_2.5_ exposure.

Associated GO biological process with significantly downregulated (blue) and/or upregulated (red) DEGs from A*Φ* in 4- and 32-weeks of PM_2.5_ exposure (FA vs PM_2.5_).

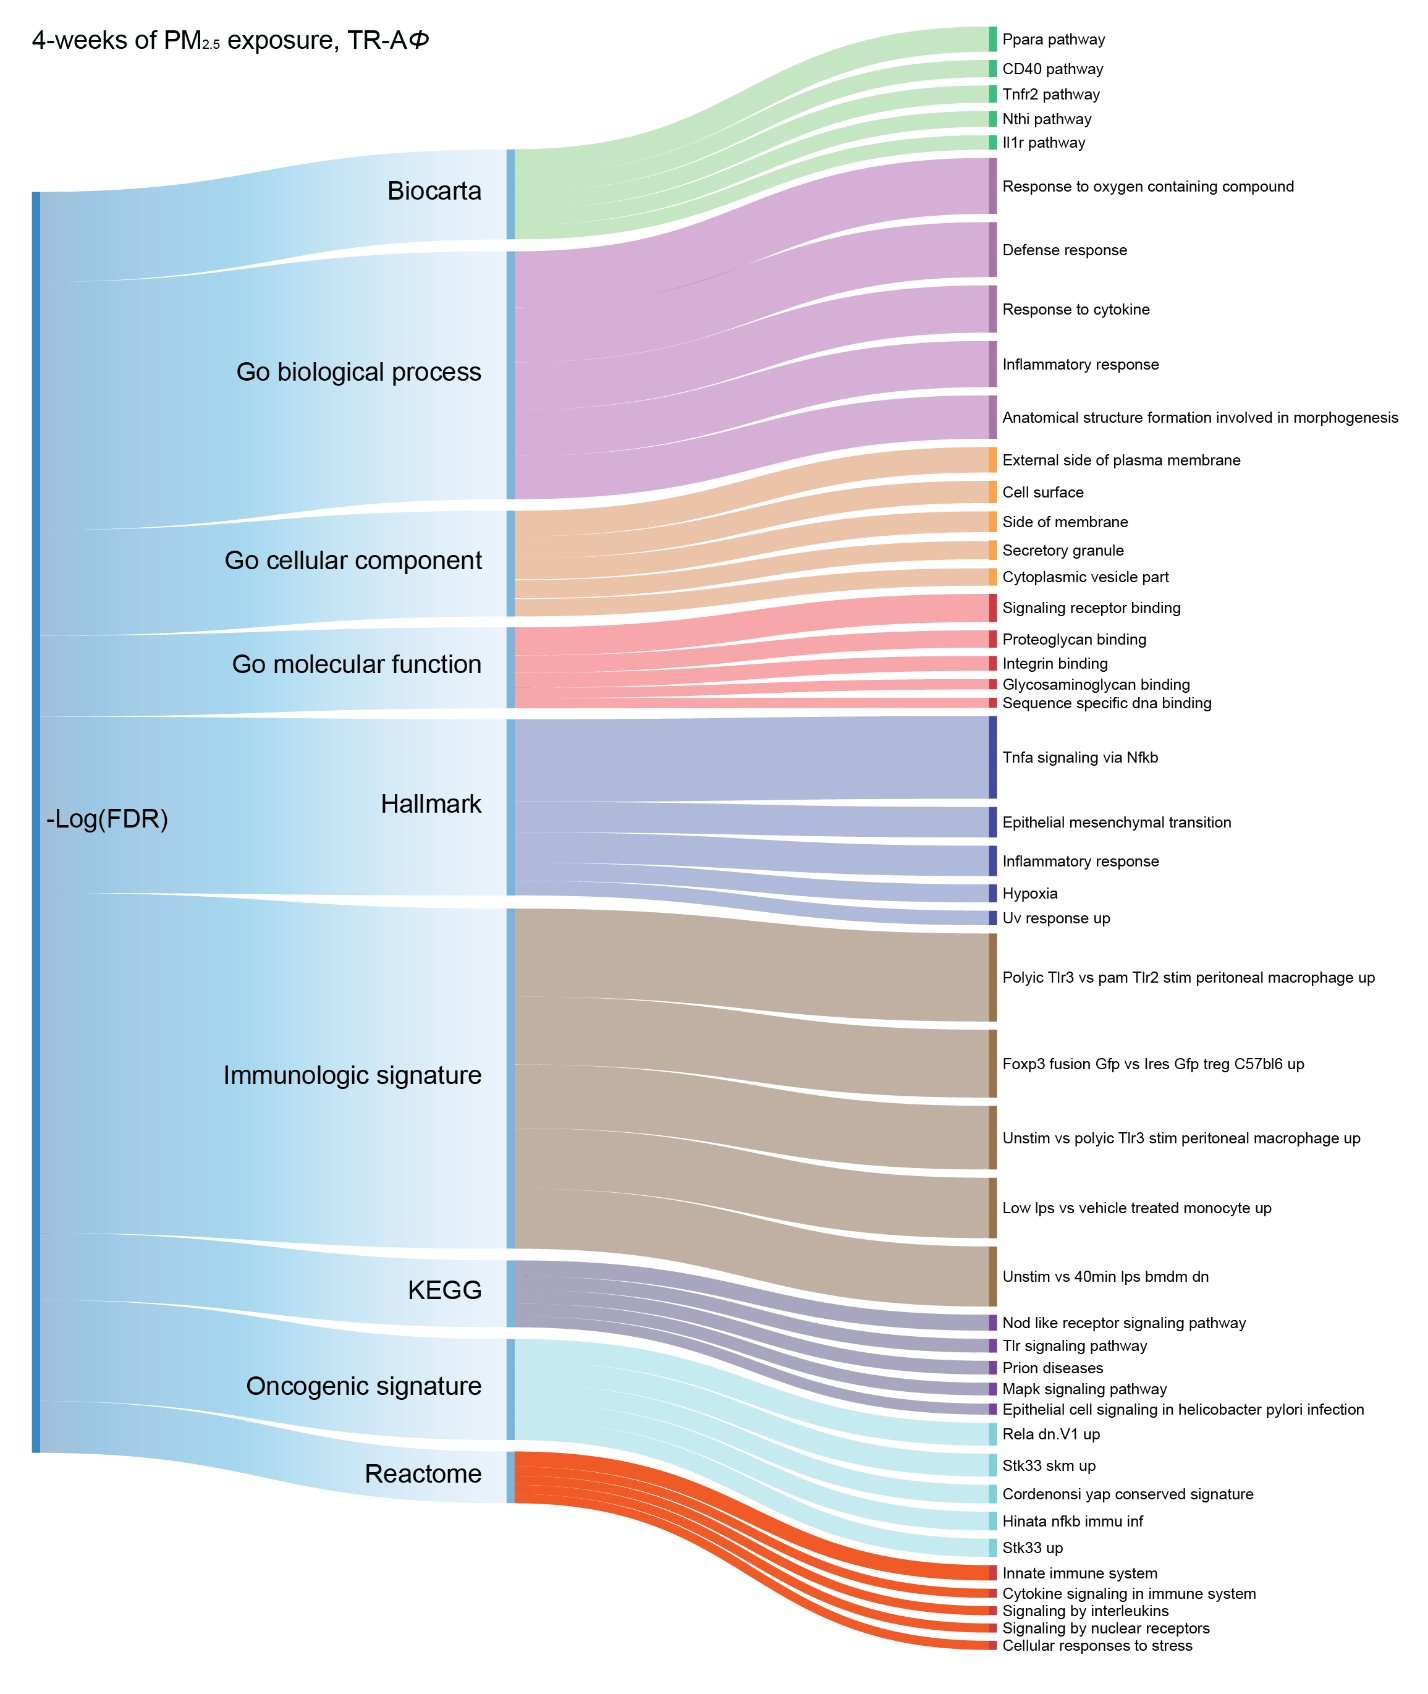

## Supplementary Figure 8a. Sanky plot of 4-weeks exposure.

Sanky plot summarizing the effect of 4-weeks of PM_2.5_ exposure on TR-A*Φ*. Top 5 significant results are listed in each category.

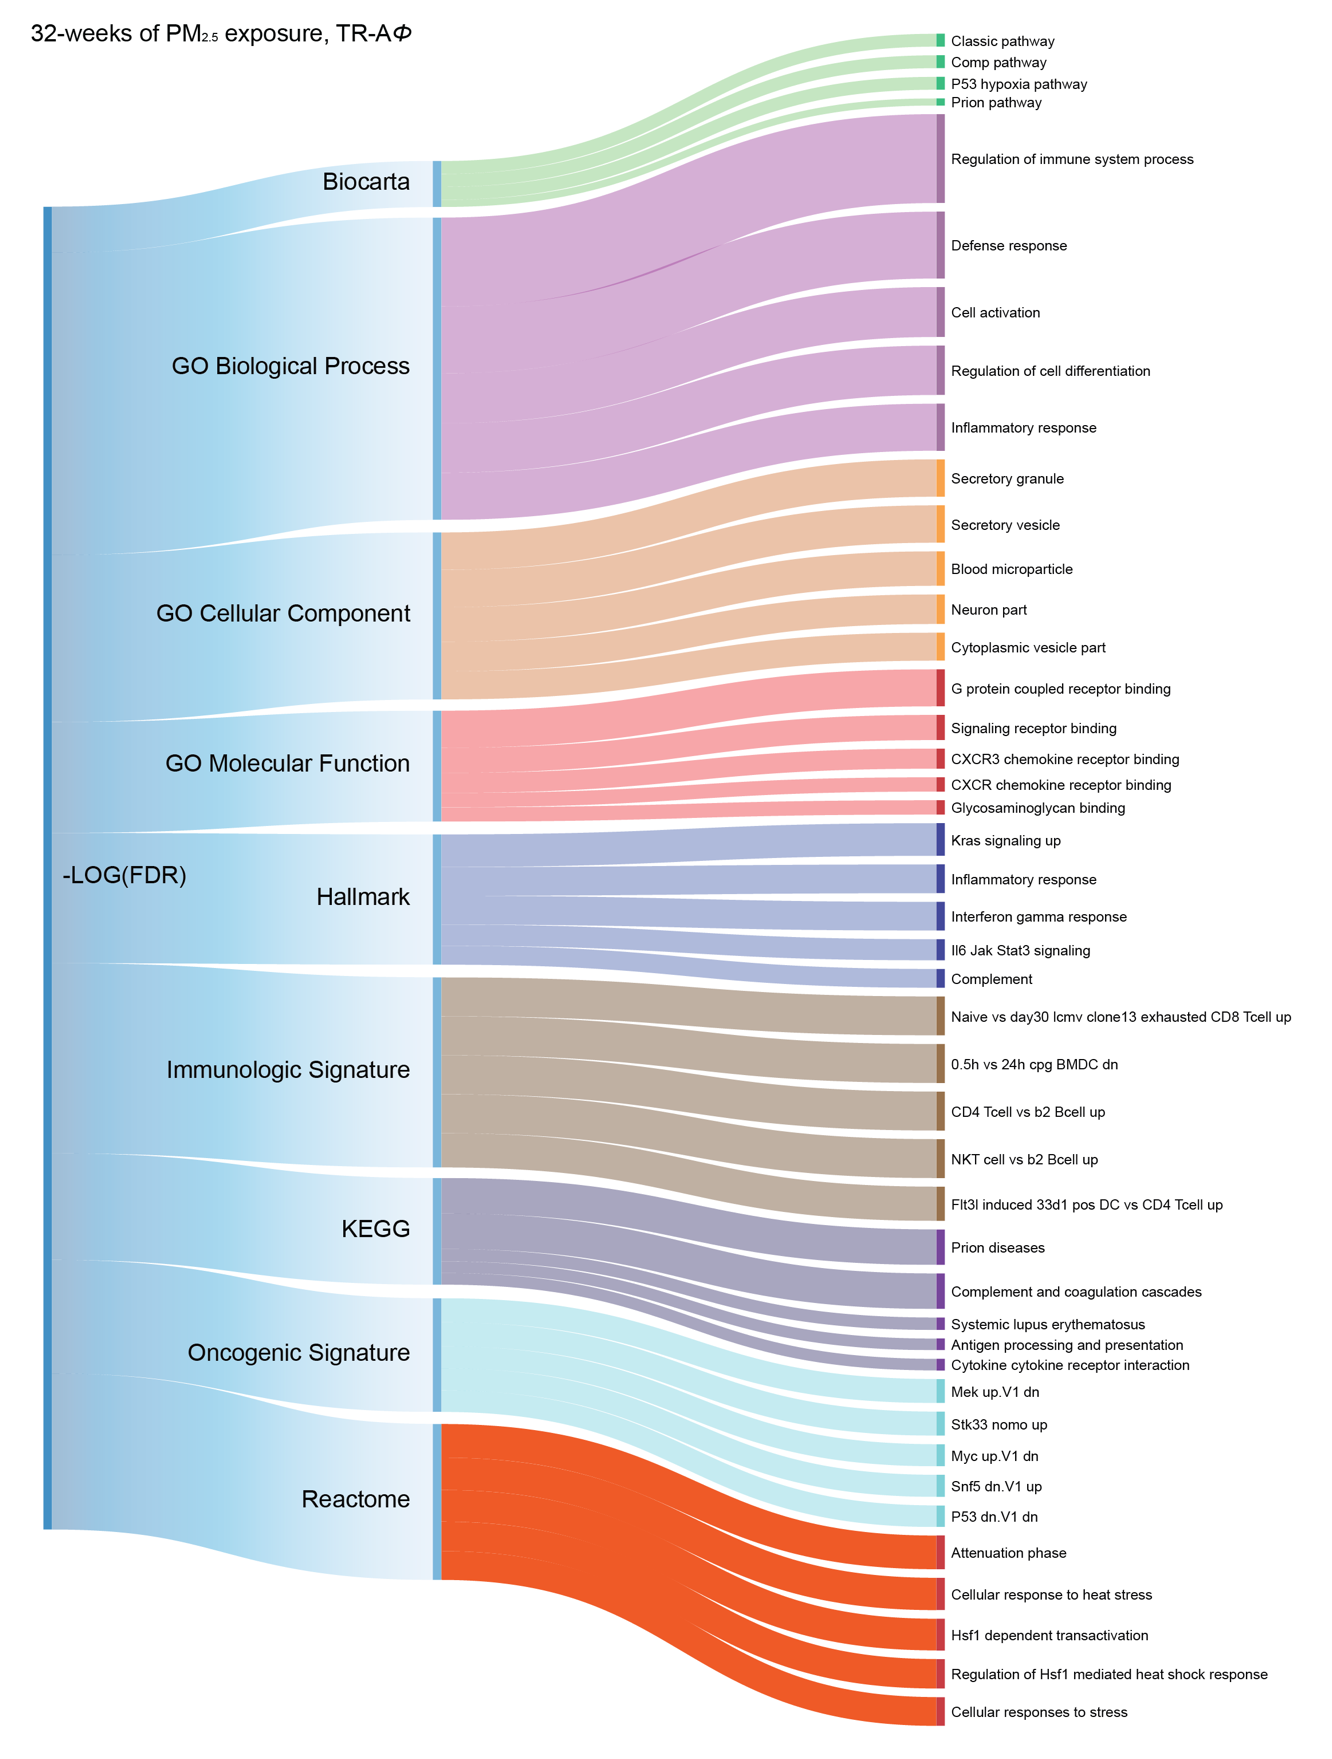

## Supplementary Figure 8b. Sanky plot of 32-weeks exposure.

Sanky plot summarizing the effect of 32-weeks of PM_2.5_ exposure on TR-A*Φ*. Top 5 significant results are listed in each category.

## Quantitative real-time RT-PCR (qPCR) analysis

To validate the RNA-seq data, total RNA was extracted from alveolar macrophages (flow sorted from 32 weeks FA/PM exposed mice) using RNeasy Micro Kit (Qiagen, Cat #74004) as per the manufacture’s instructions. cDNA was synthesized using Transcriptor First Strand cDNA synthesis kit (Roche Applied Science, Indianapolis, IN) according to the manufacturer’s protocol, using 250 ng of total RNA and random hexamers and oligo-dT primers. 

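Quantitative real-time PCR measures single transcripts by the cycle at which their amplified cDNA crosses a set fluorescence, so it tests genes chosen from the sequencing on RNA of the same kind of sorted cells. Its values depend on the reference transcript they are divided by, whereas FPKM depend on all mapped fragments of the library. The values of this PCR were not analysed here.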

The amplification of few selected target genes (based on RNA-seq) was done using LightCycler® 480 SYBR Green I Master kit (Roche Applied Science, Indianapolis, IN) and gene expression was measured by quantitative real-time PCR performed on a LightCycler® 480 real-time PCR System (Roche Applied Science, Indianapolis, IN). The primers sequences were obtained from Primer bank and details of the PCR primers used in this study are shown in Supplemental Table 1. Fold changes of mRNA levels were determined using the ΔΔCt method and normalized to internal control GAPDH.

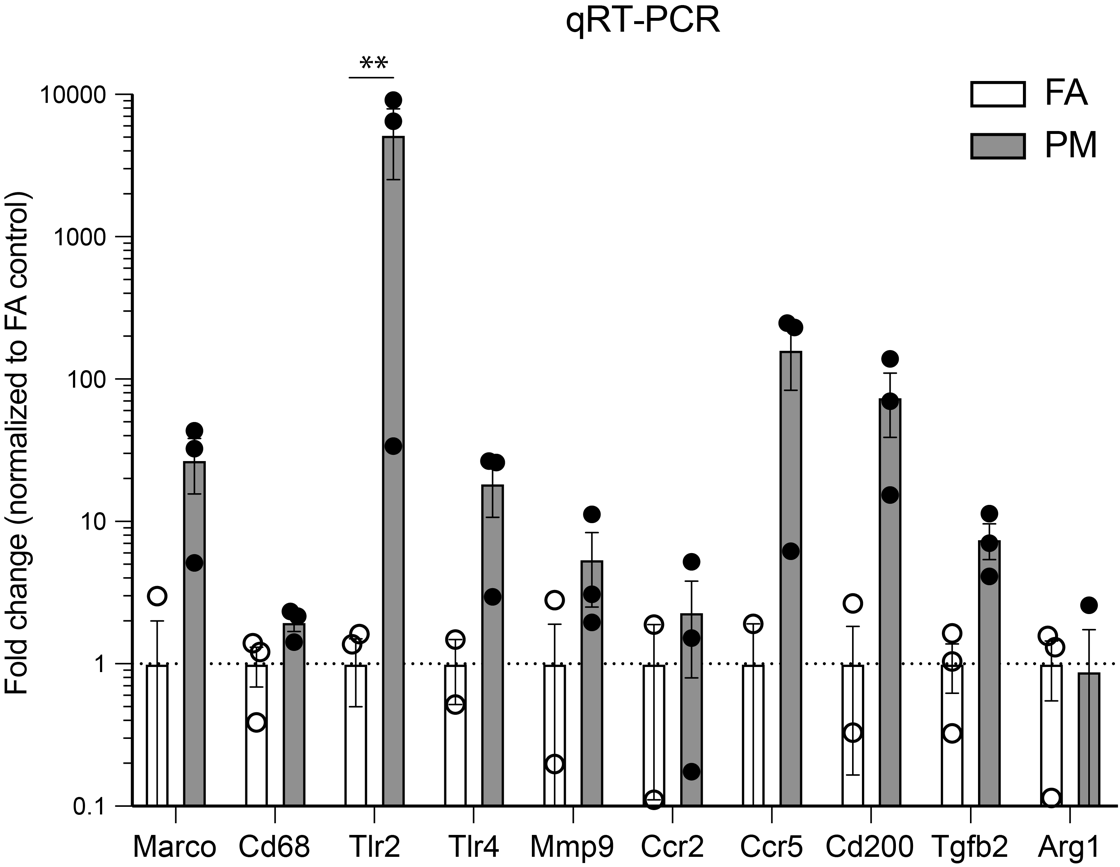

## Supplementary Figure 9. Real-Time Quantitative Reverse Transcription PCR of a few selected genes.

Expression of a few selected genes in flow-sorted alveolar macrophages of 32-weeks of PM_2.5_ exposed C57BL/6J mice. Data are represented as fold change expression over FA exposed control mean ±SEM, with from cells obtained from n=3 mice. Data were analyzed with GraphPad prism v8.3 using Student’s *‘t’* test and correct for multiple comparisons using the Holm-Sidak method. **, *p*<0.01.

How the deposited data were processed for this re-analysis (not part of the article)

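RNA-seq was made from A*Φ* and monocytes sorted from the lungs of chimeric mice whose lungs were shielded from irradiation, after 4-weeks or 32-weeks of exposure to FA or PM_2.5_. There were 36 libraries in 12 groups of 3, and groups of one exposure and time point may hold cells of the same mice. The A*Φ* libraries were 18 and the monocyte libraries were 18. TR-A*Φ* and CD45.2 monocytes are cells of the irradiated hosts, and BM-A*Φ* and CD45.1 monocytes are cells of the bone marrow donors. At 32-weeks the labels number the monocytes 1 and 2, which was read as CD45.1 and CD45.2 by the key the paper's supplement gives for A*Φ*, so the origin of these monocytes rests on that reading. The authors aligned the reads to mm10 and computed FPKM with Cufflinks. FPKM are normalized for sequencing depth and transcript length, and no counts were analysed here, so no precision can be given from counting. The values cover 27562 genes. The FPKM of a library summed to between 1839577 and 3339020 over all genes. Values of exactly 0 were kept, and since they can be failed estimates they are described as listed at 0.

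FPKM were analysed as log2(FPKM + 1) with limma 3.58.1 in R 4.3.3. Genes with a mean of at least 1 FPKM over the libraries of the model were tested, which left 12665 genes for A*Φ*, 12856 for monocytes and 13307 for both. The model had 1 mean per group, and the variance was moderated with a trend over the mean. There were 13 comparisons. They covered PM_2.5_ against FA in each cell population and time point, 32-weeks against 4-weeks in TR-A*Φ* of each exposure, A*Φ* against monocytes at each time point, BM-A*Φ* against TR-A*Φ* at 32-weeks, and the interactions of exposure with time and with origin. Adjusted p were from the Benjamini-Hochberg method within a comparison, with a threshold of 0.05. Libraries were treated as unpaired. Exact two-sided permutation tests were run on single genes for 3 against 3 libraries, where the smallest p is 0.1. Of 35 gene lists 33 had at least 3 genes tested and entered the set tests, with fry and with camera at a preset correlation of 0.01. Some lists came from the paper's text and figures. The genes named in the text were all genes the paper names and up to 3 genes per direction and comparison with the largest change past the threshold and no overlap between the groups. Results for some genes are not reported here.

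Principal components were computed on centred values. Four-way counts used the log2 ratio of the mean FPKM of groups + 1, at a size of at least 1. The procedure was tested on simulated data, in which limma called 153 of 200 changed genes and 10 of 12354 unchanged genes. There fry called 1 of 1 changed list and 5 of 100 unchanged lists. Simulated genes varied independently, so a factor shared by the genes of a library was not covered. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The alternatives set before the data were examined were a pseudocount of 0.1, no filter on low values, quantile normalization, a model of only the libraries of the groups compared, a replicate block, adjustment over all 66 pairs of groups, and leaving out each library in turn. For the principal components they were scaling to unit variance and the 500 genes with the largest variance, and for the four-way counts no pseudocount. A term for replicate 2 within each time point and leaving out the genes at 0 in a whole group were chosen after the data were seen. Other splits of the libraries were counted for every comparison. Of these there are 10 for 3 against 3 libraries, and 100 were drawn for larger groups. Flow cytometry, histology and quantitative PCR were not analysed here, and neither were the enrichments of gene ontology terms, whose background the paper's text does not give.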

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

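The tests of failed estimates and of interstitial macrophages or monocytes in the BM-A*Φ* libraries, and the window of 20 Mb around Ptprc, were chosen only after the result was seen.

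The effect of PM_2.5_ exposure differed between 32-weeks and 4-weeks in TR-A*Φ* for 1 gene, Cdk8, and between BM-A*Φ* and TR-A*Φ* at 32-weeks for 2 genes, Cdk8 and Gm26917, by the interaction term of limma. At unadjusted p under 0.05 stood 380 and 240 genes, where 633 are 5% of those tested. Cdk8 was listed at 0 in 6 libraries, which are all libraries of PM_2.5_ exposed TR-A*Φ* at 4-weeks and of FA exposed BM-A*Φ* at 32-weeks, and lay between 7.683 and 17.28 FPKM in the other 30. Gm26917 was listed at 0 in the 3 libraries of FA exposed BM-A*Φ* and was at least 18540 FPKM in the other 33. So Cdk8 is at 0 in 2 whole groups and Gm26917 in 1, and neither is at 0 in any library of another group. Of 100 splits of the 12 libraries, the real one included, 17 gave as many genes for the interaction with time (17 of 100) and 17 for the interaction with origin (17 of 100), so a count this small arises from other groupings too. A failed estimate made per group in the authors' table may leave such a pattern. Of the 899 genes that were at 0 in some A*Φ* library and at least 5 FPKM in all others, 3 were at 0 in whole groups only (0.64 expected by chance), which are Cdk8, Gm26917 and Rn7s1. A true absence in a group gives the same pattern and the count is small, so a failed estimate and a true absence cannot be told apart for these genes. With the genes at 0 in a whole group left out, the interactions had 0 and 0 genes. In the test of all genes the smallest adjusted p besides these genes was 0.652 and 0.128 from limma.

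BM-A*Φ* and TR-A*Φ* at 32-weeks were compared over both exposures, and 40 genes differed by limma's test, 17 higher and 23 lower in BM-A*Φ*. Their number and the balance of higher and lower genes depend on the model. Of these 4 were listed at 0 in all libraries of a group, among them Rn7s1 and Apoc1, and 944 genes had an unadjusted p under 0.05. The groups of 6 libraries did not overlap for 174 genes (1.37%). Marco was lower in BM-A*Φ*, with a log2 fold change of -3.78 (SE 0.432, adjusted p 0.000932 from limma), lower in 36 of 36 pairs of libraries, and from -4.03 to -3.60 as each library was left out. Sod3 (ENSMUSG00000072941.5), on chromosome 5 of mm10 from 52363790 to 52371418, was higher by 2.59 (adjusted p 0.0052 from limma). Plbd1 was higher by 3.04 (adjusted p 0.035 from limma) and Ccr7 by 2.29 (adjusted p 0.0369 from limma), and each of these 2 genes failed the threshold in 11 of the 12 fits that each left out 1 library. The count of 40 genes was 15 without FA replicate 1 of TR-A*Φ* and 54 without FA replicate 1 of BM-A*Φ*. No other of 100 drawn splits of the 12 libraries gave as many genes (1 of 100, with 4 genes the next highest count). Length bias between libraries is argued against, since 45 of 46 genes called among those with a known length kept their call after the length trend of each library was removed. On chromosome 1 lay 9 of the 40 genes (22.5%, with 6.83% of the genes tested, Fisher's exact test p 0.0012), among them Steap3, Marco and Ctse. Of these 7 lay within 20 Mb of Ptprc, where 180 genes were tested. BM-A*Φ* carry the CD45.1 form of Ptprc and the segment of the donor strain around it, so a strain variant near Ptprc is a candidate explanation for part of the genes on chromosome 1, Marco among them. The 31 genes elsewhere are not covered by it. Interstitial macrophages or monocytes in the BM-A*Φ* libraries stay open for the 17 higher genes. As the whole cause of the 23 lower genes they are argued against, since other cells would dilute the transcripts of A*Φ* together. The alveolar macrophage list had a median of -0.08, with 12 of 19 genes lower (adjusted p 0.369 from fry with Benjamini-Hochberg adjustment). The interstitial macrophage list had a median of 1.15 with 15 of 21 genes higher and an adjusted p of 0.369 (fry with Benjamini-Hochberg adjustment), which does not decide. The dendritic cell list was higher in 8 of 8 genes and had an adjusted p of 0.0649 (fry with Benjamini-Hochberg adjustment). With camera, which presets the correlation between genes, the alveolar and interstitial macrophage lists passed (adjusted p 0.0124 and 1.05e-06). So did the monocyte and dendritic cell lists (adjusted p 0.013 and 3.61e-07 from camera). The argument on the 23 lower genes thus rests on the small median of the alveolar macrophage list, not on its test. A difference in origin between the cells, which the design names, was not tested apart from these explanations.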

How the results depend on the processing

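The genes at 0 in a whole group left out and the term for replicate 2 were chosen only after the result was seen, and the other alternatives were set before the data were examined. The causes of the changes below were not tested, except where the alternative itself changes the number of genes or libraries.

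With a pseudocount of 0.1, 65 of 67 gene results kept direction and side of the threshold, Ccr7 in BM-A*Φ* against TR-A*Φ* no longer passed, and Ccl2 at 4-weeks went to -0.01. Of the counts 36 stayed within 1.5 times and 3 moved, which were 2 genes in CD45.2 monocytes at 4-weeks and four-way counts of 389 (32-weeks only) and 73 (both time points). PC1 held 27.6% against 29.1%. With quantile normalization 66 of 67 gene results and all 34 counts stayed, Ccr7 again failing the threshold, and BM-A*Φ* against TR-A*Φ* split into 14 higher and 29 lower. Without a filter on low values more genes were tested, and the counts were 9 in TR-A*Φ* at 4-weeks, 7 in BM-A*Φ* at 32-weeks and in BM-A*Φ* only, 2 and 1 in CD45.2 monocytes at 4-weeks and CD45.1 monocytes at 32-weeks, 62 for BM-A*Φ* against TR-A*Φ* and 4 for the interaction with origin. With only the libraries compared in the model, which leaves fewer libraries for the variance, the counts were 3 in TR-A*Φ* at 4-weeks, 1 in TR-A*Φ* at 32-weeks and in TR-A*Φ* only, 8 in BM-A*Φ* and in BM-A*Φ* only, 15 and 18 for 32-weeks against 4-weeks in FA and PM_2.5_, 4 shared, 11, 9 and 3 in monocytes (CD45.2 4-weeks, CD45.1 and CD45.2 32-weeks), 78 for BM-A*Φ* against TR-A*Φ* and 3 for the interaction with time. Ereg and Nfkbia in FA and Ereg, Cxcl1 and Irf1 in PM_2.5_ exposed mice then failed the threshold, and 60 of 65 gene results stayed.

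Adjustment over all 66 pairs gave 73, 69 and 41 genes for PM_2.5_ against FA (TR-A*Φ* 4-weeks, TR-A*Φ* 32-weeks, BM-A*Φ*), with 30, 41 and 23 higher, 4 shared by the time points, 3 shared by TR-A*Φ* and BM-A*Φ*, 66 in TR-A*Φ* only and 38 in BM-A*Φ* only. For 32-weeks against 4-weeks it gave 553 in FA (203 higher) and 703 in PM_2.5_ (350 higher), with 247 shared, and 45, 117 and 100 in monocytes. The threshold then lies at an unadjusted p of 0.00967, so chance alone gives 122 genes per comparison. This adjustment cannot be applied to averages of groups or to interactions. Replicate numbers were not taken as pairs, since in none of 10 sets of 2 groups did libraries of one number correlate over 0.1 for all 3 numbers. These correlations were -0.09, -0.03 and 0.16 between TR-A*Φ* of FA and PM_2.5_ exposed mice at 4-weeks, below the highest of other pairs at 0.25. In 3 of the 10 sets all 3 lay above the highest of other pairs, with 0.13, 0.07 and 0.21 against 0.04 in CD45.2 monocytes at 4-weeks, 0.09, 0.04 and 0.08 against 0.02 in CD45.1 monocytes, and 0.06, 0.05 and 0.04 against 0.03 between BM-A*Φ* and TR-A*Φ* of FA exposed mice, so a weak shared factor is not excluded. A replicate block gave 197 (FA) and 381 (PM_2.5_) genes for 32-weeks against 4-weeks, 125 shared and 85 for BM-A*Φ* against TR-A*Φ* (46 higher and 39 lower, against 17 and 23 without the block), and BM-A*Φ* against TR-A*Φ* with mouse as the block gave 151 (96 higher and 55 lower, 31 shared with the 40). A term for replicate 2 within each time point gave 170, 268, 117 and 98. Under the block and the term all 67 gene results stayed. With the genes at 0 in a whole group left out, 0 genes passed in TR-A*Φ* at 4-weeks, BM-A*Φ* at 32-weeks, BM-A*Φ* only, CD45.2 monocytes at 4-weeks and both interactions. Before this removal 372, 259, 272, 380 and 240 genes had an unadjusted p under 0.05 in these comparisons. PC1 held 35.3% with scaled genes and 11.9% with the 500 genes. With camera 8, 2 and 9 lists passed for PM_2.5_ against FA (TR-A*Φ* 4-weeks, TR-A*Φ* 32-weeks, BM-A*Φ*), 14 for 32-weeks against 4-weeks in FA, 8 for BM-A*Φ* against TR-A*Φ* and 9 for the interaction with time.

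Leaving out each library in turn gave 1 to 5 genes in TR-A*Φ* at 4-weeks (5 without PM_2.5_ replicate 2), 0 to 3 in TR-A*Φ* at 32-weeks and in TR-A*Φ* only (3 without PM_2.5_ replicate 0), 2 to 4 in BM-A*Φ* and in BM-A*Φ* only (4 without FA replicate 0), 50 to 144 and 54 to 251 for 32-weeks against 4-weeks in FA and PM_2.5_ (50 without FA replicate 1 of 4-weeks, 144 without FA replicate 2 of 4-weeks, 54 without PM_2.5_ replicate 0 of 32-weeks, 251 without PM_2.5_ replicate 0 of 4-weeks), and 35 to 73 shared (35 without FA replicate 0 of 32-weeks). It gave 15 to 54 for BM-A*Φ* against TR-A*Φ* (15 without FA replicate 1 of TR-A*Φ*), 1 to 4 and 2 to 5 for the interactions with time and origin (4 without PM_2.5_ replicate 0 of TR-A*Φ* at 32-weeks, 5 without PM_2.5_ replicate 0 of BM-A*Φ*), and 1 to 4, 0 to 5 and 0 to 3 in monocytes (4 without PM_2.5_ replicate 2 of CD45.2 at 4-weeks, 5 without FA replicate 1 of CD45.1, 3 without FA replicate 2 of CD45.2 at 32-weeks). Four-way counts were 220 to 418, 202 to 368 and 28 to 63 (418 without FA replicate 1 of 32-weeks, 368 and 63 without FA replicates 2 and 0 of 4-weeks). Lists past the threshold were 0 to 1 at 4-weeks (1 without FA replicate 2) and 4 to 17 for 32-weeks against 4-weeks in PM_2.5_ (4 without PM_2.5_ replicate 2 of 4-weeks).

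Without 1 library, 535 gene results kept direction and side, 22 failed the threshold and 13 changed direction. The latter were, as log2 fold changes from lowest to highest, Ccl2 -1.12 to 0.87, Ccl7 -1.42 to 0.77, C3ar1 -0.76 to 0.96, C1qb -0.38 to 1.17 and Hspa1a -0.88 to 1.51 in TR-A*Φ* at 4-weeks, each lowest without PM_2.5_ replicate 2, Cd163 -0.57 to 0.01 in BM-A*Φ* (0.01 without FA replicate 2) and Tgfb1 -0.17 to 0.01 in TR-A*Φ* at 32-weeks (0.01 without PM_2.5_ replicate 1).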

Differences from the paper's values

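No test was chosen only after the result was seen for the values here, and the alternatives named were set before the data were examined.

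The share of variance in PC1 was 29.1% against the paper's 43.8%. With genes scaled to unit variance it was 35.3%, the nearest value and within 1.5 times of the paper's. The fits that each left out 1 library gave 28.9% to 29.8%. In 14 of these fits the share was within 1.5 times only because the 29.1% of all libraries lies just outside that limit. Leaving out a library thus did not close the gap. A pseudocount of 0.1 (27.6%), no filter (28.1%) and the 500 genes with the largest variance (11.9%) did not close it either. For PM_2.5_ against FA in TR-A*Φ* at 4-weeks 1 gene passed (372 at an unadjusted p under 0.05) against the paper's 131, and no alternative closed the gap, the nearest being 73 genes with adjustment over all 66 pairs. No gene was shared by 4-weeks and 32-weeks (0 genes, with 372 and 396 at an unadjusted p under 0.05) against the paper's 7, and at most 4 under any alternative. In TR-A*Φ* at 32-weeks 0 genes passed (396 at an unadjusted p under 0.05) against 72 in the paper's supplement, and in TR-A*Φ* only 0 against the paper's 49. Adjustment over all 66 pairs gave 69 and 66, within 1.5 times of the paper's values, and no other alternative did. In BM-A*Φ* 2 genes passed against 83 in the paper's supplement, and in BM-A*Φ* only 2 against the paper's 60, with 41 and 38 under adjustment over all 66 pairs, so no alternative closed the gap. Shared by TR-A*Φ* and BM-A*Φ* were 0 genes (396 and 259 at an unadjusted p under 0.05) against the paper's 23, and 3 under adjustment over all 66 pairs, the nearest.

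For 32-weeks against 4-weeks 99 genes passed in FA exposed mice against the paper's 750, and 133 in PM_2.5_ exposed mice against the paper's 976. Adjustment over all 66 pairs gave 553 and 703, within 1.5 times of the paper's values, and no other alternative did. The shared genes were 63 against the paper's 429, and the nearest alternative was 247 with that adjustment. The four-way counts were 488 against the paper's 1214 for genes changed with time in FA only, 97 against the paper's 255 for genes higher at 32-weeks in both exposures, 238 against the paper's 865 for genes higher with PM_2.5_ at 32-weeks only, and 41 against the paper's 234 for those higher at both time points. None of the alternatives closed these gaps, and the nearest were 642, 134 and 73 with a pseudocount of 0.1 and 418 without FA replicate 1 of 32-weeks. Genes higher with PM_2.5_ at 4-weeks only were 236 against the paper's 504, and 368 without FA replicate 2 of 4-weeks, the only alternative within 1.5 times of the paper's value.

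The paper states that Ccl2 and Ccl7 were upregulated in A*Φ* at 4-weeks. Their mean FPKM were higher with PM_2.5_ exposure here too, in the paper's direction. Their log2 fold changes, which average the log2 values of the libraries, were 0.06 and -0.01. Without PM_2.5_ replicate 2 they were -1.12 and -1.42, so the higher means rest on that library. For TGF-β, stated as upregulated in TR-A*Φ* at 32-weeks, Tgfb1 changed by -0.05 and Tgfb2 by 0.33. For Cxcl13 the paper states a rise at 4-weeks and a further rise at 32-weeks. Its change with PM_2.5_ exposure was 0.89 at 4-weeks and 0.55 at 32-weeks (0.24 to 0.95 as each library was left out), in the paper's direction. Its FPKM were lower at 32-weeks, and the 1 added to the FPKM shrinks the change of low values more. So 0.89 and 0.55 do not show which time point had the larger relative effect. The change of Cxcl13 from 4-weeks to 32-weeks in PM_2.5_ exposed mice was -1.89. The genes reported here of those the paper names for PM_2.5_ against FA had an adjusted p of 1 from limma in TR-A*Φ* and BM-A*Φ*. With adjustment over all 66 pairs Isg15 passed at 4-weeks (0.0366 from limma with Benjamini-Hochberg adjustment). That adjustment called 23 of the 131 genes in the paper's list at 4-weeks, 12 of the 72 in TR-A*Φ* at 32-weeks, 6 of the 83 in BM-A*Φ*, and 349 of the 750 for 32-weeks against 4-weeks in FA exposed mice.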

Other observations

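The tests of separate processing of replicate 2, of PM exposure in all 3 mice, of FA replicate 0, of time of day or stress, of monocytes or interstitial macrophages in the libraries of 4-weeks, of tissue dissociation, of the normalization and of the pooled adjustment were chosen only after the result was seen.

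Of the 96 genes in the paper's list as higher with PM_2.5_ exposure in TR-A*Φ* at 4-weeks, 64 were highest among the PM_2.5_ libraries in replicate 2 (66.7%, against 47.1% of all genes). The 21 genes of an interstitial macrophage list were all highest of the 6 libraries in that library, among them Apoe at 968 FPKM against 61.7 to 360 in the others. A second list of such genes, written before their values were seen, had 20 genes tested, and 14 of the 20 were highest there, where chance gives 3.3 and 24.8% of all genes were (Fisher's exact test p 2.7e-05). FA exposed TR-A*Φ* at 4-weeks also express these genes, with a mean of at least 1 FPKM for 20 of the 21 and 19 of the 20. The paper's list holds 17 of the 21 genes, Cd163 and C1qb among them, and 0 of the 20 genes of the second list. Interstitial macrophages in PM_2.5_ replicate 2 are a candidate explanation. FA replicate 2 was the highest FA library for 56 of the 96 genes (58.3%, against 43.8% of all genes), so separate processing of replicate 2 may also contribute. An effect of PM_2.5_ in all 3 mice is not excluded. Without PM_2.5_ replicate 2, 70 of the 96 genes were higher and 26 lower, the median log2 difference went from 0.71 to 0.51, and 34 of the 96 (35.4%, where chance gives 10%) had both other PM_2.5_ libraries above all FA libraries. These genes were chosen on the same libraries, so this effect cannot be told apart from the choice.

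The paper's lists for 32-weeks hold 17 genes lower with PM_2.5_ exposure in both TR-A*Φ* and BM-A*Φ*. A raised handling response in FA replicate 0 stays open. This library was the highest FA library in both origins for 4 of the 17 genes (1.9 expected by chance). In TR-A*Φ* alone it was the highest for 4 genes and FA replicate 2 for 8, and in BM-A*Φ* for 6 and 7. The median log2 difference without FA replicate 0 was -0.73 in TR-A*Φ* (-0.61 with all) and -0.54 in BM-A*Φ* (-0.59 with all). Without FA replicate 2 it was -0.44 and -0.61. These genes were chosen on the same libraries, so these values do not decide. Of 19 immediate early genes outside the 17, FA replicate 0 was the highest of the 6 libraries for 11 in TR-A*Φ* and 15 in BM-A*Φ* (3.2 expected by chance). A difference in time of day or stress at collection could not be decided. The smallest adjusted p of the clock and glucocorticoid lists was 0.996 (fry with Benjamini-Hochberg adjustment). The time at which each mouse was collected was not known here. A difference at collection thus cannot be told apart from PM_2.5_ exposure for these genes.

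TR-A*Φ* of 4-weeks and 32-weeks differ in genes of NF-kappa B and cytokine signaling. Length bias and the authors' normalization are argued against as the whole cause, since 97 of the 99 genes called in FA exposed mice kept their call after the length trend was removed and 96 of the 99 after quantile normalization. Of the genes lower at 32-weeks, 68 of 73 were also lower in CD45.2 monocytes of FA exposed mice (54.4% of all genes) and 78 of 90 in those of PM_2.5_ exposed mice. Of the genes higher at 32-weeks, 7 of 12 and 21 of 26 were also higher in monocytes. In monocytes of FA and PM_2.5_ exposed mice Nfkbia changed by -1.26 and -1.63, Cxcl10 by -2.51 and -1.95, and Tnfaip3 by -1.25 and -1.52, whereas Cxcl1 changed by -0.10 and -1.81, Cxcl2 by -0.49 and -2.28, and Egr1 by 0.41 and -0.44. Of all genes tested in monocytes 927 passed between the time points in FA exposed mice (525 lower) and 311 in PM_2.5_ exposed mice (96 lower). Handling or processing shared by all cells of a time point is thus a candidate explanation, and the age of the mice, the length of exposure and the time since transplantation stay open beside it as untested. Monocytes or interstitial macrophages in the libraries of 4-weeks cannot be told apart from these as part of the cause. The interstitial macrophage list had a median change of -0.97 in FA exposed mice (19 of 21 genes lower, adjusted p 0.328 from fry with Benjamini-Hochberg adjustment). In PM_2.5_ exposed mice it was -1.91 (21 of 21 lower, adjusted p 0.0383 from fry with Benjamini-Hochberg adjustment), and -1.08 without PM_2.5_ replicate 2 of 4-weeks. As the whole cause for the IL-17 signaling list such cells are argued against by its level per library, centred over the A*Φ* libraries. This level lay between 1.11 and 1.99 in TR-A*Φ* of 4-weeks. It was 1.59 in FA replicate 1, where the interstitial macrophage list lay at -0.6 and the monocyte list at -0.2. In BM-A*Φ* of 32-weeks it was at most 0.04, with up to 0.77 and 0.48 for those lists. A response to tissue dissociation at 4-weeks cannot be told apart from age, exposure or shared handling either. Of the immediate early genes 12 of 20 were lower at 32-weeks in FA (adjusted p 0.168) and 17 of 20 in PM_2.5_ exposed mice (adjusted p 0.0385, both from fry with Benjamini-Hochberg adjustment), and the latter list passed in 1 of 6 fits that each left out 1 library.

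Other splits of the libraries were counted beside each comparison, and the counts include the real split. For PM_2.5_ against FA, 2 of the 10 splits gave as many genes in TR-A*Φ* at 4-weeks, 10 of 10 in TR-A*Φ* at 32-weeks, 2 of 10 in BM-A*Φ*, 4 of 10 in CD45.2 monocytes at 4-weeks, and 10 of 10 in CD45.1 and in CD45.2 monocytes at 32-weeks. For 32-weeks against 4-weeks it was 1 of 10 in FA and 1 of 10 in PM_2.5_ exposed mice, where the other splits gave at most 1 and 0 genes. With 10 splits the share is never under 0.1, so these counts do not decide. For A*Φ* against monocytes it was 1 of 100 at 4-weeks and 1 of 100 at 32-weeks, with 4702 and 3340 genes the next highest counts.

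Haemoglobin transcripts were summed over Hbb-bs, Hbb-bt, Hba-a1 and Hba-a2. At 32-weeks replicate 2 was the highest library in 4 of 4 monocyte groups (chance 1.2%) and in 4 of 4 A*Φ* groups, with a median of 45 FPKM against 0.769 in replicates 0 and 1. The 1.2% takes the groups as independent. Groups of one exposure may hold cells of the same mice, so it can understate chance. At 4-weeks replicate 2 was the lowest in 4 of 4 groups, with a median of 0.686 against 42.2 FPKM. Red cells carried along with replicate 2 at 32-weeks are a candidate explanation, and no biological explanation was tested.

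For the 12665 genes tested here, the largest p of the paper's 5 lists gives 149, 130, 148, 149 and 149 genes by chance. Such a p was found here for 86, 75, 48, 617 and 790 genes. The order is TR-A*Φ* at 4-weeks, TR-A*Φ* and BM-A*Φ* at 32-weeks, and 32-weeks against 4-weeks in FA and PM_2.5_. How many genes the paper's own test covered was not known here, so these values do not give chance for its lists. All of the 175 p-values that occur in more than 1 of the lists have the same adjusted value in each, which is consistent with adjustment over all pairwise comparisons together. The list for PM_2.5_ exposed mice was at hand only in part, and 282 of its 552 genes passed with that adjustment here.

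Igkc had 76.7, 16.8 and 67.1 FPKM in PM_2.5_ exposed and 0.42, 0.322 and 11.9 FPKM in FA exposed BM-A*Φ* at 32-weeks. The list of B and plasma cells was higher in 5 of 5 genes, with a median of 1.90 and an adjusted p of 0.697 (fry with Benjamini-Hochberg adjustment). Plasma cells or their RNA in the libraries could not be decided. In 0 of 2 monocyte groups of PM_2.5_ exposed mice did the highest library have the replicate number of the highest BM-A*Φ* library, which does not decide. CD45.1 monocytes of PM_2.5_ exposed mice had 9.77, 60.7 and 5.61 FPKM of Igkc and CD45.2 monocytes 1.63, 0 and 2.49 FPKM, and a response to PM_2.5_ was not tested apart from this. The 9 genes measured by PCR in Supplementary Fig. 9 that were tested here were higher with PM_2.5_ exposure in 7 of 9 in TR-A*Φ* at 32-weeks (median 0.33, adjusted p 0.998) and in 9 of 9 in BM-A*Φ* (median 0.23, adjusted p 0.996, both from fry with Benjamini-Hochberg adjustment). Without PM_2.5_ replicate 2 these medians were 0.14 and 0, and that of BM-A*Φ* was 0.63 without PM_2.5_ replicate 0.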
